# Molecular and Cellular Hallmarks of Age‐Related Vestibular Hair Cell Degeneration

**DOI:** 10.1002/advs.76340

**Published:** 2026-06-26

**Authors:** Samadhi Kulasooriya, Huizhan Liu, Sarath Vijayakumar, Celia Bloom, Zhenhang Xu, Shu Tu, Benjamin J. Borgmeier, Mi Zhou, Litao Tao, Bechara Kachar, David Z. He

**Keywords:** age‐related hearing loss, aging‐associated diseases, cochlea, hair cell, mechanotransduction, neuroscience, proteostasis, senescence, transcriptome, vestibular system

## Abstract

Age‐related vestibular dysfunction (ARVD) is a prevalent and debilitating condition among the elderly, yet its etiology and underlying molecular mechanisms remain poorly understood. We focused on mechanosensitive hair cells (HCs), which are widely recognized as susceptible to aging. Using single‐cell RNA‐seq transcriptomic analysis of young and old mice, we show that old vestibular HCs exhibit conserved transcriptomic hallmarks of cellular aging, including cellular senescence, mitochondrial dysfunction, and impaired proteostasis, along with prominent cell type‐specific changes linked to hair bundle architecture and the mechanotransduction machinery. Consistent with these transcriptomic findings, imaging and electrophysiological recordings from old vestibular sensory epithelia reveal hair bundle degeneration and reduced mechanotransduction activity. Importantly, this structural and functional deterioration precedes HC loss, underscoring impaired hair bundle function as a key driver of ARVD. Furthermore, our comparative analysis identifies both shared and distinct aging signatures in vestibular and cochlear HCs, providing broader insight into the mechanisms that may underlie their different rates of age‐related degeneration.

## 1 Introduction

Aging research has advanced rapidly in recent years, revealing that evolutionarily conserved genetic and molecular programs may, in part, govern the pace of aging [1]. Aging is the progressive deterioration of physiological integrity, leading to impaired function and enhanced vulnerability to disease and death. At the molecular level, aging is characterized by conserved hallmarks, including increased cellular senescence, genomic instability, epigenetic alterations, mitochondrial dysfunction, loss of proteostasis, and inflammaging [1, 2]. The interconnected and interdependent nature of these processes leads to slow structural changes and functional decline over time. Similar to other sensory organs, aging negatively affects the inner ear, leading to age‐related hearing loss (ARHL) and vestibular dysfunction (ARVD). While numerous studies have focused on ARHL, ARVD remains relatively understudied, partially due to its multifaceted etiology [3, 4, 5, 6, 7, 8]. ARVD is characterized by the gradual loss of bilateral vestibular function accompanied by interruptions in visual and proprioceptive inputs. The damaging impact of ARVD manifests itself in an exponential increase in geriatric dizziness and injurious or fatal falls [9]. According to the National Center for Health Statistics and the National Institutes of Health, the prevalence of ARVD in the US is 75.3%. It is the sixth leading cause of death and accounts for 50% of all accidental deaths among the elderly population [5, 10].

The vestibular system plays a crucial role in sensing the direction, acceleration, and spatial orientation of the head in response to gravity, thereby maintaining the upright posture and balance of the body. It consists of three cristae ampullaris that detect the angular motions and two otolith organs (utricle and saccule) that detect linear motions of the head [7]. Vestibular sensory epithelia contain two types of mechanosensitive hair cells (HCs), type I and type II. HCs convert mechanical stimuli into electrical signals. Mechanotransduction, the first key step in the vestibular signal processing, is mediated by the mechanotransduction apparatus in the hair bundle comprising tightly linked stereocilia and a kinocilium [11, 12]. Damage or degeneration of the hair bundles facilitates vestibular functional decline. While previous studies have examined physiological and morphological changes in the vestibular end organs of old animals and humans, age‐related molecular changes are poorly understood [9, 13, 14]. Although other cell types in the vestibular end organs also undergo aging, we focused on HCs as they are widely recognized for their susceptibility to aging due to accumulated damage from ototoxic drugs, noise, genetic predispositions, and comorbidities. Interestingly, studies in human and murine models indicate that the auditory sensory epithelium exhibits an earlier onset and accelerated progression of morphological and functional decline compared to the vestibular system [14]. However, the transcriptional similarities and differences associated with the aging of vestibular (vHCs) and cochlear HCs (cHCs) remain unknown. This gap in our understanding of the molecular basis of HC aging remains a significant barrier to developing targeted therapeutic interventions to mitigate ARHL and ARVD [15].

In the current study, we examined the age‐related decline of the vestibular end organs, focusing on functional, morphological, and molecular changes in HCs. Transcriptomic studies have been at the forefront of efforts to decipher the molecular mechanisms driving cellular aging in model organisms and humans. Studies from various tissues, including the mouse brain and cochlea, reveal that aging not only induces a universal program but also drives distinct transcriptional courses in different cell populations [16, 17]. Utilizing single‐cell RNA sequencing (scRNA‐seq), we examined universal and cell‐type‐specific aging signatures in vHCs from young and old mice. While vHCs exhibit shared transcriptional hallmarks of aging with other cell types, distinct cell‐type‐specific transcriptional signatures are associated with structural and functional deterioration of hair bundles and mechanotransduction apparatus. Consistent with these transcriptomic findings, imaging and electrophysiological recordings from old vestibular sensory epithelia revealed hair bundle degeneration and reduced mechanotransduction activity. Importantly, this structural and functional deterioration precedes HC loss, highlighting impaired hair bundle function as a key driver of ARVD. Moreover, comparative analysis of vHCs and cHCs reveals broad similarities and subtle differences in age‐related molecular and cellular changes. Finally, our dataset provides a foundational transcriptomic resource to advance studies of inner ear aging and support the development of targeted therapeutic strategies.

## 2 Results

### 2.1 Age‐Related Functional and Morphological Changes in Vestibular HCs

Prior studies have reported various age‐related structural and functional changes in the vestibular end organs in mice and humans [5, 6, 18, 19]. In this study, we utilized CBA/J mice, which develop progressive age‐related changes in the inner ear later in life, mirroring key features of human inner ear aging [20, 21]. To examine age‐related functional decline in the vestibular system, we measured vestibular sensory evoked potentials (VsEPs) generated by the vestibular sensory epithelia in response to rapid linear head accelerations from 2‐ to 2.5‐month‐old (young) and 22‐to 24‐month‐old (old) mice. This test evaluates sensitivity (threshold), strength of the response (amplitude), and time taken by the signal to reach vestibular neurons after stimulus onset (latency) [22, 23]. Consistent with previous studies, we observed an age‐related decline in vestibular function, as evidenced by a significant decrease in response amplitude and increases in threshold and latency (Figure 1A–C). Endolymphatic potential is a driving force for mechanotransduction, and reduction in endocochlear potential is thought to be a key contributor to ARHL [24, 25]. Therefore, we measured endolymphatic potential in the utricle and found no age‐related decline in the magnitude, thus excluding reduction of endolymphatic potential as a contributor to ARVD (Figure 1D).

**FIGURE 1:**
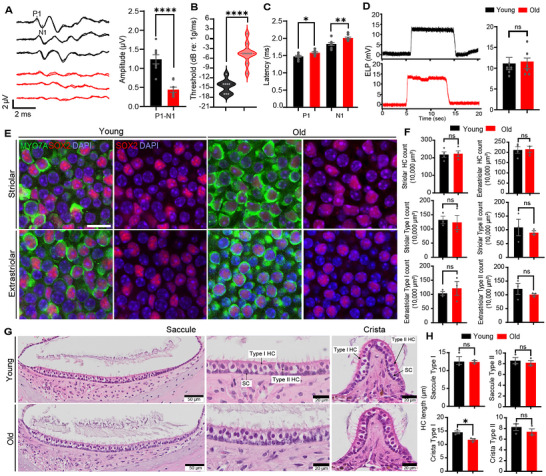
Age‐related functional and cellular changes in the vestibular system. (A–C). Measurements of VsEP from the young and old mice (*n* = 8 per age group). (A) Three representative waveforms from each age group and quantification depicting the reduction in response amplitude, (B) elevation of threshold in the old mice compared to the young, and (C) increased latency in the old mice compared to the young. P1 and N1 indicate the first positive and negative peaks. (D) Vestibular endolymphatic potential (ELP) waveforms and quantification from young and old mice (*n* = 6 per age group). (E) Representative images of young and old striolar and extrastriolar sensory epithelia (cropped region) from utricle whole mounts immunolabeled with anti‐MYO7A and anti‐SOX2, nuclei were stained with DAPI. Scale bar, 10 µm. (F) Quantifications of total HC density (*n* = 4 per age group), as well as type I and II HC density in striolar and extrastriolar regions (*n* = 3 per age group). (G) Representative images of H&E sections from young and old mice indicating type I and II HCs from the saccule and cristae (*n* = 3 per age group). (H) Quantification of type I and II HC length in young and old mice. Data are shown as mean ± SEM, individual data points represent independent biological replicates, *p < 0.05, **p < 0.01, ****p < 0.0001, ns – non‐significant by unpaired Student's *t*‐test.

Next, we examined the age‐related morphological changes in old vHCs. Some studies have reported an age‐related loss of vHCs in both mice and humans [6, 26, 27], with greater loss of type I than type II HCs [6, 28], whereas other studies report no significant HC loss [29]. We examined HC status in the young and old utricles by immunolabeling with MYO7A (HC‐specific marker) and SOX2 (type II HC and supporting cell‐specific marker). Similar to previous studies [30], MYO7A‐positive/SOX2‐negative cells were identified as type I HCs, whereas MYO7A/SOX2‐positive cells were identified as type II HCs. Hair bundles were labeled with phalloidin. The otolith organs have two distinct functional zones, the striolar and extrastriolar regions, defined by reversal of hair bundle orientation. Z‐stack images were acquired from these two regions for HC quantifications. In some experiments, oncomodulin was also used to mark type I HCs in the striolar region (Figure S1) [31]. Our findings showed no significant reduction of type I and II HC density in the striolar and extrastriolar regions (Figure 1E,F and Figure S1). Changes in cell length leading to cellular hypertrophy and atrophy are commonly observed in aging cells, including cHCs and spiral ganglion neurons [17, 32]. To assess age‐related cytological changes, we measured the length of type I and II HCs in the saccule and crista ampullaris using H&E‐stained thin sections. Except for a significant cellular atrophy observed in type I HCs in crista, no significant changes in cell length were observed in other HCs (Figure 1G,H).

We utilized high‐resolution confocal imaging to examine changes in hair bundles of HCs in the striolar and extrastriolar regions of the utricle and in the crista ampullaris. Stereocilia were labeled with phalloidin, and kinocilia were immunolabeled with anti‐acetylated β‐tubulin. The most obvious signs of stereocilia degeneration observed were loss and fusion, whereas signs of kinociliary degeneration included fusion (fuses with neighboring kinocilia or stereocilia), shortening, bulb formation, aberrant looping, and knotting (Figure 2A). We observed signs of degeneration in 32.8%, 29.5%, and 33.8% of cells in the old striolar region, extrastriolar region, and crista, respectively, compared with 2.9%, 1.3%, and 1.8% in the young tissues (Figure 2B). We also utilized scanning electron microscopy (SEM) to examine hair bundle ultrastructure in the striolar and extrastriolar regions of the utricle and crista. Similar degenerative features were observed (Figure 2C). We quantified stereocilia loss and bundle length and observed a significant reduction in the number of stereocilia per hair bundle in the striolar and extrastriolar regions of both the utricle and crista. While a significant reduction in overall bundle length was observed in the crista, no significant change in bundle length was detected in the utricle (Figure 2D,E). Collectively, these findings indicate that the most striking age‐related changes in HCs are associated with hair bundles.

**FIGURE 2:**
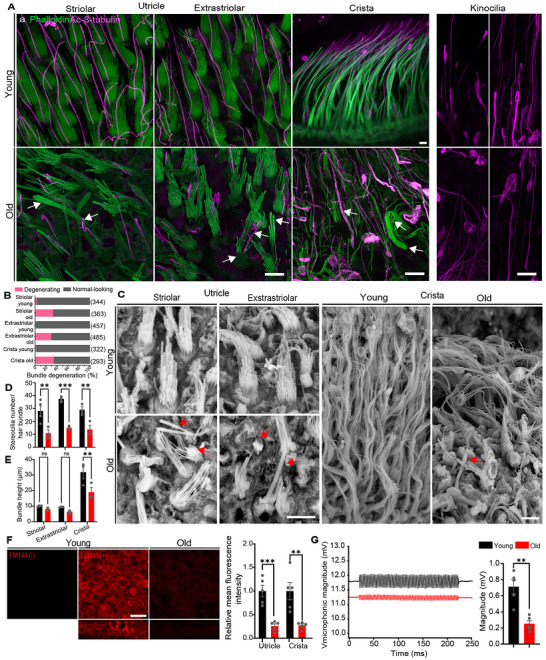
Age‐related changes in the vestibular hair bundles. (A) High‐resolution confocal microscopic images of young and old utricles and cristae, indicating stereocilia and kinocilia degeneration with aging (white arrows). Arrowheads indicate degenerative signs, such as stereocilia fusion, stereocilia loss leading to thin or short bundles, and kinocilia abnormalities, including shortening, fusion, looping, knotting, and bulb formation (left). Representative images of old kinocilia are shown in the right panel. Scale bars, 5 µm. (B) The number of bundles quantified is indicated to the right of each bar. A total of 801 HCs were counted from young utricles, 848 from old utricles, 322 from young cristae, and 293 from old cristae from *n* = 4–5 per age group. (C) Representative SEM images of hair bundles from young and old utricle and cristae, indicating signs of bundle degeneration and loss (red arrows). Scale bars, 5 µm. The representative images are taken from regions with obvious signs of bundle degeneration. (D) Quantification of stereocilia per hair bundle and (E) overall bundle height in young and old utricle and crista. Stereocilia number and bundle height were quantified from a total of 46 young and 53 old HCs from utricles, 21 young and 22 old HCs from crista, with *n* = 3–4 per age group. Data are shown as SEM, **p < 0.01, ***p < 0.001, ns – non‐significant by two‐way ANOVA Sidak's multiple comparisons test. (F) Representative images (utricle) and quantification of relative mean fluorescence intensity of FM1‐43 dye uptake in young and old HCs in the utricle and cristae (*n* = 5 per age group). Scale bar, 10 µm. (G) Representative images of vestibular microphonic measurements from the young and old macula of the utricle (*n* = 5 per age group). Data are shown as mean ± SEM, individual data points represent independent biological replicates, **p < 0.01 by unpaired Student's *t*‐test.

Next, we assessed whether these degenerative changes in old vestibular hair bundles compromise mechanotransduction. HC mechanotransduction is often assessed using FM1‐43 styryl dye uptake in vitro. This fluorescent dye rapidly enters HCs via mechano‐transduction channels. Degeneration of hair bundles and loss of mechanotransduction channel function result in reduced dye uptake by HCs [33]. We observed a significant reduction in FM1‐43 uptake by HCs in the old utricle and cristae (Figure 2F) compared to the young tissues, indicating reduced mechanotransduction with aging. Vestibular microphonic (VM) response is a direct measurement of the electrical signal produced by vHCs in response to mechanical stimuli [34]. To evaluate mechanotransduction and HC function in vivo, we recorded microphonic responses from young and old mice. A significant reduction in the magnitude of the microphonic response was observed in old mice compared to the young mice (Figure 2G), indicating that aging compromises both mechanotransduction and overall HC performance.

### 2.2 Transcriptional Profiles Associated With Universal Hallmarks of Aging in vHCs

Previous studies have identified universal and cell‐type‐specific genes and molecular processes associated with cellular aging [16]. 

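The libraries analysed here are the 10 deposited from old CBA/J mice, 5 of the cochlea and 5 of the vestibular organs, each a droplet (10x) library in which a transcript is counted once by its unique molecular identifier (UMI). The libraries of young mice were not analysed here, so every value below is of old mice and none is a change with age. The authors deposited, for each library, the raw UMI counts per gene in the barcodes their read counter called as cells, without normalization. Replicates 1 to 5 of the cochlea held 2738036, 2592425, 26974948, 5349308 and 5452292 UMIs in 1384, 1313, 12397, 1130 and 1788 barcodes. Replicates 1 to 5 of the vestibule held 4150642, 3986333, 24104850, 10318267 and 9482901 UMIs in 1689, 1641, 11379, 5305 and 3711 barcodes. In each organ, replicates 1 and 2 held the same cells: all 1313 barcodes of cochlea replicate 2 were in replicate 1, as were 1633 of the 1641 of vestibule replicate 2, while every other pair of libraries shared at most 41. Their counts in the shared barcodes differed by less than the sampling noise (chi-square per gene 0.127 in the cochlea and 0.122 in the vestibule, against 35.5 and 55.5 for replicate 1 against 4). Replicates 1 and 2 were therefore counted as 1 sample in each organ, so that n = 4.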

We separately isolated the sensory epithelia from the vestibular end organs and the cochlea from young and old CBA/J mice and performed scRNA‐seq to identify these genes and molecular pathways. Sequencing reads were aligned to the mouse reference genome (mm10), followed by standard quality control and downstream processing steps, including dimensional reduction and unsupervised clustering [35]. 

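Of the barcodes of old mice, those with at least 200 genes, at least 1000 UMIs and less than 25% mitochondrial UMIs were kept, the limits the paper gives. This left 571, 5070, 695 and 936 cells in cochlea replicates 1, 3, 4 and 5, and 867, 5438, 2448 and 1671 in the same replicates of the vestibule. Replicate 3 of each organ thus supplied more cells than the other 3 together. Counts were log-normalized, and 2000 variable genes and 30 principal components went into unsupervised clustering at resolution 1, with HCs clustered again at 0.5. The paper's text does not name the resolution. The file headers name version 5.0.1 of the read counter for replicates 1 and 2 and 6.1.2 for the others, in both organs. Doublets were not removed, since Scrublet marked at most 3 cells in any library, too few for a caller that worked. At 0.8% per 1000 barcodes, 9.92% would be expected in replicate 3 of the cochlea and 9.1% in that of the vestibule. Scrublet marked 1 and 0 cells there, so the number of doublets left in is not known.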

Clusters were annotated based on expressions of known marker genes. The vestibular epithelia encompass type I and II HCs, supporting cells, and neuronal, epithelial, blood, and immune cell populations. HCs were identified by their expression of markers such as *Myo6*, *Myo7a, Pou4f3, Tmc1, and Kncn* [36, 37], and type I and II HC types were further differentiated using *Adam11* and *Sox2* [31, 38, 39]. 

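Clusters of the old vestibular libraries were called HCs where at least 3 of Myo6, Myo7a, Pou4f3, Tmc1, Kncn and Gfi1 were enriched; all 6 were in each of the 5 clusters so named. Another cluster of 274 cells also had all 6 but shared 7 of its 10 leading genes with another cluster, had a median of 11406.5 UMIs per cell, and was set aside. A further subcluster of 232 cells was left unnamed. Both decisions were made after the clusters had been seen. The set-aside cluster and the unnamed subcluster together held 16.2%, 27.9%, 18.8% and 14.7% of all cells with HC markers in replicates 1, 3, 4 and 5. In the largest type I subcluster, of 576 cells, Adam11 had a UMI in 92.9% of cells. Over all named cells, Sox2 had a UMI in 79.1% of type II HCs, 1.48% of type I HCs and 1.09% of macrophage-like cells, whose median depths were 4687.5, 3976 and 2743 UMIs. With every cell thinned to 1000 UMIs these shares were 41.7%, 0.403% and 0.545%, so that the share in type I HCs was at the level of background.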

Based on these markers, 698 type I and 129 type II HCs from young mice and 1651 type I and 230 type II HCs from old mice were identified for further analysis (Figure S2).

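From the old vestibular libraries, 1489 type I and 278 type II HCs were called here, against the 1651 and 230 that the paper reports. Replicates 1, 3, 4 and 5 supplied 155, 672, 408 and 254 type I HCs and 42, 120, 62 and 54 type II HCs. HCs were 22.7% of the cells in replicate 1 (95% exact binomial interval 20.0 to 25.7), 14.6% in replicate 3 (13.6 to 15.5), 19.2% in replicate 4 (17.7 to 20.8) and 18.4% in replicate 5 (16.6 to 20.4). With the set-aside cluster and the unnamed subcluster both kept, a choice made after seeing the data, there were 2053 type I and 220 type II HCs. The HCs were then clustered anew, and 68 of the 278 type II HCs became type I, as did 267 of the 274 set-aside cells and all 232 of the subcluster. Among the choices fixed before, a rule on markers per cell gave 482 type II HCs, the largest change in that number. The young HCs were not analysed here.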

We aggregated single‐cell raw gene counts to generate pseudobulk gene expression profiles of young and old vHCs (Table S1). 

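The paper's Table S1, held here in its first 1999 of 16815 rows, could be set beside sums of the old libraries for 1995 genes. Across these genes, which are not independent replicates, the table's old type I column had a rank correlation of 0.997 with the summed type I UMIs, and its old type II column one of 0.979 with the summed type II UMIs. Pearson's r of log2(value + 1) was 0.993 and 0.951. The young columns of the same rows had rank correlations of -0.019 (type I) and -0.002 (type II) with the old columns, and 0.886 with each other.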

Principal component analysis was used to examine the overall age‐driven changes in the gene expression between young and old HCs across the biological replicates (Figure S3A). We observed that the most substantial differences occur between young and old groups, as evidenced by the 96% variance of principal component 1. We also assessed the number of unique and shared genes expressed in young and old type I and II HCs. 

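In old vHCs, 17523 genes had at least 1 UMI in type I HCs and 15241 in type II HCs. Of the 18165 genes seen in either type, 14599 (80.4%) were seen in both. These numbers depend on how many cells were counted: 278 type I HCs drawn at random had 14425 genes, and between 14176 and 14613 over 100 draws. A minimum of 10 UMIs left 12456 genes in type I and 10245 in type II HCs. Young HCs, which enter the paper's diagram, were not analysed here.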

We found that, irrespective of cell type or age, most genes (∼61%) are shared among HCs (Figure S3B).

Cellular aging typically follows universal aging programs [1, 2, 15]. We used the pseudobulk expression matrices of young and old vHCs to examine gene expression changes associated with universal hallmarks (Figure 3). Cellular senescence is recognized as a hallmark of cellular aging. It is characterized by permanent cessation of the cell cycle, and cells adopt the characteristic senescence‐associated secretory phenotypes (SASP), which exert deleterious effects on cellular function over time [1, 2, 40]. In post‐mitotic cells, stress can induce a senescence‐like state with aging. Our data indicated a decrease in expression of cell cycle regulators (*Cdk2/4/6*), accompanied by an increase in cyclin‐dependent kinase inhibitors (*Cdkn1a/1b*), and degradation of cyclins (*Fzr1*). Moreover, we noted an increase in senescence induction (*Ypel3*), a decrease in laminins (*Lmna, Lmnb1*), and enrichment of various SASPs that are involved in inflammation (*Cxcl14, Nfkb2, B2m*), senescence‐associated heterochromatic foci (*H3f3a, Hira, Ubn1*), hypoxia, and angiogenesis (*Vegfa, Hif1a, Nos3*), indicating increased senescence in old vHCs.

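Levels are given in CPM, the UMIs of a gene over all UMIs of the HCs of a library, scaled to 1000000, as the mean and SD of the 4 old libraries, with gene positions on GRCm38 from GENCODE. Where a mean moved by over 1.5 times without 1 library, its value without that library is added. Where a gene had 3 UMIs or fewer in all libraries together, the UMIs are given. Genes are ranked by abundance over all vHCs, of which 1489 of 1767 are type I, so a gene that is low in this ranking can be abundant in type II HCs. Cell cycle genes ranged in old vHCs from 0.385 to 52.2 CPM, and the median of the 6 genes named was 21.5. Cdkn1b (chromosome 6, 134920401 to 134925513) was among the most abundant in vHCs as a whole, at 40.1 ± 5.33 (SD, n = 4 libraries) CPM in type I and 102 ± 17.7 CPM in type II. Cdk4 (chromosome 10, 127063534 to 127067920) was at 48.9 ± 3.65 CPM in type I and 53.1 ± 13.0 CPM in type II. Fzr1 (chromosome 10, 81366222 to 81378516) was at 25.2 ± 4.115 CPM in type I and 30.7 ± 6.09 CPM in type II. Cdkn1a (chromosome 17, 29090976 to 29100727) was among the least abundant in vHCs as a whole, at 7.47 ± 1.60 CPM in type I and 53.9 ± 26.5 CPM in type II. Cdk2 (chromosome 10, 128697939 to 128705031) was at 0.981 ± 1.18 CPM in type I and 2 UMIs in all in type II. Cdk6 (chromosome 5, 3341485 to 3531008) was at 1 UMI in all in type I and 1 UMI in all in type II. Cdk2 in type I was at 0.523 CPM without replicate 3. 5 of the 6 were higher in the other cells of the vestibular libraries than in vHCs, 3 of them over 4-fold.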

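Senescence and SASP genes had mean levels from 3.46 to 1196 CPM in old vHCs, around a median of 44.3 for 12 genes. H3f3a (chromosome 1, 180800832 to 180813943) was among the most abundant in vHCs as a whole, at 1219 ± 232 (SD, n = 4 libraries) CPM in type I and 1097 ± 283 CPM in type II. Cxcl14 (chromosome 13, 56288643 to 56296551) was at 859.5 ± 98.5 CPM in type I and 1962 ± 140.1 CPM in type II. Ypel3 (chromosome 7, 126776955 to 126780514) was at 454 ± 78.5 CPM in type I and 414 ± 116 CPM in type II. Vegfa (chromosome 17, 46016993 to 46032369) was among the least abundant in vHCs as a whole, at 15.5 ± 1.855 CPM in type I and 24.95 ± 16.4 CPM in type II. Lmnb1 (chromosome 18, 56707813 to 56753424) was at 12.8 ± 2.18 CPM in type I and 23.2 ± 4.095 CPM in type II. Nfkb2 (chromosome 19, 46304320 to 46312385) was at 2.42 ± 1.33 CPM in type I and 7.63 ± 5.56 CPM in type II. 5 of the 12 were higher in the other cells of the vestibular libraries than in vHCs, 1 of them over 4-fold. From heatmaps that set such pseudobulk levels of old vHCs beside those of young vHCs, the paper concludes that senescence is increased in old vHCs. It also reports elevated SA‐β‐gal in old vHCs, a measure apart from RNA levels.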

**FIGURE 3:**
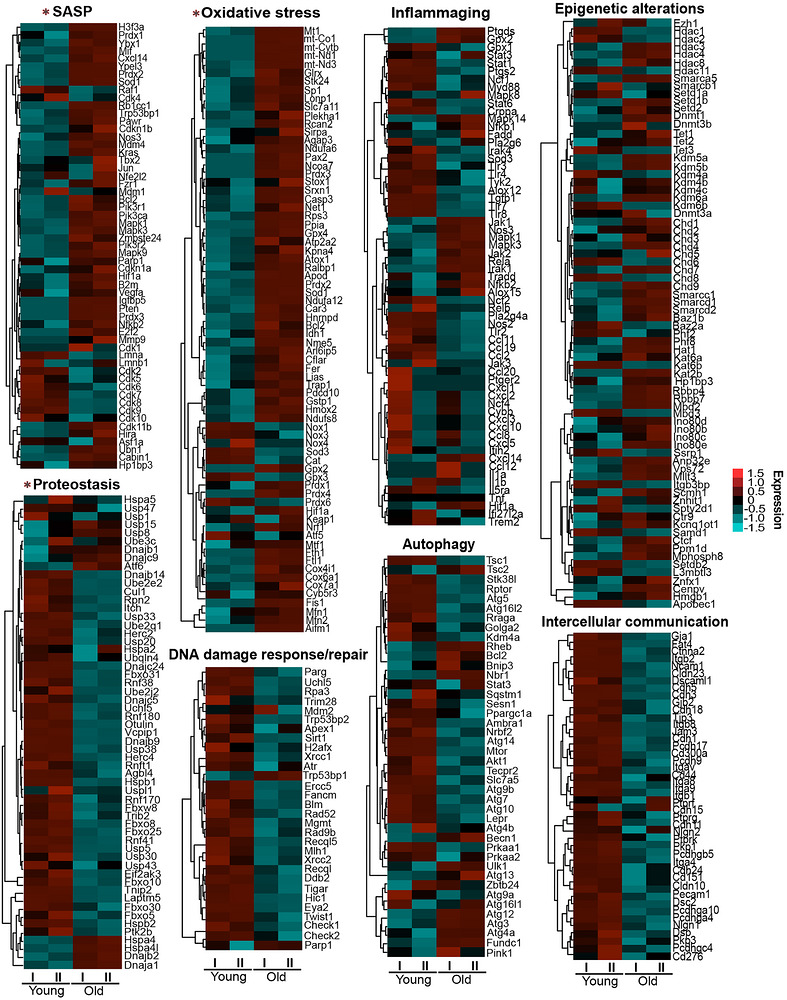
Universal hallmarks of aging in vestibular type I and II HCs. Complex heatmaps indicating the genes associated with universal hallmarks of aging, including senescence and SASP, proteostasis, oxidative stress, autophagy, inflammaging, DNA damage repair, intercellular communication, and epigenetic alterations in the old vestibular type I and II HCs compared to type I and II young HCs. Single‐cell counts were aggregated. Pseudo‐bulk gene expression values were then scaled and log2‐transformed. Expression values were centered by Cluster 3.0, and heatmaps were generated using JAVA TreeView. The color scale indicates the expression level from high (red) to low (cyan). Asterisks indicate universal pathways that were validated in Figure 4.

The imbalance between the production and elimination of reactive oxygen species (ROS) results in oxidative stress [1, 2]. 

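Genes of mitochondrial respiration, antioxidant response and mitochondrial quality control lay between 13.5 and 7753 CPM in old vHCs, with a median of 165 over the 19 genes named. mt-Co1 (mitochondrial genome, 5328 to 6872) was among the most abundant in vHCs as a whole, at 7311 ± 2837 (SD, n = 4 libraries) CPM in type I and 9578 ± 3945 CPM in type II. Gpx4 (chromosome 10, 80047166 to 80056439) was at 669 ± 98.0 CPM in type I and 902 ± 53.0 CPM in type II. Mt1 (chromosome 8, 94179082 to 94180327) was at 629 ± 97.2 CPM in type I and 754 ± 57.2 CPM in type II. Trap1 (chromosome 16, 4039971 to 4077827) was among the least abundant in vHCs as a whole, at 26.3 ± 4.35 CPM in type I and 25.1 ± 8.41 CPM in type II. Nrf1 (chromosome 6, 30047988 to 30153458) was at 17.3 ± 2.57 CPM in type I and 15.2 ± 6.85 CPM in type II. Atf5 (chromosome 7, 44812256 to 44816658) was at 12.3 ± 4.40 CPM in type I and 18.0 ± 3.96 CPM in type II. 6 of the 19 were higher in the other cells of the vestibular libraries than in vHCs, none over 4-fold.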

We observed an increased expression of genes involved in mitochondrial respiration, which is a major source of ROS (*Cox4i1/6a1, mt‐Co1, Ndufs2*), antioxidant response and detoxification (*Mt1, Sod1, Prdx1, Gpx4, Keap1, Nrf1*), mitochondrial fission and fusion (*Fis1, Mfn1/2*), stress response (*Bcl2, Cflar, Hif1a, Atf5*) and mitochondrial quality control (*Lonp1, Trap1*), suggesting an age‐related increase in oxidative stress followed by a compensatory increase in antioxidant mechanisms in old vHCs. In addition, key genes involved in hydrogen peroxide detoxification (*Cat*) were downregulated, suggesting impaired ROS clearance.

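Cat (chromosome 2, 103453849 to 103485160) was at 9.10 ± 2.98 (SD, n = 4 libraries) CPM in type I and 21.2 ± 9.70 CPM in type II. Cat was 3.70-fold higher in the other cells of the vestibular libraries than in vHCs.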

Age‐related increase in chronic low‐grade inflammation is termed inflammaging [1, 2]. 

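Inflammation genes had mean levels from 0 to 2280.4 CPM in old vHCs, around a median of 2.66 for 15 genes. Ptgds (chromosome 2, 25466709 to 25470046) was among the most abundant in vHCs as a whole, at 2166 ± 1532 (SD, n = 4 libraries) CPM in type I and 2765 ± 1337 CPM in type II. Jak1 (chromosome 4, 101152367 to 101265282) was at 81.7 ± 10.5 CPM in type I and 91.05 ± 6.85 CPM in type II. Ccl2 (chromosome 11, 82035571 to 82037453) was among the least abundant in vHCs as a whole, at 0 UMIs (a limit of 0.501 CPM) in type I and 1 UMI in all in type II. Il1a (chromosome 2, 129299610 to 129309972) was at 0 UMIs (a limit of 0.501 CPM) in type I and 0 UMIs (a limit of 2.15 CPM) in type II. Ccl11 (chromosome 11, 82057823 to 82062955) was at 0 UMIs (a limit of 0.501 CPM) in type I and 0 UMIs (a limit of 2.15 CPM) in type II. 10 of the 15 were higher in the other cells of the vestibular libraries than in vHCs, 7 of them over 4-fold.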

We noticed an increase in some pro‐inflammatory genes (*Ptgds, Cxcl14, Ccl12, Il1a, Nfkb1, Jak1, Stat3*) and downregulation of other genes (*Tgfb1, Tlr3/4, Myd88, Irak4, Ccl2/5/11*), indicating potential maintenance of a prolonged low‐grade inflammatory state followed by reduced immune surveillance and response, consistent with inflammaging observed in the old utricles [41]. Epigenetic dysregulation increases with aging [42]. Old vHCs displayed a reduced expression of genes related to global heterochromatin (*Kdm5a/6a, Setdb2, Smarcb1*), nucleosome remodeling (*Smarca1, Ino80b, Vps72, Phf8, Chd4/5, Baz2a*), changes in histone marks (*Mll1/3, Setd2, Kdm4a, Ctcf, Cbx3*), global DNA hypomethylation, and CpG hypermethylation (*Dnmt1/3b, Tet1, Ezh2*). 

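Epigenetic genes lay between 0.790 and 298 CPM in old vHCs, with a median of 46.8 over the 21 genes named. Cbx3 (chromosome 6, 51470360 to 51483704) was among the most abundant in vHCs as a whole, at 299 ± 53.35 (SD, n = 4 libraries) CPM in type I and 298 ± 48.5 CPM in type II. Chd4 (chromosome 6, 125095981 to 125130591) was at 289.7 ± 44.1 CPM in type I and 294 ± 47.8 CPM in type II. Kmt2a (chromosome 9, 44803355 to 44881296) was at 176 ± 16.3 CPM in type I and 180.4 ± 28.2 CPM in type II. Setdb2 (chromosome 14, 59402009 to 59440884) was among the least abundant in vHCs as a whole, at 11.1 ± 4.09 CPM in type I and 12.0 ± 8.89 CPM in type II. Smarca1 (chromosome X, 47809368 to 47892974) was at 0.442 ± 0.520 CPM in type I and 7.48 ± 2.17 CPM in type II. Dnmt3b (chromosome 2, 153649450 to 153687730) was at 0.784 ± 0.630 CPM in type I and 1 UMI in all in type II. Smarca1 in type I was at 0.253 CPM without replicate 3. 3 of the 21 were higher in the other cells of the vestibular libraries than in vHCs, 1 of them over 4-fold.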

Age‐driven dysregulation of mechanisms involved in protein synthesis, folding, and turnover leads to impaired protein homeostasis, followed by the accumulation of misfolded protein aggregates. 

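Unfolded protein response genes ranged in old vHCs from 0.321 to 108 CPM, and the median of the 6 genes named was 23.8. Dnajb14 (chromosome 3, 137867675 to 137916557) was among the most abundant in vHCs as a whole, at 104 ± 4.90 (SD, n = 4 libraries) CPM in type I and 123 ± 12.6 CPM in type II. Dnajc5 (chromosome 2, 181520485 to 181555133) was at 61.9 ± 11.2 CPM in type I and 59.2 ± 8.69 CPM in type II. Dnajc24 (chromosome 2, 105966709 to 106003549) was at 44.25 ± 12.0 CPM in type I and 45.0 ± 9.99 CPM in type II. Hspb1 (chromosome 5, 135887919 to 135889563) was among the least abundant in vHCs as a whole, at 3.30 ± 2.90 CPM in type I and 2.81 ± 3.64 CPM in type II. Dnajb5 (chromosome 4, 42949814 to 42959425) was at 0.526 ± 0.653 CPM in type I and 0 UMIs (a limit of 2.15 CPM) in type II. Hspb2 (chromosome 9, 50751078 to 50752354) was at 3 UMIs in all in type I and 0 UMIs (a limit of 2.15 CPM) in type II. Hspb1 in type I was at 1.93 CPM without replicate 3, Hspb1 in type II was at 1.19 CPM without replicate 3 and Dnajb5 in type I was at 0.253 CPM without replicate 3. 3 of the 6 were higher in the other cells of the vestibular libraries than in vHCs, 2 of them over 4-fold.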

We noted decreased expression of genes involved in unfolded protein response (*Hspb1/2, Dnajb5/14, Dnajc5/24*) and protein turnover, indicating signs of impaired proteostasis in old vHCs.

Reduced DNA repair capability accumulates DNA damage, leading to genome instability with aging [1, 2, 43]. We observed a decrease in the expression of genes involved in DNA damage response and repair mechanisms (*Rad52, Xrcc1/2, Atr, Mgmt, Apex1, Recql*), indicating diminished DNA repair in old vHCs. 

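DNA damage repair genes had mean levels from 5.02 to 33.7 CPM in old vHCs, around a median of 11.3 for 7 genes. Apex1 (chromosome 14, 50924968 to 50927139) was among the most abundant in vHCs as a whole, at 34.9 ± 6.99 (SD, n = 4 libraries) CPM in type I and 28.9 ± 6.28 CPM in type II. Xrcc1 (chromosome 7, 24546289 to 24573440) was at 16.6 ± 8.97 CPM in type I and 25.9 ± 11.65 CPM in type II. Atr (chromosome 9, 95857597 to 95951781) was at 12.8 ± 6.60 CPM in type I and 22.3 ± 16.05 CPM in type II. Recql (chromosome 6, 142350342 to 142387087) was among the least abundant in vHCs as a whole, at 8.89 ± 1.645 CPM in type I and 13.1 ± 2.405 CPM in type II. Mgmt (chromosome 7, 136894614 to 137130266) was at 4.07 ± 2.805 CPM in type I and 17.45 ± 5.58 CPM in type II. Xrcc2 (chromosome 5, 25689812 to 25705825) was at 4.58 ± 2.18 CPM in type I and 6.63 ± 2.76 CPM in type II. 3 of the 7 were higher in the other cells of the vestibular libraries than in vHCs, none over 4-fold.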

Autophagy is crucial to recycling damaged organelles to maintain cellular homeostasis [1, 2]. 

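Autophagy initiation genes lay between 13.6 and 114 CPM in old vHCs, with a median of 44.4 over the 10 genes named. Map1lc3b (chromosome 8, 121590361 to 121598760) was among the most abundant in vHCs as a whole, at 110.2 ± 16.3 (SD, n = 4 libraries) CPM in type I and 128 ± 13.4 CPM in type II. Atg12 (chromosome 18, 46730144 to 46741580) was at 72.75 ± 9.42 CPM in type I and 81.7 ± 21.7 CPM in type II. Pink1 (chromosome 4, 138313409 to 138326307) was at 74.3 ± 12.6 CPM in type I and 37.9 ± 8.46 CPM in type II. Atg13 (chromosome 2, 91674618 to 91710576) was among the least abundant in vHCs as a whole, at 23.2 ± 4.19 CPM in type I and 31.75 ± 16.3 CPM in type II. Atg16l1 (chromosome 1, 87755870 to 87792428) was at 20.6 ± 4.315 CPM in type I and 23.8 ± 19.1 CPM in type II. Ulk1 (chromosome 5, 110784488 to 110810097) was at 14.0 ± 2.24 CPM in type I and 11.5 ± 5.63 CPM in type II. Atg16l1 in type II was at 14.2 CPM without replicate 1. 4 of the 10 were higher in the other cells of the vestibular libraries than in vHCs, none over 4-fold.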

We observed an enrichment of key genes related to autophagy initiation, autophagosome formation, and progression (*Becn1, Atg12/13/Atg16l1, Map1lc3b, Ulk1, Fundc1, Pink1, Sqstm1, Tsc2*). However, we also noted the downregulation of key genes (*Atg5/7/9a/9b/10/14, Prkaa1/2, Ambra1, Nrbf2, Ppargc1a*) involved in autophagosome elongation, autophagy progression, and energy sensing. This may suggest active regulation of autophagy and dysregulation in autophagosome formation and energy sensing. 

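Autophagosome elongation and energy sensing genes ranged in old vHCs from 5.71 to 29.7 CPM, and the median of the 11 genes named was 13.0. Atg14 (chromosome 14, 47540893 to 47570649) was among the most abundant in vHCs as a whole, at 28.6 ± 9.91 (SD, n = 4 libraries) CPM in type I and 33.5 ± 15.1 CPM in type II. Ppargc1a (chromosome 5, 51454250 to 51567726) was at 32.6 ± 2.98 CPM in type I and 10.85 ± 6.18 CPM in type II. Atg5 (chromosome 10, 44268358 to 44364291) was at 24.25 ± 2.61 CPM in type I and 20.5 ± 9.48 CPM in type II. Prkaa2 (chromosome 4, 105029874 to 105109890) was among the least abundant in vHCs as a whole, at 2.34 ± 1.49 CPM in type I and 35.3 ± 11.7 CPM in type II. Atg10 (chromosome 13, 90935356 to 91223968) was at 8.15 ± 0.670 CPM in type I and 8.60 ± 3.04 CPM in type II. Atg7 (chromosome 6, 114643097 to 114860614) was at 5.61 ± 2.85 CPM in type I and 6.53 ± 2.46 CPM in type II. 6 of the 11 were higher in the other cells of the vestibular libraries than in vHCs, none over 4-fold.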

Aging also impacts extracellular matrix (ECM) dynamics and intercellular communication [1, 2]. We observed a reduction in genes involved in cell‐cell adhesion (*Cdh1/3/15, Pcdh9/17, Pcdhga4, Ptprk, Ptprf*), intercellular communication (*Gja1, Gjb2*), ECM interactions, and diminished tissue integrity (*Itgb1, Itga8, Tjp3, Cldn10/23*) in old vHCs.

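Adhesion and intercellular communication genes had mean levels from 0 to 28.2 CPM in old vHCs, around a median of 0.886 for 15 genes. Itgb1 (chromosome 8, 128685654 to 128733200) was among the most abundant in vHCs as a whole, at 24.2 ± 8.04 (SD, n = 4 libraries) CPM in type I and 44.7 ± 12.4 CPM in type II. Gjb2 (chromosome 14, 57098600 to 57104702) was at 20.7 ± 15.5 CPM in type I and 37.2 ± 20.9 CPM in type II. Cdh15 (chromosome 8, 122847966 to 122867397) was at 24.3 ± 2.76 CPM in type I and 11.9 ± 5.47 CPM in type II. Gja1 (chromosome 10, 56377330 to 56402513) was among the least abundant in vHCs as a whole, at 1 UMI in all in type I and 0 UMIs (a limit of 2.15 CPM) in type II. Cldn10 (chromosome 14, 118787908 to 118875489) was at 0 UMIs (a limit of 0.501 CPM) in type I and 1 UMI in all in type II. Cdh3 (chromosome 8, 106510891 to 106557297) was at 0 UMIs (a limit of 0.501 CPM) in type I and 0 UMIs (a limit of 2.15 CPM) in type II. 13 of the 15 were higher in the other cells of the vestibular libraries than in vHCs, 11 of them over 4-fold.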

To validate some of the observations from our transcriptomic data, we used immunostaining and RNAscope in situ *hy*bridization assays, as well as senescence‐associated‐β‐galactosidase (SA‐β‐gal) activity (pH 6.0) and accumulation of 4‐Hydroxynonenal (4‐HNE) to assess cellular senescence and oxidative stress [44, 45]. We observed an elevated expression of both SA‐β‐gal and 4‐HNE in old vHCs (Figure 4A,B,E). Additionally, RNAscope confirmed the age‐related downregulation of the key proteostasis marker *Hspb1* (Figure 4C,D and Figure S4), which is also implicated in ARHL. These data are consistent with the observed trends in gene expression and the universal pathways identified in our transcriptomic analysis.

**FIGURE 4:**
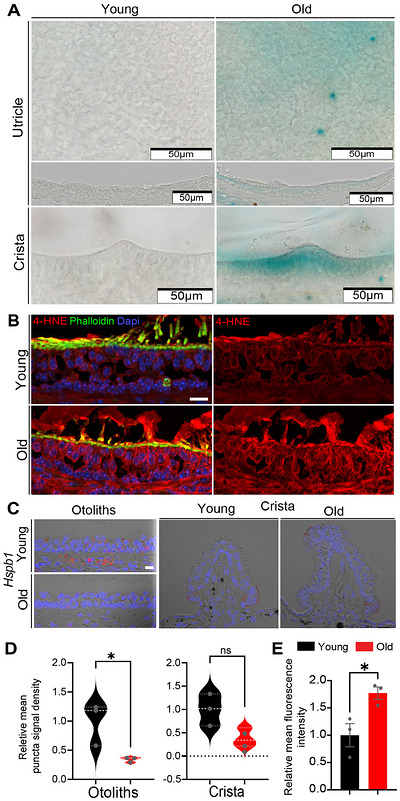
Age‐related changes in expression of markers associated with universal aging hallmarks. (A) Senescence‐associated β‐galactosidase activity (pH 6.0) in young and old vestibular HCs, shown in whole mounts and sections. Scale bar, 20 µm. (B) Immunostaining of 4‐Hydroxynonenal (4‐HNE) in young and old vestibular HCs. Scale bar, 10 µm. (C) RNAscope in situ hybridization (chromogenic red signals) of *Hspb1* (proteostasis) in young and old otolith organs and crista. Scale bar, 10 µm. (D and E) The quantifications of the relative mean puncta density of Hspb1 and the relative mean fluorescence intensity of 4‐HNE. *n* = 3 per age group, data are shown as mean ± SEM, individual data points represent independent biological replicates, *p < 0.05, ns – non‐significant by unpaired Student's *t*‐test.

### 2.3 Transcriptional Profiles Associated With Cell‐Type‐Specific Aging Signatures in vHCs

While all cells exhibit universal hallmarks of aging, each cell type also displays distinct, cell‐type‐specific aging signatures that are often related to its unique morphology and specialized function [16, 47, 48, 49]. We examined cell‐type‐specific molecular profiles associated with aging by computing differentially expressed genes (DEGs) between young and old type I and type II HCs (Figure 5A,B). While many of our top enriched DEGs were linked to universal hallmarks, we primarily focused on DEGs associated with cell‐type‐specific aging signatures. We observed an age‐related downregulation of some key genes related to hair bundle structure and HC function, including, *Espn, Ush1c, Cib2, Kncn, Slc17a8, Tuba1a, Tubb4b, Dynll2, Kif21a, Rsph1, Cfap126, Cfap46, Drc1, Dnaic1, Dctn3, Tekt1, Ttc21a, Ift22, Nme7, Nudcd3, Ccdc30, Morn2 and Atp2b2*, many of which have been implicated in hearing loss and genetic balance disorders [50, 51, 52, 53, 54, 55].

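Hair bundle and HC function genes lay between 71.2 and 2356 CPM in old vHCs, with a median of 307 over the 23 genes named. Espn (chromosome 4, 152120331 to 152152371) was among the most abundant in vHCs as a whole, at 2604 ± 369 (SD, n = 4 libraries) CPM in type I and 1308 ± 210.2 CPM in type II. Atp2b2 (chromosome 6, 113743831 to 114042613) was at 1687 ± 168 CPM in type I and 250.3 ± 69.0 CPM in type II. Tubb4b (chromosome 2, 25222160 to 25224702) was at 676 ± 123 CPM in type I and 692 ± 156 CPM in type II. Ift22 (chromosome 5, 136908150 to 136915404) was among the least abundant in vHCs as a whole, at 122 ± 8.54 CPM in type I and 139 ± 24.7 CPM in type II. Dnaic1 (chromosome 4, 41569775 to 41638158) was at 130.1 ± 28.7 CPM in type I and 79.5 ± 2.095 CPM in type II. Nme7 (chromosome 1, 164304121 to 164437725) was at 79.2 ± 23.65 CPM in type I and 37.7 ± 18.1 CPM in type II.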

**FIGURE 5:**
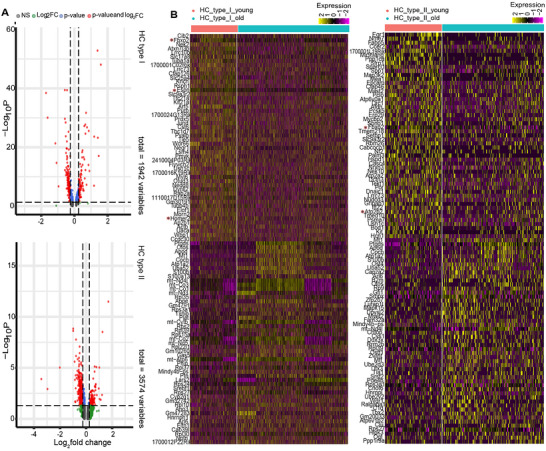
Cell type‐specific aging signatures in vestibular HCs. (A) Volcano plots of young and old type I and II HCs, *p* < 0.05, FCcutoff – 0.25, logFC threshold – 0.1. The x‐axis represents the log2 fold‐change values (avg_log2FC). The y‐axis represents the raw *p*‐values (p_val). Wilcoxon rank‐sum test with Bonferroni correction for false discovery FDR<0.01 was used to analyze DEGs. (B) Heatmaps of young and old type I and II HCs indicating the top 50 DEGs. Rows represent genes, columns represent single cells, with expression levels ranging from high (purple) to low (yellow), *p* < 0.05, FCcutoff – 0.25. Asterisks indicate genes that were validated in Figure 7.

Next, we performed gene ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses to examine the biological relevance of the DEGs. We observed a significant downregulation of GO terms and genes related to i) HC structure and functions, including sensory perception of stimuli, stereocilia bundle, organization, and actin cytoskeleton (*Espn, Ush1c, Pou4f3, Homer2*), ii) proteostasis‐related processes such as regulation of protein ubiquitination, proper protein folding, and refolding (*Fbxo2*), iii) synapses (Figure 6A–C). 

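HC structure and proteostasis genes ranged in old vHCs from 127 to 2464 CPM, and the median of the 5 genes named was 429.6. Fbxo2 (chromosome 4, 148160621 to 148166424) was among the most abundant in vHCs as a whole, at 2561 ± 339.9 (SD, n = 4 libraries) CPM in type I and 2069.8 ± 438 CPM in type II. Pou4f3 (chromosome 18, 42394539 to 42397249) was at 408 ± 65.9 CPM in type I and 518 ± 81.4 CPM in type II. Ush1c (chromosome 7, 46195350 to 46238503) was among the least abundant in vHCs as a whole, at 265 ± 51.8 CPM in type I and 323 ± 43.9 CPM in type II. Homer2 (chromosome 7, 81600481 to 81707527) was at 138 ± 16.6 CPM in type I and 82.4 ± 23.9 CPM in type II.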

Interestingly, we observed the downregulation of genes and GO terms related to kinocilia structure and motility (Figure 6A–C). 

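Kinociliary genes had mean levels from 76.9 to 473 CPM in old vHCs, around a median of 289 for 9 genes. Cfap126 (chromosome 1, 171113918 to 171126967) was among the most abundant in vHCs as a whole, at 522 ± 52.7 (SD, n = 4 libraries) CPM in type I and 268 ± 37.2 CPM in type II. Rsph1 (chromosome 17, 31255019 to 31277383) was at 439 ± 29.6 CPM in type I and 311 ± 34.8 CPM in type II. Ttc21a (chromosome 9, 119937606 to 119967793) was at 379.8 ± 154 CPM in type I and 324 ± 80.7 CPM in type II. Hydin (chromosome 8, 110266977 to 110610253) was among the least abundant in vHCs as a whole, at 115 ± 7.02 CPM in type I and 109 ± 14.6 CPM in type II. Cfap45 (chromosome 1, 172520801 to 172545870) was at 14.2 ± 3.16 CPM in type I and 342 ± 57.9 CPM in type II. Ccdc96 (chromosome 5, 36484588 to 36488172) was at 70.7 ± 7.65 CPM in type I and 100.4 ± 29.6 CPM in type II. Ccdc39 (chromosome 3, 33812362 to 33844310) was at 327 ± 20.9 CPM in type I and 287 ± 40.45 CPM in type II. Ccdc40 (chromosome 11, 119228572 to 119265238) was at 175 ± 30.25 CPM in type I and 133 ± 35.0 CPM in type II.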

The downregulation of many kinociliary genes (Figure 6B,C), such as *Ccdc39, Ccdc40, Ccdc96, Cfap126, Hydin, Rpsh1, Ttll3, Ttc21a*, and *Cafp45, is* associated with ciliopathies [55, 56].

**FIGURE 6:**
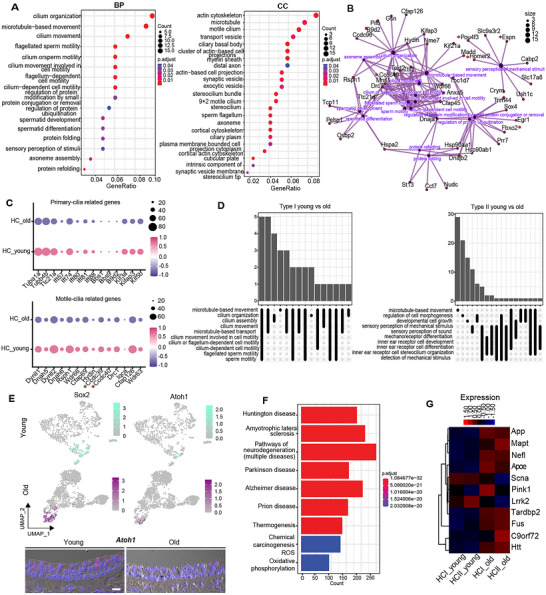
Biological processes associated with old vestibular HCs. (A) GO enrichment analysis of the biological process (BP) (left) and cellular component (CC) (right). The Hypergeometric test with the Benjamini–Hochberg adjustment was used. Pairwise semantic similarity was computed for clustering the GO terms, *p*‐value < 0.05. (B) Circular network (CNET) plot illustrates genes associated with the downregulated biological processes. (C) Dot plots indicate the primary and motile cilia‐related genes associated with kinocilia. The dot size represents the percentage of cells expressing the genes from the HC cluster, whereas the color indicates the expression level. Expression levels are normalized via z‐score normalization. Thus, the average expression is zero, and positive or negative values indicate expression above or below average. Asterisks indicate genes that were validated in Figure 7. (D) GO terms downregulated in type I young vs. old and type II young vs. old, respectively. *p*‐value < 0.05. (E) Feature plots indicating *Sox2* and *Atoh1* expression in the young and old type II HC cluster, and RNAscope in situ hybridization validation of *Atoh1* in young and old vestibular HCs. (F) KEGG pathway analysis of old vestibular HCs. The Hypergeometric test with the Benjamini–Hochberg p adjustment was used, *p*‐value < 0.05. (G) Enrichment of AD, PD, HD, ALS, and dementia susceptibility genes in vestibular HCs.

Previous studies have suggested that type I HCs are more vulnerable to aging than type II HCs [9]. However, we did not observe differential HC loss in our morphological assessments (Figure 1E,F). Consistent with our morphological studies, we did not observe significant differences in universal and cell‐type‐specific aging signatures between the two HC types, except for GO terms associated with mechanoreceptor differentiation and development, which were downregulated in old type II vHCs (Figure 6D). 

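Between old type I and type II HCs, UMIs were summed per library and type and tested with edgeR's quasi-likelihood test over all genes the paper names at the claims analysed here, without the markers of the types. The list thus holds the universal and cell-type-specific hallmarks, but also genes named for neurodegeneration or only in the comparison of cHCs and vHCs. Of its 219 genes with enough counts, 54 had an adjusted p-value under 0.05 over all genes tested, 25 higher in type I and 29 higher in type II HCs, and 59 when adjusted over the list alone. Because both types come from the same libraries, the library can be a block, and with the replicate block the numbers were 81 and 87. With every HC thinned to 1000 UMIs, 121 genes could be tested and 30 passed. Standard errors, here and below, were derived from the log2 fold change and the F statistic of the test. For genes of few UMIs they can understate counting error. Atp2b2 had the largest difference in favour of type I HCs, with a log2 fold change of 2.87 (standard error 0.19, adjusted p = 5.51e-11), followed by Bcl2 at 1.81 (0.19, 9.45e-08) and Ppargc1a at 1.76 (0.36, 0.000685). Cfap45 at -4.60 (0.20, 6.61e-14) and Prkaa2 at -3.95 (0.41, 6.53e-08) were higher in type II HCs. Each of these 5 genes differed in the same direction in all 4 libraries. This contrast is between types at 1 age, while the paper's statement concerns the change with age in each type, for which the young libraries would be needed.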

*Atoh1* is one of the genes associated with these GO terms and was downregulated in the old type II HCs (Figure 6E).

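Sox2 (chromosome 3, 34650405 to 34652461) was at 6.64 ± 2.34 (SD, n = 4 libraries) CPM in type I and 578 ± 35.8 CPM in type II. Atoh1 (chromosome 6, 64729125 to 64731245) was at 3 UMIs in all in type I and 79.7 ± 25.7 CPM in type II. The log2 fold change of Atoh1 between old type I and type II HCs was -6.80 (standard error 0.43, adjusted p = 2.76e-11 from edgeR). With 3 UMIs in type I HCs, this standard error can understate counting error. The p-value is also affected by the types being clusters of the same counts. Atoh1 had a UMI in 22.7% of the 278 old type II HCs, 0.202% of type I HCs and none of 367 macrophage-like cells, which allows a share of up to 0.817%. Thinned to 1000 UMIs per cell, the shares were 7.91% in type II HCs and 0 of 1489 type I HCs, which allows up to 0.201%. Sox2 is one of the markers that name the types, so its difference was not tested.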

ARVD is increasingly recognized as a key player in neurodegenerative diseases and cognitive decline [57, 58]. 

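Neurodegeneration genes ranged in old vHCs from 54.55 to 1229.7 CPM, and the median of the 8 genes named was 186. App (chromosome 16, 84949685 to 85173766) was among the most abundant in vHCs as a whole, at 1369 ± 88.6 (SD, n = 4 libraries) CPM in type I and 649 ± 105 CPM in type II. Nefl (chromosome 14, 68083863 to 68089095) was at 573 ± 72.8 CPM in type I and 514 ± 151 CPM in type II. Mapt (chromosome 11, 104231390 to 104332090) was among the least abundant in vHCs as a whole, at 68.5 ± 14.4 CPM in type I and 140.1 ± 57.7 CPM in type II. Htt (chromosome 5, 34761740 to 34912534) was at 58.7 ± 7.48 CPM in type I and 66.4 ± 8.13 CPM in type II. C9orf72 (chromosome 4, 35191285 to 35226175) was at 41.3 ± 5.84 CPM in type I and 108 ± 26.5 CPM in type II. 2 of the 8 were higher in the other cells of the vestibular libraries than in vHCs, 1 of them over 4-fold.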

Our KEGG pathway analysis of old vHCs revealed significant enrichment of signaling pathways linked to various neurodegenerative diseases, including Alzheimer's (AD), Parkinson's (PD), Huntington's (HD), and amyotrophic lateral sclerosis (ALS), along with an elevated expression of AD/PD (*Apoe, App, Mapt*), HD (*Htt*), ALS, and dementia (*Nefl, Fus, Tardbp, C9orf72*) susceptible genes (Figures 6F,G) [59, 60, 61, 62]. Moreover, our analyses showed downregulation of many genes and processes related to proteostasis. Age‐driven dysregulation of proteostasis and subsequent accumulation of protein aggregates lead to the onset of various diseases, including neurodegenerative diseases [63]. This suggests that neurons and vHCs exhibit some shared aging patterns.

To validate key markers identified from our analyses, we performed RNAscope in situ hybridization. The dot plot illustrates average gene expression of these validated markers in the young and old vHCs (Figure 7A). 

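Shares of old vHCs with a UMI of the genes in Figure 7A are given here with those of macrophage-like cells of the same libraries, in which a UMI measures free RNA (median depths 4052 and 2743 UMIs). Espn had a UMI in 96.9% of vHCs and 8.72% of macrophage-like cells, Fbxo2 in 95.4% and 28.9%, and Atp2b2 in 88.2% and 3.81%. For Pou4f3 the shares were 72.6% and 1.63%, for Tmc1 71.2% and 1.36%, for Ccdc39 64.7% and 2.18%, for Ccdc40 41.7% and 0.817%, and for Homer2 35.0% and 0.817%. Thinned to 1000 UMIs per cell, Espn was seen in 86.6% of vHCs and 3.81% of macrophage-like cells, Fbxo2 in 83.8% and 16.3%, and Homer2 in 10.6% of vHCs and 0 of 367 macrophage-like cells, which allows a share of up to 0.817%.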

Representative RNAscope images of gene expressions in young and old utricles and cristae, along with quantifications, demonstrate an age‐related downregulation of these key genes (Figure 7B,C and Figure S4). Furthermore, we examined the expression of ESPN, CCDC39, and CCDC40 using immunostaining. ESPN is a multifunctional actin‐bundling protein essential for stabilizing parallel actin bundles in the stereocilia [51], while CCDC39 and CCDC40 are the molecular rulers that organize the axonemal structure in the 96‐nm repeating interactome in kinocilia and are required for ciliary motility [39]. We observed a significant age‐related downregulation of these proteins (Figure 7D), aligning with the trend observed in transcriptomic findings and the functional decline of mechanotransduction.

**FIGURE 7:**
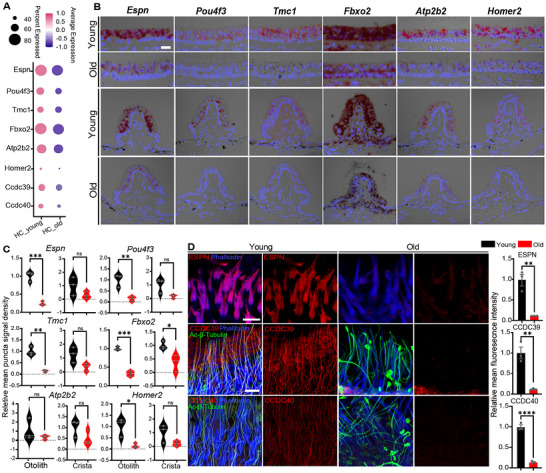
Age‐related changes in expression of cell‐type‐specific markers. (A) Dot plot shows the average gene expression levels of markers identified in DEG and GO analyses. (B) RNAscope in situ hybridization (chromogenic red signals) of key HC genes identified from DEG and GO analysis in young and old otolith organs and crista. Scale bar, 10 µm. (C) Quantifications of RNAscope in situ hybridization from otolith organs and crista (*n* = 3 per age group). (D) Representative images depicting age‐related reduction in stereocilia‐related (ESPN) and kinocilia‐related (CCDC39, CCDC40) markers (red) and quantifications of relative mean fluorescence intensity (*n* = 3 per age group). Scale bar, 10 µm. Data are shown as mean ± SEM, individual data points represent independent biological replicates, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by unpaired Student's *t*‐test.

### 2.4 Comparison of Aging Signatures Between vHCs and cHCs

The cochlea and vestibular system exhibit a differential pace of aging [9, 29, 64]. We measured auditory brainstem response (ABR), distortion product otoacoustic emissions (DPOAE), and endocochlear potential to assess auditory functional decline in our animal cohorts in addition to VsEP (Figure S5A–C). Consistent with previous studies [14, 23], we observed a significant elevation in ABR and DPOAE thresholds in old mice. However, unlike gerbils and some mouse strains, in which endocochlear potential magnitude decreases with age [25], we did not observe a reduction in endocochlear potential magnitude in our old mice. Next, we assessed the age‐related morphological changes in the cochlea. The cochlea contains inner and outer HCs (IHCs and OHCs), which are tonotopically organized along its length. Consistent with previous studies [17], we observed significant loss of cHCs, especially OHCs in the apical and basal regions (Figure S5D), together with age‐related hypertrophy and atrophy (Figure S5E).

Since aging signatures associated with universal and IHC‐ and OHC‐specific processes have been previously examined [17, 47], we focused on age‐related transcriptional differences between cHCs and vHCs. We identified 983 young and 149 old cHCs based on known marker genes (Figure S6) [65]. 

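From the old cochlear libraries 150 HCs were called here, 70 IHCs and 80 OHCs, against the 149 cHCs that the paper reports. Replicates 1, 3, 4 and 5 supplied 27, 78, 14 and 31 of them, or 4.73%, 1.54%, 2.01% and 3.31% of their cells. A subcluster of 79 cells with HC markers and genes of another cluster was set aside after the clusters had been seen; it held 48.1%, 29.1%, 39.1% and 29.55% of the cells with HC markers in these replicates. Otof had a UMI in 93.7% of these cells and Slc17a8 in 87.3%, both of them markers of IHCs. Replicate 1 has no named IHC, while 25 of its cells are in that subcluster and become IHCs where it is kept. The number of cHCs moved most with a minimum of 500 UMIs per cell, to 298, and with a limit of 10% mitochondrial UMIs, to 60.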

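Old cHCs and old vHCs were compared by summing the UMIs of the HCs of each library, 4 cochlear against 4 vestibular, and testing the sums with edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment and a threshold of 0.05. The sums held 732388 UMIs in cHCs and 7379777 in vHCs. Of the 1767 vHCs, 1489 were type I, and the types were not set against cHCs apart. A difference between the organs can therefore belong to a single vestibular type. Of 7700 genes tested, 2076 passed, 835 higher in cHCs and 1241 higher in vHCs. The count was 3438 with a minimum of 500 UMIs per cell and 1607 without cochlea replicate 3. This is a contrast between organs at 1 age; the paper's comparison is of the changes with age in each organ.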

We examined the organ‐level linear correlation of age‐related global transcriptomic changes in the cochlea and the vestibular system, and observed a weak positive correlation, indicating partially shared aging programs in the two organs. Next, we assessed the cell types driving these differences and found that HCs, immune cells, neural and glial cells primarily contribute to the organ‐specific differences (Figure S7A). We further evaluated the linear correlation between cHCs and vHCs and observed no significant correlation between the two HC types (Figure 8A and Figure S7B). Finally, we compared changes in gene expression patterns and identified both shared and unique gene sets (color‐coded) associated with universal and cell‐type‐specific hallmarks in cHCs and vHCs (Figure 8B–D). 

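The paper's 8 lists of Figure 8, tested as sets between old cHCs and old vHCs with limma's camera, gave no list past the threshold after Benjamini-Hochberg adjustment over the 8, while 2 lists had an unadjusted p under 0.05. Proteostasis (181 genes tested, median log2 fold change 0.025) and Autophagy (331 genes, -0.005) had the lowest adjusted p, 0.0857 each, beside a median of -0.20 over all genes on the same log scale. With an estimated correlation Autophagy passed (adjusted p = 0.0268). Under fry, which asks whether a list moves at all and not whether it moves more than other genes, 4 lists passed, all lower in cHCs.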

The results are presented in detail in Table S2, while key biological insights are summarized below.

**FIGURE 8:**
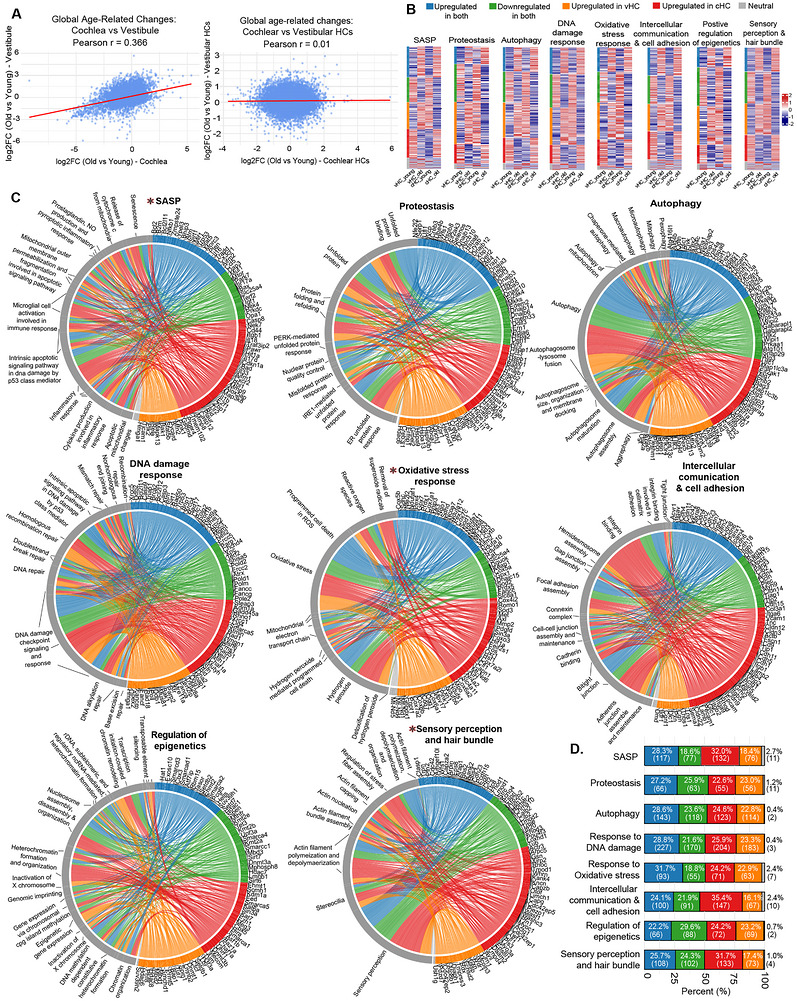
Age‐related transcriptomic changes in cochlear and vestibular HCs. (A) Scatter plots showing organ‐level linear correlation of age‐related global transcriptomic changes in the cochlea and the vestibular system (left) and global transcriptomic changes in vHCs and cHCs (right). Each dot indicates a gene plotted by log2 fold change (old vs young) in the cochlea/cHCs (x‐axis) versus vestibule/vHCs (y‐axis). The red line shows the linear regression fit. (B) Complex heatmap indicating log2‐transformed pseudobulk expression of genes associated with the indicated pathways across young and old vHCs and cHCs. Expression values were z‐score normalized per gene to highlight relative changes across groups. Color annotation reflects the shared and distinct gene sets in vHCs and cHCs. This color annotation applies to Figures B–D. Scale bar indicates expression level from high (red) to low (blue). (C) Circos chord diagrams indicating age‐related transcriptional responses of cHCs and vHCs, highlighting links between genes and Gene Ontology processes in each aging pathway. Asterisks indicate pathways that were validated in Figure S8. (D) Stacked bar plots indicating the number and percentage of genes shown in the circos chord diagrams.

#### 2.4.1 Shared and Unique Genes Associated With Universal Hallmarks Between cHCs and vHCs

We observed shared upregulation of genes associated with p53‐mediated DNA damage response (*Trp53, Atm*), mitochondrial outer membrane permeabilization priming for intrinsic apoptosis (*Bok, Bbc3, Casp9*), SASP‐mediated inflammaging (*Nfkb1, B2m, Il16, Ccl5, Cxcl12*), and other core SASP regulators (*Suv39h1, Zfp277, Ypel3*), indicating persistent genotoxic stress and senescence in both cHCs and vHCs [66, 67, 68, 69]. 

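p53, apoptosis and SASP genes had mean levels from 0.138 to 447 CPM in old vHCs, around a median of 8.78 for 13 genes. Ypel3 (chromosome 7, 126776955 to 126780514) was among the most abundant in vHCs, at 435 ± 104 (SD, n = 4 libraries) CPM in cHCs and 447 ± 84.4 CPM in vHCs. Zfp277 (chromosome 12, 40315046 to 40445902) was at 37.9 ± 17.9 CPM in cHCs and 44.1 ± 9.21 CPM in vHCs. B2m (chromosome 2, 122147686 to 122153083) was at 352 ± 678 CPM in cHCs and 32.5 ± 10.8 CPM in vHCs. Cxcl12 (chromosome 6, 117168535 to 117181367) was among the least abundant in vHCs, at 3 UMIs in all in cHCs and 3.01 ± 2.73 CPM in vHCs. Il16 (chromosome 7, 83642825 to 83745726) was at 0 UMIs (a limit of 4.10 CPM) in cHCs and 1.60 ± 1.20 CPM in vHCs. Ccl5 (chromosome 11, 83525778 to 83530518) was at 0 UMIs (a limit of 4.10 CPM) in cHCs and 2 UMIs in all in vHCs. Bok (chromosome 1, 93685660 to 93695764) was at 3 UMIs in all in cHCs and 26.15 ± 7.215 CPM in vHCs. B2m in cHCs was at 13.3 CPM without replicate 1 and Cxcl12 in vHCs was at 1.81 CPM without replicate 3. Of the 13 genes, 5 had enough counts to be tested between old cHCs and old vHCs, and 2 passed the threshold, 1 higher in cHCs and 1 higher in vHCs. B2m was higher in cHCs, with a log2 fold change of 3.13 (standard error 0.94, adjusted p = 0.0185 from edgeR's quasi-likelihood test). For B2m, leaving out cochlea replicate 1 gave a log2 fold change of -1.17 and an adjusted p of 0.0991. The sign of B2m turned under 8 other settings, at -1.37 (libraries integrated with RPCA), -1.30 (minimum of 500 UMIs), -1.37 (minimum of 2000 UMIs), -1.84 (Scrublet doublets removed), -0.97 (marker rule per cell), -1.35 (replicates 1 and 2 counted as 2 libraries), -1.85 (highest Scrublet scores removed) and -1.20 (libraries of the later version of the read counter alone). Bok was higher in vHCs, with a log2 fold change of -2.52 (standard error 0.69, adjusted p = 0.0109 from edgeR's quasi-likelihood test), and with 3 UMIs against 182 the pooled ratio was 6.02 (95% exact interval 2.03 to 29.5). For Bok, leaving out cochlea replicate 3 gave a log2 fold change of -2.02 and an adjusted p of 0.138. 7 of the 13 were higher in the other cells of the vestibular libraries than in vHCs, 5 of them over 4-fold.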

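Checkpoint, telomere and pro-survival genes had a median level of 31.0 CPM in old vHCs over the 7 genes named. Nek4 (chromosome 14, 30951377 to 30988821) was among the most abundant in vHCs, at 23.7 ± 6.16 (SD, n = 4 libraries) CPM in cHCs and 44.6 ± 3.78 CPM in vHCs. Sirt1 (chromosome 10, 63319005 to 63381704) was at 28.0 ± 6.07 CPM in cHCs and 33.0 ± 5.03 CPM in vHCs. Prkdc (chromosome 16, 15637866 to 15842235) was among the least abundant in vHCs, at 25.2 ± 9.27 CPM in cHCs and 11.9 ± 3.75 CPM in vHCs. Sirt6 (chromosome 10, 81621785 to 81627797) was at 5.16 ± 6.16 CPM in cHCs and 4.78 ± 1.69 CPM in vHCs. Bcl2l12 (chromosome 7, 44991222 to 44998712) was at 9.26 ± 10.8 CPM in cHCs and 2.66 ± 0.843 CPM in vHCs. Terf2 (chromosome 8, 107069400 to 107096547) was at 9.925 ± 7.94 CPM in cHCs and 31.0 ± 3.25 CPM in vHCs. Sirt6 in cHCs was at 2.82 CPM without replicate 3 and Bcl2l12 in cHCs was at 5.63 CPM without replicate 1. Of the 7 genes, 5 had enough counts to be tested between old cHCs and old vHCs, and 1 passed the threshold, 0 higher in cHCs and 1 higher in vHCs. Terf2 was higher in vHCs, with a log2 fold change of -1.43 (standard error 0.45, adjusted p = 0.0244 from edgeR's quasi-likelihood test). For Terf2, leaving out cochlea replicate 3 gave a log2 fold change of -1.72 and an adjusted p of 0.0956. 2 of the 7 were higher in the other cells of the vestibular libraries than in vHCs, none over 4-fold.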

Shared downregulated genes included checkpoint regulators (*Nek4, Prkdc*), telomere‐protective factors (*Sirt6, Terf2*), antioxidant response, and mitochondrial dynamics, indicating impaired genome stability, telomere attrition, diminished ROS detoxification, and capacity to clear dysfunctional mitochondria, along with a compensatory increase in pro‐survival genes (Sirt1, Bcl2l12, Akt3) [69, 70]. In contrast to vHCs, the major difference observed in old cHCs is the strong induction of genes related to SASP‐inflammatory mediators, inflammasome activation, immune cell activation, surveillance, and pyroptosis, consistent with cochlear inflammaging implicated in ARHL [71].

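ETC and antioxidant genes ranged in old vHCs from 0.794 to 6674 CPM, and the median of the 8 genes named was 119.7. mt-Co3 (mitochondrial genome, 8607 to 9390) was among the most abundant in vHCs, at 11192 ± 4822 (SD, n = 4 libraries) CPM in cHCs and 6674 ± 3012 CPM in vHCs. mt-Nd3 (mitochondrial genome, 9459 to 9806) was at 1873 ± 1075 CPM in cHCs and 1044 ± 711 CPM in vHCs. Prdx1 (chromosome 4, 116685544 to 116700822) was at 348 ± 92.8 CPM in cHCs and 307 ± 40.3 CPM in vHCs. Nfe2l2 (chromosome 2, 75675513 to 75704641) was among the least abundant in vHCs, at 67.5 ± 29.0 CPM in cHCs and 20.5 ± 3.71 CPM in vHCs. Cox7a1 (chromosome 7, 30184144 to 30186078) was at 13.9 ± 4.735 CPM in cHCs and 7.52 ± 2.68 CPM in vHCs. Gpx7 (chromosome 4, 108400390 to 108406961) was at 0 UMIs (a limit of 4.10 CPM) in cHCs and 0.794 ± 0.323 CPM in vHCs. Of the 8 genes, 6 had enough counts to be tested between old cHCs and old vHCs, and 1 passed the threshold, 1 higher in cHCs and 0 higher in vHCs. Nfe2l2 was higher in cHCs, with a log2 fold change of 1.59 (standard error 0.31, adjusted p = 0.000807 from edgeR's quasi-likelihood test). 5 of the 8 were higher in the other cells of the vestibular libraries than in vHCs, 2 of them over 4-fold.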

We observed a broad upregulation of genes related to ETC components (Mt‐Nd3, *Mt‐Co3*, *Cox7a1*), stress sensing, and antioxidant defenses (Sod1, Prdx1, Glrx, Gpx7, Nfe2l2). Despite this compensatory upregulation, several key genes involved in ROS detoxification (*Cat, Sod2, Gpx1, Nqo1*), ETC genes (*Ndufa8, Ndufv1, Cox5a*), and mtDNA maintenance (*Dguok*) were downregulated in both cHCs and vHCs. 

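ROS detoxification and mtDNA maintenance genes had mean levels from 0.634 to 458 CPM in old vHCs, around a median of 74.6 for 8 genes. Cox5a (chromosome 9, 57521274 to 57532426) was among the most abundant in vHCs, at 574 ± 152 (SD, n = 4 libraries) CPM in cHCs and 458 ± 62.4 CPM in vHCs. Sod2 (chromosome 17, 13006846 to 13040063) was at 119 ± 27.2 CPM in cHCs and 136 ± 4.34 CPM in vHCs. Ndufa8 (chromosome 2, 36036326 to 36049406) was at 258 ± 46.7 CPM in cHCs and 127 ± 19.8 CPM in vHCs. Dguok (chromosome 6, 83480217 to 83506969) was among the least abundant in vHCs, at 57.8 ± 18.2 CPM in cHCs and 62.9 ± 8.74 CPM in vHCs. Cat (chromosome 2, 103453849 to 103485160) was at 10.7 ± 10.7 CPM in cHCs and 11.5 ± 3.52 CPM in vHCs. Nqo1 (chromosome 8, 107388225 to 107403206) was at 0 UMIs (a limit of 4.10 CPM) in cHCs and 0.634 ± 0.516 CPM in vHCs. Cat in cHCs was at 5.80 CPM without replicate 5. Of the 8 genes, 6 had enough counts to be tested between old cHCs and old vHCs, and 1 passed the threshold, 1 higher in cHCs and 0 higher in vHCs. Ndufa8 was higher in cHCs, with a log2 fold change of 0.99 (standard error 0.21, adjusted p = 0.00162 from edgeR's quasi-likelihood test). 3 of the 8 were higher in the other cells of the vestibular libraries than in vHCs, 2 of them over 4-fold.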

Declines in ETC function and mtDNA maintenance have been reported in the aging cochlea and in ARHL. These gene signatures suggest impaired ROS clearance and progressive dysregulation of mitochondrial function, priming for intrinsic apoptosis [72, 73]. We noted that cHCs were enriched for extracellular ROS detoxification genes (*Sod3, Oxr1*), stress‐responsive transcription factors (*Foxo3, Sin3a)*, hypoxia‐inducible factor *Hif1a*, and hypoxia‐adaptive ETC subunits (*Cox4i2, Cox7a2l*), indicating chronic intracellular and extracellular ROS exposure, and microvascular stress [74, 75]. In contrast, vHCs were enriched in critical players of ETC, mtDNA copy number and integrity (*Mpv17*, *Pnpt1, Ogg1*), and redox homeostasis (*Txn1, G6pdx*), suggesting enhanced efforts to maintain ETC efficiency, preserve mtDNA integrity, and increase resistance to ROS in vHCs [76, 77].

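Extracellular ROS and hypoxia genes lay between 0.814 and 195 CPM in old vHCs, with a median of 27.5 over the 7 genes named. Cox7a2l (chromosome 17, 83501918 to 83517330) was among the most abundant in vHCs, at 139 ± 46.5 (SD, n = 4 libraries) CPM in cHCs and 195 ± 41.1 CPM in vHCs. Hif1a (chromosome 12, 73901375 to 73947530) was at 77.0 ± 40.6 CPM in cHCs and 191 ± 23.25 CPM in vHCs. Oxr1 (chromosome 15, 41447482 to 41861048) was at 81.3 ± 48.6 CPM in cHCs and 119 ± 8.13 CPM in vHCs. Foxo3 (chromosome 10, 42181841 to 42276755) was among the least abundant in vHCs, at 27.75 ± 21.85 CPM in cHCs and 15.05 ± 2.62 CPM in vHCs. Sod3 (chromosome 5, 52363791 to 52371418) was at 1 UMI in all in cHCs and 1.41 ± 1.33 CPM in vHCs. Cox4i2 (chromosome 2, 152754173 to 152765037) was at 2.44 ± 4.88 CPM in cHCs and 0.814 ± 0.9615 CPM in vHCs. Foxo3 in cHCs was at 16.9 CPM without replicate 1, Sod3 in vHCs was at 0.870 CPM without replicate 3, Cox4i2 in cHCs was at 0 CPM without replicate 3 and Cox4i2 in vHCs was at 0.460 CPM without replicate 4. Of the 7 genes, 5 had enough counts to be tested between old cHCs and old vHCs, and 1 passed the threshold, 0 higher in cHCs and 1 higher in vHCs. Hif1a was higher in vHCs, with a log2 fold change of -1.14 (standard error 0.28, adjusted p = 0.00503 from edgeR's quasi-likelihood test). 3 of the 7 were higher in the other cells of the vestibular libraries than in vHCs, 2 of them over 4-fold.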

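mtDNA integrity and redox genes ranged in old vHCs from 6.93 to 221 CPM, and the median of the 5 genes named was 17.3. Txn1 (chromosome 4, 57943373 to 57956411) was among the most abundant in vHCs, at 452 ± 87.8 (SD, n = 4 libraries) CPM in cHCs and 221 ± 41.1 CPM in vHCs. Mpv17 (chromosome 5, 31140654 to 31154251) was at 26.9 ± 12.1 CPM in cHCs and 29.4 ± 6.59 CPM in vHCs. Pnpt1 (chromosome 11, 29130744 to 29161828) was at 14.15 ± 10.85 CPM in cHCs and 17.3 ± 4.51 CPM in vHCs. G6pdx (chromosome X, 74409483 to 74429194) was among the least abundant in vHCs, at 23.25 ± 18.2 CPM in cHCs and 11.1 ± 4.555 CPM in vHCs. Ogg1 (chromosome 6, 113326972 to 113335068) was at 2 UMIs in all in cHCs and 6.93 ± 1.83 CPM in vHCs. Of the 5 genes, 4 had enough counts to be tested between old cHCs and old vHCs, and 2 passed the threshold, 2 higher in cHCs and 0 higher in vHCs. Txn1 was higher in cHCs, with a log2 fold change of 1.06 (standard error 0.23, adjusted p = 0.00193 from edgeR's quasi-likelihood test). G6pdx was higher in cHCs, with a log2 fold change of 1.43 (standard error 0.49, adjusted p = 0.0381 from edgeR's quasi-likelihood test). For G6pdx, leaving out cochlea replicate 3 gave a log2 fold change of 1.04 and an adjusted p of 0.397. 3 of the 5 were higher in the other cells of the vestibular libraries than in vHCs, none over 4-fold.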

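Core autophagy and mitophagy genes had a median level of 41.1 CPM in old vHCs over the 9 genes named. Hspa8 (chromosome 9, 40800984 to 40810087) was among the most abundant in vHCs, at 1124 ± 185 (SD, n = 4 libraries) CPM in cHCs and 1126 ± 216 CPM in vHCs. Bnip3 (chromosome 7, 138890836 to 138909519) was at 74.1 ± 21.45 CPM in cHCs and 113 ± 17.4 CPM in vHCs. Ubqln1 (chromosome 13, 58176156 to 58215653) was at 113 ± 16.5 CPM in cHCs and 87.1 ± 9.265 CPM in vHCs. Atg16l1 (chromosome 1, 87755870 to 87792428) was among the least abundant in vHCs, at 17.1 ± 5.49 CPM in cHCs and 21.2 ± 6.64 CPM in vHCs. Pex10 (chromosome 4, 155067016 to 155072433) was at 15.3 ± 4.46 CPM in cHCs and 12.2 ± 2.86 CPM in vHCs. None of the 7 tested genes passed the threshold between old cHCs and old vHCs. 2 of the 9 were higher in the other cells of the vestibular libraries than in vHCs, none over 4-fold.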

Genes related to core autophagy machinery (*Atg16l1*), autolysosome formation, lysosomal repair and biogenesis, pexophagy (*Pex2/10*), and aggrephagy (*Hspa8, Ubqln1/2*), mitophagy (*Bnip3, Prkn, Nipsnap2*) were upregulated in both cHCs and vHCs. However, we also noted the upregulation of *Zkscan3*, an energy‐sensitive master transcriptional repressor of autophagy genes, and downregulation of many genes that are involved in key steps of energy sensing (*Prkaa1*/*2*), autophagy initiation (*Atg101, Ulk2)*, membrane nucleation, phagophore formation and expansion, autophagosome formation and maturation (*Atg3, Gabarapl1/2*), and autolysosome formation. These findings suggest diminished energy sensing and dysregulation of autophagy in both HC types with aging, despite the increased effort to induce autophagy [78, 79, 80, 81]. In contrast to vHCs, cHCs show a unique upregulation of the master transcriptional activator of autophagy and lysosomal genes (*Tfeb*), and genes related to stress‐induced upstream activators of autophagy, such as hypoxia‐mediated, inflammation‐mediated, oxidative stress‐mediated, metabolic stress‐mediated, and integrated stress response‐mediated autophagy, indicating a potential stress‐adaptive hyperactivation due to chronic stress in cHCs. Moreover, we observed upregulation of genes involved in autophagic cell death (*Dapk1*) in cHCs [82].

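Energy sensing and autophagosome genes lay between 8.87 and 537 CPM in old vHCs, with a median of 44.5 over the 8 genes named. Gabarapl2 (chromosome 8, 111940703 to 111953612) was among the most abundant in vHCs, at 512 ± 148 (SD, n = 4 libraries) CPM in cHCs and 537 ± 27.0 CPM in vHCs. Gabarapl1 (chromosome 6, 129533160 to 129542346) was at 183 ± 106 CPM in cHCs and 153 ± 20.9 CPM in vHCs. Ulk2 (chromosome 11, 61775649 to 61855073) was at 90.6 ± 38.2 CPM in cHCs and 115 ± 21.7 CPM in vHCs. Atg101 (chromosome 15, 101284272 to 101290945) was among the least abundant in vHCs, at 34.0 ± 13.0 CPM in cHCs and 31.0 ± 6.30 CPM in vHCs. Prkaa1 (chromosome 15, 5143861 to 5181899) was at 13.3 ± 8.89 CPM in cHCs and 8.96 ± 2.49 CPM in vHCs. Prkaa2 (chromosome 4, 105029874 to 105109890) was at 37.7 ± 15.6 CPM in cHCs and 8.87 ± 2.58 CPM in vHCs. Zkscan3 (chromosome 13, 21387003 to 21402755) was at 112 ± 39.8 CPM in cHCs and 44.7 ± 8.425 CPM in vHCs. Atg3 (chromosome 16, 45158785 to 45188538) was at 79.5 ± 19.6 CPM in cHCs and 44.2 ± 2.94 CPM in vHCs. Of the 8 genes, 7 had enough counts to be tested between old cHCs and old vHCs, and 3 passed the threshold, 3 higher in cHCs and 0 higher in vHCs. Prkaa2 was higher in cHCs, with a log2 fold change of 1.81 (standard error 0.42, adjusted p = 0.00349 from edgeR's quasi-likelihood test). By library, Prkaa2 was at 25.01 to 48.85 CPM in type II HCs, near its level in cHCs. In type I HCs it was at most 4.55 CPM, so the difference is one from type I HCs. Zkscan3 was higher in cHCs, with a log2 fold change of 1.28 (standard error 0.26, adjusted p = 0.00107 from edgeR's quasi-likelihood test). Atg3 was higher in cHCs, with a log2 fold change of 0.83 (standard error 0.24, adjusted p = 0.015 from edgeR's quasi-likelihood test). For Atg3, leaving out cochlea replicate 3 gave a log2 fold change of 0.90 and an adjusted p of 0.0589. 3 of the 8 were higher in the other cells of the vestibular libraries than in vHCs, none over 4-fold.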

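Tfeb (chromosome 17, 47737030 to 47792419) was at 3 UMIs in all in cHCs and 1.78 ± 1.06 CPM in vHCs. Tfeb was 5.485-fold higher in the other cells of the vestibular libraries than in vHCs.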

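Dapk1 (chromosome 13, 60601947 to 60763191) was at 3 UMIs in all in cHCs and 57.2 ± 3.23 CPM in vHCs. Dapk1 was higher in vHCs, with a log2 fold change of -3.69 (standard error 0.59, adjusted p = 0.000139 from edgeR's quasi-likelihood test), and with 3 UMIs against 417 the pooled ratio was 13.8 (95% exact interval 4.69 to 67.2).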

Both cHCs and vHCs exhibit increased expression of genes associated with heat shock factors/co‐chaperones (*Dnajb12, Hspa8/b8*), ER‐mediated unfolded‐protein response (UPR) (*Eif2ak3, Atf4/6b, Xbp1*), and ER‐associated degradation (ERAD) factors (*Selenos*, *Derl2/3, Edem1*), mitochondrial proteostasis, and ubiquitin‐proteasome system. This was accompanied by downregulation of key ER/mitochondrial molecular chaperones (*Hspa5, Hspd1, Dnajb6)*, ER‐UPR (*Ern1, Hspa5, Ddit3*), and ubiquitin‐proteasome system. 

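Heat shock, UPR and ERAD genes lay between 2.11 and 1126 CPM in old vHCs, with a median of 24.1 over the 11 genes named. Selenos (chromosome 7, 66079649 to 66089405) was among the most abundant in vHCs, at 886 ± 622 (SD, n = 4 libraries) CPM in cHCs and 144 ± 10.8 CPM in vHCs. Xbp1 (chromosome 11, 5520659 to 5525893) was at 174 ± 83.45 CPM in cHCs and 129 ± 29.0 CPM in vHCs. Hspb8 (chromosome 5, 116408491 to 116422864) was among the least abundant in vHCs, at 0 UMIs (a limit of 4.10 CPM) in cHCs and 4.58 ± 2.40 CPM in vHCs. Edem1 (chromosome 6, 108828641 to 108859356) was at 8.16 ± 14.7 CPM in cHCs and 2.48 ± 1.70 CPM in vHCs. Derl3 (chromosome 10, 75893413 to 75895941) was at 1 UMI in all in cHCs and 2.11 ± 1.50 CPM in vHCs. Atf6b (chromosome 17, 34647146 to 34655074) was at 48.3 ± 12.35 CPM in cHCs and 19.6 ± 4.43 CPM in vHCs. Edem1 in cHCs was at 0.814 CPM without replicate 1. Of the 11 genes, 7 had enough counts to be tested between old cHCs and old vHCs, and 2 passed the threshold, 2 higher in cHCs and 0 higher in vHCs. Selenos was higher in cHCs, with a log2 fold change of 2.66 (standard error 0.44, adjusted p = 0.000189 from edgeR's quasi-likelihood test). Atf6b was higher in cHCs, with a log2 fold change of 1.25 (standard error 0.33, adjusted p = 0.00837 from edgeR's quasi-likelihood test). For Atf6b, leaving out cochlea replicate 3 gave a log2 fold change of 1.27 and an adjusted p of 0.0655. 7 of the 11 were higher in the other cells of the vestibular libraries than in vHCs, 2 of them over 4-fold.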

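ER and mitochondrial chaperone genes ranged in old vHCs from 3.78 to 409 CPM, and the median of the 5 genes named was 213. Hspa5 (chromosome 2, 34771970 to 34777547) was among the most abundant in vHCs, at 589 ± 95.0 (SD, n = 4 libraries) CPM in cHCs and 409 ± 60.9 CPM in vHCs. Dnajb6 (chromosome 5, 29735688 to 29818134) was at 420.3 ± 41.3 CPM in cHCs and 338 ± 20.2 CPM in vHCs. Hspd1 (chromosome 1, 55077835 to 55088243) was at 149.16 ± 18.0 CPM in cHCs and 213 ± 34.8 CPM in vHCs. Ddit3 (chromosome 10, 127290774 to 127296288) was among the least abundant in vHCs, at 32.0 ± 17 CPM in cHCs and 33.6 ± 8.94 CPM in vHCs. Ern1 (chromosome 11, 106394650 to 106487852) was at 17.1 ± 3.51 CPM in cHCs and 3.78 ± 1.12 CPM in vHCs. None of the 4 tested genes passed the threshold between old cHCs and old vHCs. 2 of the 5 were higher in the other cells of the vestibular libraries than in vHCs, none over 4-fold.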

Although not tightly regulated, these gene signatures suggest ER stress, chronic ER‐UPR activation (ATF6‐mediated, IRE1‐mediated, PERK‐mediated), and mitochondrial‐UPR activation, indicating increased proteotoxic stress. Previous studies have reported that ER‐stress and UPR dysregulation are associated with apoptosis, necroptosis, chronic inflammation, connexin degeneration linked to sensorineural hearing loss, and ARHL [83, 84, 85]. 

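Heat-shock chaperone and ER stress genes had mean levels from 0.276 to 2696 CPM in old vHCs, around a median of 33.6 for 12 genes. Hsp90aa1 (chromosome 12, 110690605 to 110702728) was among the most abundant in vHCs, at 2962 ± 581 (SD, n = 4 libraries) CPM in cHCs and 2696 ± 308 CPM in vHCs. Hsp90ab1 (chromosome 17, 45567775 to 45573271) was at 1484 ± 265 CPM in cHCs and 2463 ± 208 CPM in vHCs. Cct2 (chromosome 10, 117051001 to 117063814) was at 173 ± 21.6 CPM in cHCs and 167 ± 16.8 CPM in vHCs. Hspb1 (chromosome 5, 135887919 to 135889563) was among the least abundant in vHCs, at 11.9 ± 19.2 CPM in cHCs and 3.17 ± 2.90 CPM in vHCs. Creb3l4 (chromosome 3, 90237500 to 90243512) was at 0 UMIs (a limit of 4.10 CPM) in cHCs and 1.18 ± 0.381 CPM in vHCs. Casp12 (chromosome 9, 5345430 to 5373032) was at 0 UMIs (a limit of 4.10 CPM) in cHCs and 0.276 ± 0.5515 CPM in vHCs. Hspb1 in cHCs was at 2.44 CPM without replicate 1, Hspb1 in vHCs was at 1.75 CPM without replicate 3 and Casp12 in vHCs was at 0 CPM without replicate 3. Of the 12 genes, 8 had enough counts to be tested between old cHCs and old vHCs, and 1 passed the threshold, 0 higher in cHCs and 1 higher in vHCs. Hsp90ab1 was higher in vHCs, with a log2 fold change of -0.70 (standard error 0.24, adjusted p = 0.0389 from edgeR's quasi-likelihood test). For Hsp90ab1, leaving out cochlea replicate 5 gave a log2 fold change of -0.56 and an adjusted p of 0.159. 4 of the 12 were higher in the other cells of the vestibular libraries than in vHCs, 2 of them over 4-fold.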

While shared gene signatures indicate dysregulation of proteostasis in both HC types, we observed a unique upregulation of several genes related to heat‐shock chaperones (*Hsf1, Hspb1, Hsp90aa1/ab1*), co‐chaperones/aggrephagy receptors (*Dnajb1, Bag3, Cct2/3*), mitochondrial proteostasis (*Clpx*), and ER stress/apoptosis regulators (*Casp12, Daxx, Creb3l4*) in cHCs. *Bag3*, along with *Hspa/Hspb* family, is involved in chaperone‐assisted selective autophagy (CASA) complex formation, while CCTs are involved in the t‐complex polypeptide 1 ring complex (TRiC) formation, which recognizes mechanically damaged actin and tubulin for degradation [86]. Upregulation of *Daxx* and *Casp12* indicates heightened ER‐stress‐linked cell death [87]. Overall, these gene signatures indicate a high burden of unfolded/misfolded proteins in cHCs despite the increase in compensatory mechanisms, while also priming the cells for ER stress‐induced apoptosis.

We observed a broad concurrent upregulation and downregulation of genes related to DNA damage response (DDR) activation and various repair mechanisms encompassing homologous recombination, non‐homologous end joining, nucleotide‐excision repair, base‐excision repair, mismatch repair, telomere stability, and replication stress. Overall, these gene signatures suggest that both cHCs and vHCs experience heavy genotoxic stress, characterized by increased checkpoint signaling, replication fork failure, increased double‐stranded breaks, transcription‐stalling lesions, oxidative and alkylation damage, etc. These changes align well with the observed increased oxidative stress and mitochondrial dysfunction, which is known to accumulate nuclear and mitochondrial DNA damage, activating DDR, promoting HC senescence and apoptosis implicated in ARHL [45].

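Heterochromatin genes lay between 13.6 and 65.3 CPM in old vHCs, with a median of 48.9 over the 3 genes named. Smarcad1 (chromosome 6, 65042583 to 65116061) was among the most abundant in vHCs, at 50.4 ± 14.5 (SD, n = 4 libraries) CPM in cHCs and 65.3 ± 7.57 CPM in vHCs. Ehmt2 (chromosome 17, 34898469 to 34914052) was at 45.55 ± 14.65 CPM in cHCs and 48.9 ± 9.78 CPM in vHCs. Suv39h1 (chromosome X, 8061171 to 8074760) was at 7.475 ± 9.61 CPM in cHCs and 13.6 ± 4.81 CPM in vHCs. Suv39h1 in cHCs was at 3.255 CPM without replicate 1. None of the 2 tested genes passed the threshold between old cHCs and old vHCs.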

We observed a shared upregulation of genes related to facultative and constitutive heterochromatinization (*Suv39h1, Ehmt2*), chromatin remodelers (*Smarcad1*), polycomb/non‐polycomb repression, DNA methylation, genomic imprinting, histone variants, nucleosome assembly, and X‐chromosome inactivation. We also noted downregulation of many genes related to chromatin accessibility & nucleosome remodeling (*Smarca4, Smarce1*), chromatin marks, DNA methylation (*Dnmt3a*), polycomb repression, chromatin DDR, RNA‐mediated chromatin regulation. These gene signatures suggest H3K9 methylation, recruitment of HP1/PRC1, and heterochromatin formation, which reinforce chromatin condensation, genome stability, suppression of transposable elements, and reduced transcriptional plasticity, indicating an adaptive stress‐resistant state [42, 88]. Moreover, recent studies suggest that increased X‐chromosome inactivation with aging is associated with an increased risk of adverse diseases [89]. cHC‐specific gene signatures are reflective of additional genes related to chromatin repression and damage/repair‐associated epigenetic remodeling. In contrast, vHC‐specific gene signatures suggest tight epigenetic silencing, maintenance of methylation (*Dnmt1, Mbd1/2*), 3D genome (*Ctcf*), and nuclear architecture.

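Chromatin accessibility genes ranged in old vHCs from 46.2 to 74.2 CPM, and the median of the 3 genes named was 50.2. Dnmt3a (chromosome 12, 3806007 to 3914443) was among the most abundant in vHCs, at 28.5 ± 18.0 (SD, n = 4 libraries) CPM in cHCs and 74.2 ± 15.3 CPM in vHCs. Smarca4 (chromosome 9, 21616169 to 21704230) was at 64.45 ± 9.85 CPM in cHCs and 50.2 ± 13.45 CPM in vHCs. Smarce1 (chromosome 11, 99209047 to 99231017) was at 48.5 ± 12.4 CPM in cHCs and 46.2 ± 7.33 CPM in vHCs. None of the 3 tested genes passed the threshold between old cHCs and old vHCs. 1 of the 3 was higher in the other cells of the vestibular libraries than in vHCs, none over 4-fold.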

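DNA methylation and 3D genome genes had mean levels from 24.8 to 138 CPM in old vHCs, around a median of 82.0 for 4 genes. Mbd2 (chromosome 18, 70568189 to 70626131) was among the most abundant in vHCs, at 291 ± 99.9 (SD, n = 4 libraries) CPM in cHCs and 138 ± 23.2 CPM in vHCs. Ctcf (chromosome 8, 105636568 to 105682922) was at 90.6 ± 39.1 CPM in cHCs and 104 ± 15.9 CPM in vHCs. Dnmt1 (chromosome 9, 20907209 to 20959888) was at 32.5 ± 22.3 CPM in cHCs and 60.1 ± 17.8 CPM in vHCs. Mbd1 (chromosome 18, 74267605 to 74282732) was among the least abundant in vHCs, at 27.4 ± 28.6 CPM in cHCs and 24.8 ± 7.45 CPM in vHCs. Mbd1 in cHCs was at 14.0 CPM without replicate 5. Of the 4 genes, 4 had enough counts to be tested between old cHCs and old vHCs, and 1 passed the threshold, 1 higher in cHCs and 0 higher in vHCs. Mbd2 was higher in cHCs, with a log2 fold change of 1.15 (standard error 0.25, adjusted p = 0.00201 from edgeR's quasi-likelihood test). 1 of the 4 was higher in the other cells of the vestibular libraries than in vHCs, none over 4-fold.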

We observed upregulated and downregulated genes associated with cell–cell adhesion, tight junction, polarity, cell‐ECM adhesion, actin cytoskeleton, and intercellular signaling in cHCs and vHCs. 

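Shared adhesion genes lay between 0.859 and 239.6 CPM in old vHCs, with a median of 46.0 over the 4 genes named. Cdc42 (chromosome 4, 137319696 to 137357720) was among the most abundant in vHCs, at 226 ± 41.6 (SD, n = 4 libraries) CPM in cHCs and 239.6 ± 21.5 CPM in vHCs. Cdh23 (chromosome 10, 60302748 to 60696490) was at 152 ± 81.0 CPM in cHCs and 48.8 ± 13.2 CPM in vHCs. Panx1 (chromosome 9, 15002128 to 15045478) was at 2 UMIs in all in cHCs and 43.2 ± 11.4 CPM in vHCs. Cldn11 (chromosome 3, 31149920 to 31164324) was among the least abundant in vHCs, at 3 UMIs in all in cHCs and 0.859 ± 0.773 CPM in vHCs. Cldn11 in vHCs was at 0.520 CPM without replicate 4. Of the 4 genes, 3 had enough counts to be tested between old cHCs and old vHCs, and 2 passed the threshold, 1 higher in cHCs and 1 higher in vHCs. Cdh23 was higher in cHCs, with a log2 fold change of 1.60 (standard error 0.30, adjusted p = 0.000543 from edgeR's quasi-likelihood test). Panx1 was higher in vHCs, with a log2 fold change of -3.87 (standard error 0.68, adjusted p = 0.000346 from edgeR's quasi-likelihood test), and with 2 UMIs against 326 the pooled ratio was 16.2 (95% exact interval 4.44 to 134). 2 of the 4 were higher in the other cells of the vestibular libraries than in vHCs, 1 of them over 4-fold.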

Among the shared upregulated genes, we noted key genes (*Cldn11, Cdh23, Cdc42, Panx1*) whose loss or disruption is associated with deafness, impaired endocochlear potential, stereocilia defects, and SNHL in mice and humans [90, 91, 92]. Thus, transcriptional upregulation may be indicative of a compensatory attempt to reinforce apical junctions, epithelial barriers, and actin mechanics in response to age‐related degenerative changes. 

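Hearing loss genes ranged in old vHCs from 18.6 to 289 CPM, and the median of the 3 genes named was 55.1. Cib2 (chromosome 9, 54544794 to 54560218) was among the most abundant in vHCs, at 2508 ± 466 (SD, n = 4 libraries) CPM in cHCs and 289 ± 38.1 CPM in vHCs. Cldn14 (chromosome 16, 93919031 to 94008837) was at 139.8 ± 29.0 CPM in cHCs and 55.1 ± 9.38 CPM in vHCs. Myh9 (chromosome 15, 77760587 to 77842175) was at 32.9 ± 22.9 CPM in cHCs and 18.6 ± 2.44 CPM in vHCs. Of the 3 genes, 3 had enough counts to be tested between old cHCs and old vHCs, and 2 passed the threshold, 2 higher in cHCs and 0 higher in vHCs. Cib2 was higher in cHCs, with a log2 fold change of 3.14 (standard error 0.25, adjusted p = 1.14e-07 from edgeR's quasi-likelihood test). Cldn14 was higher in cHCs, with a log2 fold change of 1.39 (standard error 0.22, adjusted p = 0.000112 from edgeR's quasi-likelihood test). 1 of the 3 was higher in the other cells of the vestibular libraries than in vHCs, 1 of them over 4-fold.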

Among the shared downregulated genes, we observed key genes involved in hearing loss (*Cldn14, Cib2, Myh9*). Moreover, recent studies have demonstrated that alterations in the ECM and matrisome contribute to ARHL [93, 94, 95]. In contrast to vHCs, cHCs exhibited strong transcriptional remodeling characterized by upregulation of cadherins, claudins, tight junction, integrin‐ECM anchoring, and cytoskeletal/stereocilia/actin genes, including established deafness related genes (*Whrn, Grhl2, Actg1, Actb, Cldn9, Marveld2*), suggesting an increased effort to maintain HC integrity and barrier function in the remaining cHCs [96, 97].

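Deafness-related junction and actin genes had mean levels from 0.0689 to 318 CPM in old vHCs, around a median of 136 for 6 genes. Actg1 (chromosome 11, 120345690 to 120348542) was among the most abundant in vHCs, at 425 ± 164 (SD, n = 4 libraries) CPM in cHCs and 318 ± 51.8 CPM in vHCs. Cldn9 (chromosome 17, 23682584 to 23684026) was at 407 ± 173 CPM in cHCs and 296 ± 48.35 CPM in vHCs. Actb (chromosome 5, 142903115 to 142906754) was at 472 ± 499 CPM in cHCs and 245 ± 27.3 CPM in vHCs. Whrn (chromosome 4, 63414910 to 63495991) was among the least abundant in vHCs, at 68.45 ± 45.0 CPM in cHCs and 27.5 ± 4.98 CPM in vHCs. Marveld2 (chromosome 13, 100595957 to 100616971) was at 73.0 ± 46.0 CPM in cHCs and 4.05 ± 2.00 CPM in vHCs. Grhl2 (chromosome 15, 37233036 to 37363569) was at 19.45 ± 34.2 CPM in cHCs and 1 UMI in all in vHCs. Actb in cHCs was at 223 CPM without replicate 1 and Grhl2 in cHCs was at 2.44 CPM without replicate 1. Of the 6 genes, 5 had enough counts to be tested between old cHCs and old vHCs, and 2 passed the threshold, 2 higher in cHCs and 0 higher in vHCs. Whrn was higher in cHCs, with a log2 fold change of 1.53 (standard error 0.35, adjusted p = 0.00276 from edgeR's quasi-likelihood test). For Whrn, leaving out cochlea replicate 3 gave a log2 fold change of 1.19 and an adjusted p of 0.1. Marveld2 was higher in cHCs, with a log2 fold change of 3.98 (standard error 0.43, adjusted p = 2.2e-06 from edgeR's quasi-likelihood test). 4 of the 6 were higher in the other cells of the vestibular libraries than in vHCs, 2 of them over 4-fold.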

#### 2.4.2 Shared and Unique Genes Associated With Cell Type‐Specific Signatures Between cHCs and vHCs 

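Stereocilia and MET genes lay between 4.28 and 2356 CPM in old vHCs, with a median of 157 over the 29 genes named. Espn (chromosome 4, 152120331 to 152152371) was among the most abundant in vHCs, at 828 ± 84.3 (SD, n = 4 libraries) CPM in cHCs and 2356 ± 356 CPM in vHCs. Ptprq (chromosome 10, 107517049 to 107720051) was at 329 ± 191 CPM in cHCs and 1558 ± 257 CPM in vHCs. Atp2b2 (chromosome 6, 113743831 to 114042613) was at 366 ± 282 CPM in cHCs and 1409 ± 156 CPM in vHCs. Tmod3 (chromosome 9, 75497707 to 75559657) was among the least abundant in vHCs, at 39.6 ± 34.1 CPM in cHCs and 18.9 ± 2.83 CPM in vHCs. Arpin (chromosome 7, 79925361 to 79935359) was at 5.43 ± 6.37 CPM in cHCs and 7.48 ± 1.53 CPM in vHCs. Tprn (chromosome 2, 25262618 to 25269885) was at 14.9 ± 18.5 CPM in cHCs and 4.28 ± 1.23 CPM in vHCs. Tmod2 (chromosome 9, 75565621 to 75611325) was at 442 ± 127 CPM in cHCs and 47.1 ± 10.8 CPM in vHCs. Homer2 (chromosome 7, 81600481 to 81707527) was at 589 ± 186 CPM in cHCs and 127 ± 17.7 CPM in vHCs. Espnl (chromosome 1, 91322075 to 91348306) was at 6.32 ± 4.31 CPM in cHCs and 244 ± 84.7 CPM in vHCs. Ift27 (chromosome 15, 78159463 to 78174107) was at 20.1 ± 10.1 CPM in cHCs and 112 ± 10.7 CPM in vHCs. Kif3a (chromosome 11, 53567379 to 53601967) was at 56.3 ± 13.2 CPM in cHCs and 260.1 ± 38.0 CPM in vHCs. Atp2b2 in cHCs was at 229.6 CPM without replicate 1, Tmod3 in cHCs was at 24.2 CPM without replicate 4, Arpin in cHCs was at 3.17 CPM without replicate 3 and Tprn in cHCs was at 6.45 CPM without replicate 1. Of the 29 genes, 27 had enough counts to be tested between old cHCs and old vHCs, and 15 passed the threshold, 7 higher in cHCs and 8 higher in vHCs. Tmod2 was higher in cHCs, with a log2 fold change of 3.31 (standard error 0.26, adjusted p = 8.33e-08 from edgeR's quasi-likelihood test). Homer2 was higher in cHCs, with a log2 fold change of 2.23 (standard error 0.24, adjusted p = 2.06e-06 from edgeR's quasi-likelihood test). Espnl was higher in vHCs, with a log2 fold change of -5.07 (standard error 0.47, adjusted p = 4.17e-07 from edgeR's quasi-likelihood test). Ift27 was higher in vHCs, with a log2 fold change of -2.49 (standard error 0.31, adjusted p = 1.28e-05 from edgeR's quasi-likelihood test). Kif3a was higher in vHCs, with a log2 fold change of -2.19 (standard error 0.25, adjusted p = 4.63e-06 from edgeR's quasi-likelihood test). 6 of the 29 were higher in the other cells of the vestibular libraries than in vHCs, none over 4-fold.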

We observed a shared upregulation of genes related to stereocilia structure and actin dynamics (*Tprn, Espnl, Ptprq, Pcdh15, Cdh23, Eps8, Capza1/2, Arpin, Cfl2*), kinocilia/ciliary‐trafficking, planar cell polarity, and maintenance of ionic homeostasis, along with a shared downregulation of core genes involved in MET machinery and actin/hair bundle (*Strc, Espn, Tmie, Triobp, Pls1, Grxcr2, Cib2, Ush1c, Loxhd1, Twf2, Fscn2, Tmod2/3, Arpc2/3*), kinociliary intraflagellar transport, planar cell polarity (*Ift27, Kif3a*), and other HC functions (*Atp2b2*, *Homer2*). Compared to vHCs, cHCs exhibited a robust upregulation of many genes involved in processes related to actin dynamics, such as actin nucleation (*Actr3/5, Wasf1, Washc3*), polymerization and depolymerization (*Pfn1, Cfl1*), capping (*Tmod1, Capz*), bundling (*Pls3, Xirp2*), contractility regulators (*Myo3a, Myo1c, Limch*), HC function‐related genes (*Otof, Kncn, Chrna9*). 

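Actin dynamics and HC function genes ranged in old vHCs from 1.33 to 1367 CPM, and the median of the 14 genes named was 86.4. Xirp2 (chromosome 2, 67446002 to 67526614) was among the most abundant in vHCs, at 137 ± 53.5 (SD, n = 4 libraries) CPM in cHCs and 1367 ± 118 CPM in vHCs. Otof (chromosome 5, 30367062 to 30461932) was at 1236 ± 784 CPM in cHCs and 1058 ± 179 CPM in vHCs. Kncn (chromosome 4, 115884400 to 115889526) was at 433 ± 89.8 CPM in cHCs and 364 ± 53.35 CPM in vHCs. Actr5 (chromosome 2, 158624888 to 158639211) was among the least abundant in vHCs, at 10.1 ± 7.36 CPM in cHCs and 10.1 ± 2.39 CPM in vHCs. Myo1c (chromosome 11, 75650504 to 75673910) was at 1 UMI in all in cHCs and 1.34 ± 1.22 CPM in vHCs. Pls3 (chromosome X, 75785654 to 75875182) was at 7.20 ± 9.14 CPM in cHCs and 1.33 ± 1.20 CPM in vHCs. Myo3a (chromosome 2, 22227503 to 22618252) was at 85.2 ± 58.7 CPM in cHCs and 29.9 ± 5.19 CPM in vHCs. Chrna9 (chromosome 5, 65934921 to 65977326) was at 103 ± 26.7 CPM in cHCs and 280.4 ± 29.3 CPM in vHCs. Tmod1 (chromosome 4, 46038935 to 46116032) was at 51.9 ± 33.2 CPM in cHCs and 99.1 ± 13.85 CPM in vHCs. Myo1c in vHCs was at 0.870 CPM without replicate 3 and Pls3 in cHCs was at 3.255 CPM without replicate 4. Of the 14 genes, 11 had enough counts to be tested between old cHCs and old vHCs, and 4 passed the threshold, 1 higher in cHCs and 3 higher in vHCs. Xirp2 was higher in vHCs, with a log2 fold change of -3.21 (standard error 0.30, adjusted p = 4.38e-07 from edgeR's quasi-likelihood test). Myo3a was higher in cHCs, with a log2 fold change of 1.82 (standard error 0.35, adjusted p = 0.000682 from edgeR's quasi-likelihood test). For Myo3a, leaving out cochlea replicate 3 gave a log2 fold change of 1.07 and an adjusted p of 0.108. By library, Myo3a was at 57.16 to 97.7 CPM in type II HCs, near its level in cHCs, and at 10.98 to 22.75 CPM in type I HCs. Chrna9 was higher in vHCs, with a log2 fold change of -1.48 (standard error 0.24, adjusted p = 0.000139 from edgeR's quasi-likelihood test). Tmod1 was higher in vHCs, with a log2 fold change of -0.96 (standard error 0.32, adjusted p = 0.0317 from edgeR's quasi-likelihood test). For Tmod1, leaving out cochlea replicate 3 gave a log2 fold change of -0.82 and an adjusted p of 0.179. By library, Tmod1 was at 44.44 to 62.76 CPM in type I HCs, near its level in cHCs, and at 240.23 to 334.14 CPM in type II HCs. The sign of Tmod1 turned under 5 other settings, at 1.96 (minimum of 500 UMIs), 0.21 (marker rule per cell), 2.08 (replicates 1 and 2 counted as 2 libraries), 1.69 (highest Scrublet scores removed) and 0.14 (mixed clusters kept). 7 of the 14 were higher in the other cells of the vestibular libraries than in vHCs, 3 of them over 4-fold.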

Interestingly, a recent study demonstrates that proteins involved in stereocilia elongation during development are required to preserve stereocilia height and organization throughout adult life, and any disruptions may impair mechanotransduction [98]. Collectively, these signatures indicate that actin remodeling is an adaptive stress response to maintain stereocilia structure via transcriptional remodeling in response to age‐related bundle degeneration. Despite these efforts, observed downregulation of core genes involved in mechanotransduction and stereocilia maintenance is consistent with morphological changes in the hair bundle and diminished mechanotransduction [17, 39, 99, 100]. We validated the age‐related downregulation of four genes (*Espn, Atp2b2, Tmc1, Homer2*) in cHCs using RNAscope and observed the same trend of downregulation of these four genes. We also assessed cellular senescence and oxidative stress in young and old cHCs. Compared to young vHCs, we noted increased SA‐β‐gal accumulation in young cHCs, as well as significantly elevated 4‐HNE accumulation in old cHCs compared to age‐matched old vHCs from the same animals, indicating a potential earlier onset and progressive age‐related changes in the cHCs (Figure S8).

## 3 Discussion

Despite its high prevalence, the molecular basis of ARVD remains poorly understood, hindering the development of targeted treatments [5, 9]. In this study, we performed comprehensive transcriptomic, functional, and morphological assessments to examine age‐related alterations in murine vestibular end organs. We identified genes and molecular processes associated with both universal and cell‐type‐specific aging signatures in HCs. Additionally, we uncovered tissue‐specific molecular differences in aging between cHCs and vHCs, providing insights into differences in age‐related processes within these two mechanosensory systems.

Aging cells, including post‐mitotic neurons, photoreceptor cells, and cHCs, exhibit universal aging hallmarks [17, 47, 101]. We demonstrated that vHCs also conform to these hallmarks. We observed heightened senescence, marked by a decrease in CDKs and an increase in CDK kinase inhibitors alongside alterations in SASP genes related to laminins, heterochromatic foci, apoptosis, hypoxia, and angiogenesis in old vHCs. We also observed signatures of increased oxidative stress and low‐grade inflammation, and impaired autophagy. We found that genes involved in DNA repair mechanisms were downregulated in old vHCs, indicating diminished DNA damage repair efficiency with age. Moreover, we saw significant epigenetic alterations, including alterations in histone marks, DNA methylation, global heterochromatin, and nucleosome remodeling in old vHCs. Genes involved in ECM, intercellular adhesion, and communication, including cadherins, integrins, and protocadherins, were downregulated in the old vHCs. These genes and pathways can be potential targets for delaying the onset and progression of ARVD. Genes and molecular processes related to universal pathways have been targeted for slowing down aging in animal models.

Our analysis indicated that the most prominent changes in genes and biological processes specific to HCs were associated with stereocilia bundles and the mechanotransduction apparatus. We also observed downregulation of axoneme‐related genes associated with vestibular kinocilia, a phenomenon not previously reported. Reduced expression of these genes is highly consistent with the hair bundle degeneration observed at the morphological level. We speculate that reduced expression of genes involved in actin cytoskeleton and intercellular communication, including cadherins and protocadherins, may also contribute to the observed degenerative changes in the hair bundles of old vHCs. Many of these downregulated genes are associated with congenital hearing loss and balance disorders [50, 51, 52, 55]. We conjecture that the vulnerability of hair bundles to aging is likely due to the wear‐and‐tear theory [102], as the hair bundles are constantly exposed to mechanical stress. Each stereocilium contains a paracrystalline actin core composed of uniformly polarized, parallel, cross‐linked actin filaments. During development, the establishment and maintenance of stereocilia length are thought to involve an actin treadmilling mechanism, with continuous polymerization at the barbed ends and depolymerization at the pointed ends [103]. In contrast, in mature hair bundles, actin turnover becomes markedly restricted and is largely confined to the distal tip region [104, 105]. This spatially limited renewal capacity likely constrains the ability of stereocilia to compensate for cumulative, lifelong mechanical wear and tear.

We noticed that the ratio of type I to type II HCs sequenced was approximately 5.4 (698 vs. 129) in young mice and 7.2 (1651 vs. 230) in old mice, substantially higher than the ratio typically observed in vivo. 

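In the old libraries analysed here the ratio of type I to type II HCs was 5.36 over all cells (95% exact binomial interval 4.71 to 6.11), against the paper's 7.2. By library it was 3.69, 5.60, 6.58 and 4.70 in replicates 1, 3, 4 and 5, a mean of 5.14 ± 1.24 (SD, n = 4). The ratio was 3.14 with the rule on markers per cell and 7.39 with a minimum of 500 UMIs per cell. Keeping the set-aside cluster and the unnamed subcluster, a choice made after seeing the data, gave 9.33, with 68 type II HCs renamed type I in the new clustering. Sox2 was among the leading genes of the set-aside cluster, so that this ratio is uncertain. The ratio in young mice was not computed here.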

The lower yield ratio of type II HCs in old samples compared to young samples may suggest that type II HCs become more fragile with aging and/or enzymatic digestion. The yield of solitary cells depends on multiple factors, including cellular architecture, extracellular matrix composition, and cell‐cell junction strength. It is important to note that in the vestibular sensory epithelia, type I HCs connect directly to SCs at their apical neck through tight and adherens junctions, while calyces enwrap their basolateral body, forming a synaptic cleft [106]. In contrast, type II HCs form tight connections with neighboring type II HCs via large basolateral processes and with supporting cells [107]. This increased cellular connectivity in type II HCs may contribute to lower dissociation of solitary type II HCs compared with type I HCs. While both biological and technical factors may contribute to differences in the ratio of type I and type II HCs recovered, it is difficult to conclusively distinguish between these possibilities.

In contrast to the cochlea, where HC loss, especially OHC loss, is as high as 70%–85% in the apical and basal ends of the cochlea at 24 months [108], we observed no significant vHC loss, consistent with some previous studies [14, 29]. Moreover, we did not observe substantial age‐related changes in genes related to key Ca^2+^ and K^+^ channels expressed in vHCs. Recent reports show no significant loss of synapses [3] and vestibular neurons [29]. Thus, the vestibular functional decline at this age may not result from significant loss of HCs, synapses, and disruptions to ionic homeostasis, but rather from degeneration of the hair bundles and mechanotransduction machinery, highlighting impaired mechanotransduction as a key feature of vHC aging and a major contributor to ARVD. Interestingly, degeneration of hair bundles without substantial HC loss has been observed in previous studies following noise exposure, implicating the role of hair bundle degeneration in noise‐induced hearing loss [109, 110].

Numerous studies have identified diverse molecular changes across sensory organs during aging, reflecting inherent differences in cellular dynamics that regulate the degree and pace of aging [48, 49]. Our comparative analysis revealed shared and distinct transcriptional aging signatures between cHCs and vHCs. We observed that many genes implicated in ARHL also play a role in ARVD. Consistent with the observed profound morphological changes and cHC loss, we noted an overall pattern of heightened transcriptomic reprogramming and stress‐adaptive mechanisms in cHCs compared to vHCs. Moreover, relative to young vHCs, we noted increased SA‐β‐gal in the young cHCs, as well as significantly elevated 4‐HNE accumulation in old cHCs compared to old vHCs from the same animals, indicating a potential earlier onset and progressive age‐related changes in the cHCs (Figure S8). While our data provides insights into subtle differences in aging signatures, it remains challenging to pinpoint a single driver underlying the differential pace of aging between auditory and vestibular end organs. In humans, differences between vHCs and cHCs likely reflect a combination of intrinsic and extrinsic factors associated with differences in lifespan, sensory stimulation, cumulative wear and tear, and other environmental exposures.

Overall, the present study characterizes universal and cell‐type‐specific aging signatures in vHCs, providing insights into previously unrecognized aspects of vestibular aging. Our findings suggest that molecular deterioration may begin early, leading to diminished homeostatic capacity and promoting the accumulation of degenerative changes in vHCs that precede overt HC loss. Our data highlight hair bundle degeneration and the associated reduction in mechanotransduction as a key contributor to ARVD. The broader transcriptional landscape presented here also offers mechanistic insight into the molecular underpinnings of age‐related degeneration in vHCs and cHCs and establishes a foundation for developing targeted strategies to mitigate ARVD and ARHL.

## 4 Methods

### 4.1 Experimental Animals

Care and use of the animals in this study were approved by the Institutional Animal Care and Use Committee of Creighton University (protocol #2301045). Male and female CBA/J mice were purchased from the Jackson Laboratory (Stock #:000656) and bred and aged in the Animal Facility of Creighton University under standard conditions. The acoustic environment of the animals was examined by a sound level meter (CEL‐500, Casella Cel, UK). The sound levels were 68 dB SPL over 98% of the time, and 75 dB SPL 1%–2% of the time.

### 4.2 Vestibular Sensory Evoked Potential (VsEP)

Animal preparation and VsEP testing were performed as previously described [111]. Briefly, mice were anesthetized with a combination of Ketamine (126 mg/kg)/Xylazine (14 mg/kg) injected intraperitoneally and supplemented as needed to maintain the anesthesia. Body temperature was maintained at 37°C ± 1°C via a homeothermic heating blanket. The recording electrodes were placed anterior to the nuchal crest (non‐inverting), behind the pinna (inverting), and over the hip (ground) subcutaneously. A custom head clip was used to secure the head to the mechanical shaker (ET‐132 Labworks Inc.). The head translation was induced along the naso‐occipital axis at a rate of 17 linear pulses per second with alternating polarity and stimulus intensities ranging from +6 to −18 dB relative to 1.0 g/ms (1.0 g = 9.8 m/s^2^) adjusted in 3 dB intervals. A broad‐band forward masker (50–50 000 Hz, 92 dB SPL) was presented to avoid auditory responses. 128 responses from each of the two polarities (upward and downward head translations) were averaged to yield the mean VsEP responses. First positive (P1) and negative (N1) response peaks correspond to the compound action potential from the vestibular nerve. Thus, the amplitude and latency of these peaks were quantified. The threshold was defined as the mid‐level of the lowest stimulus intensity that elicited a detectable response and the next lowest level that did not produce a detectable response. VsEP thresholds, P1‐N1 amplitude, and latency of the young and old groups were analyzed using an unpaired Student's *t*‐test, respectively, in GraphPad Prism.

### 4.3 Auditory Brainstem Response (ABR) and Distortion Product Otoacoustic Emissions (DPOAE)

ABRs were recorded from young and old mice in a soundproof chamber as previously described [17]. The mice were anesthetized with a mixture of ketamine/xylazine, and the body temperature was maintained using a heating pad as mentioned in the VsEP procedure. Platinum recording electrodes were placed at the vertex (non‐inverting), mastoid prominence (inverting), and leg (ground) subcutaneously. Tone bursts ranging from 4 to 50 kHz were used as the stimuli, and ABRs were amplified (100, 000x), filtered, and recorded by the TDT RZ6 (Tucker‐Davis Technologies, Alachua, FL). 200 stimulus repetitions were used to yield the averaged responses. The lowest sound pressure level (dB) at which any wave (wave I–IV) was visibly detected and reproducible above the noise level was regarded as the ABR threshold. The DPOAE at 2f1‐2f2 was recorded in response to f1 and f2, with f1/f2 = 1.2, and the f2 level was set 10 dB lower than f1. The sound signal was recorded from the inner ear canal via a microphone, amplified, and the fast Fourier transforms were computed from the averaged waveforms obtained from the inner ear sound signal. The f1 sound pressure required to produce a response above the noise level at the frequency of 2f1‐f2 was considered the DPOAE threshold. ABR and DPOAE thresholds corresponding to tested frequencies in young and old groups were analyzed using a two‐way ANOVA Sidak's multiple comparisons test in GraphPad Prism.

### 4.4 Endolymphatic Potential (ELP) and Endocochlear Potential (EP)

ELP and EP measurements from the young and old mice were performed as described previously [112]. Post‐anesthesia, tracheotomy was performed in the ventral position without providing artificial respiration. Tissue and musculature overlying the tympanic bulla were removed, and the bulla was opened to access the cochlea. A fine drill was used to make small holes in the lateral wall in the apical and the basal turns of the cochlea. A glass capillary microelectrode (5–8 MΩ) filled with 150 mm KCl was mounted on the Leica micromanipulator. A stable positive DC potential was observed when the microelectrode entered the scala media. The responses were amplified (high‐pass filter at 1 kHz) using an Axopatch 200B amplifier (Molecular Probe, Sunnyvale, CA, USA) under current‐clamp mode and acquired by software pClamp 10 running on an IBM‐compatible computer with 16‐bit A/D converter (Digidata 1440A). The voltage changes during the penetration were recorded under the gap‐free mode via Clampex in the pClamp software (version 10, Molecular Devices) with a sampling frequency of 1 kHz. ELP in the utricle was recorded by inserting the microelectrode through the round window, advancing across scala media, and scala vestibuli to the utricle. The tip of the microelectrode was loaded with fluorescent phalloidin (Invitrogen #565227) diluted in 150 mM KCl (1:100) and injected into the utricle to confirm that the recording was made from the utricle. Post‐recording utricle was processed and observed under a confocal microscope. EP and ELP magnitudes of the young and old groups were compared using an unpaired Student's *t*‐test, respectively, in GraphPad Prism.

### 4.5 Recording of Vestibular Microphonic From Utricle Maculae

The vestibular microphonic was recorded as described previously [34]. Vestibular microphonic from the macula of the utricle was evoked by driving the inner ear fluid. The stimulus was a 390 Hz sinusoid with a duration of 300 ms and a rise‐time of 1 ms from a Burleigh PZ‐150 M Driver. The piezo actuator was attached to the stapes foot through a tapered glass rod (1.5 cm in length and 0.8 mm in diameter at the stapes foot) after the ossicular chain was severed. The peak‐to‐peak magnitude of the piezo motion was preset at 3 µm, sufficient to drive a saturated response. We utilized a sharp microelectrode to record the extracellular potential from the utricular maculae. A microelectrode with a tip size of ∼0.5 m should pick up local response with minimal contribution from the distant electrical activities in the organ of Corti. Moreover, the specificity of this technique for vestibular but not cochlear potentials was confirmed in a mutant mouse model with significant loss of OHCs and cochlear microphonics. The microphonic signal from the microelectrode was amplified and high‐pass filtered (at 1 kHz) under current‐clamp mode using an Axopatch 200B amplifier and acquired by software pClamp 10 running on an IBM‐compatible computer with a 16‐bit A/D converter (Digidata 1440A). The sampling frequency was 10 kHz. Responses from 20 presentations were averaged for each recording. VM magnitude of the young and old groups was compared using an unpaired Student's *t*‐test in GraphPad Prism.

### 4.6 Scanning Electron Microscopy (SEM)

Utricle and cristae from the two age groups were dissected and fixed in 2% glutaraldehyde and 4% PFA in 0.1 M sodium cacodylate buffer (pH 7.4) overnight. The fixed samples were washed with 0.1 M phosphate buffer. After removing the otolithic membrane from the utricle, the samples were treated with 1% Osmium tetroxide and washed with 0.1 M sodium cacodylate buffer. The samples were then dehydrated using a series of ethanol, followed by critical point drying using carbon dioxide via a critical point dryer (EMS 850) and mounted onto the SEM stubs. The morphology of the stereocilia bundle was visualized, and the images were acquired via Phenom Pharos desktop scanning electron microscope (Thermo Fisher Scientific). SEM images were used to quantify the number of stereocilia per hair bundle and to measure bundle height using FIJI. Only bundles with proper orientation and a clear staircase arrangement were measured, as some bundles were obscured by residual gelatinous mass of the otolithic membrane or cupula. Bundle height measurements were taken from the cuticular plate to the tallest stereocilia. We averaged the measurements taken from HCs per biological replicate. Comparison was made between young and old groups using a 2‐way ANOVA Sidak's multiple comparisons test in GraphPad Prism.

### 4.7 Cell Dissociation, cDNA Library Preparation, and Single‐Cell RNA Sequencing

Male and female CBA/J mice aged 2‐2.5 months and 22–24 months were used for scRNA‐seq. Whole cochlear and vestibular organs were microdissected from the inner ears separately in petri dishes containing cold L‐15 media (Gibco #11320033). The sensory epithelia were subjected to enzymatic digestion by transferring them into 1.5 mL Eppendorf tubes containing 1 mL/mg collagenase IV (Sigma) in L‐15 medium for 10 min at room temperature. Then the cells were resuspended in 400 µL of enzyme‐free DMEM containing 10% fetal bovine serum. Single‐cell suspensions were obtained by trituration using a trimmed 200 µL pipette tip and filtered with a 40 µm strainer. The cells were pelleted by centrifuging at 300 × g for 5 min at 4°C, then resuspended in media and subsequently quantified the number of cells. 7–8 mice were used for each biological replicate, and 4–6 biological replicates were obtained for the cochlea and vestibule for the two age groups, respectively. Single‐cell capture and library preparation were performed using droplet‐based microfluidic technology, following the manufacturer's instructions for the Chromium Next GEM Single Cell 3ʹ v3.1 dual index kit. The quality of the obtained libraries was assessed via high‐sensitivity DNA kits (Agilent Technologies) using Agilent 4200 TapeStation before sequencing with Illumina NovaSeq 6000, acquiring 50,000 reads per cell.

### 4.8 Raw Data Processing and Quality Control

Standard 10x Genomics CellRanger pipeline (version 6.1.2) was used for demultiplexing, alignment (10x mouse reference genome mm10), barcode processing, and UMI counting to obtain the filtered count matrices. Processing and visualization of the scRNA‐seq data from cochlea and vestibule were performed in R (version 4.2.3). Filtered count matrices obtained from biological replicates from cochlear and vestibular samples were loaded into R, converted to Seurat Objects, and pre‐processed to eliminate the poor‐quality cells using parameters such as counts, features, percentage of mitochondria, ribosomes, and blood gene content. Cells with at least 200 features, 1000 UMI counts, and less than 25% mitochondrial genes were included for the downstream analysis. Individual Seurat Objects were integrated into a single Seurat Object for each age group, resulting in two main Seurat Objects for young and old samples in both cochlea and vestibule, respectively, creating four Seurat Objects in total.

### 4.9 Normalization, Scaling, Integration, Dimensional Reduction, and Cluster Annotation

Integrated objects were then normalized using log‐normalization and scaled using the ‘NormalizeData’ and ‘ScaleData’ functions, followed by unsupervised principal component analysis (PCA) and dimensional reduction. The first 30 PCs were used for the dimensional reduction. The ‘FindNeighbors’ was used to calculate pairwise similarities and the ‘FindClusters’ function, which uses the Louvain algorithm, was applied with the optimal cluster resolution for all four Seurat Objects, respectively. The top markers of each cluster were identified using the ‘Findmarkers’ function. Samples were then visualized via uniform manifold approximation and projection (UMAP). This dimensional reduction method uses k‐nearest neighbors and Euclidean distance algorithms, preserving the local and global structure of the data. A total of 33 and 27 distinct clusters were identified from the initial clustering of young and old vestibular samples, while 31 and 33 clusters were identified from young and old cochlear samples, respectively. Previously reported cell‐type‐specific pan markers were used to classify the cell‐type distribution in young and old vestibular and cochlear samples. Based on the known marker genes, we identified many cell types, including vestibular type I and II HCs as well as cochlear IHCs and OHCs. Vestibular and cochlear HC clusters from the two age groups were then subsetted out and reclustered for the downstream analysis to investigate age‐related molecular changes.

### 4.10 Pseudobulk Gene Expression Analysis

Subsetted out young and old type I and II HCs were used to extract raw count data from single cells and aggregated them by averaging counts across young and old biological replicates to generate a pseudobulk data frame that contains summed expression values for the 4 HC groups (young and old type I and II). Expression values were then scaled and log2‐normalized (Table S1). Genes associated with universal aging pathways were gathered from multiple publicly available resources, such as Aging Atlas [113], and literature. Then, the general trends in the age‐related expression changes were evaluated using genes associated with each aging pathway using the ‘ComplexHeatMap’ function. Expression data were extracted and centered using Cluster 3.0 (version 1.59), and heatmaps were generated using JAVA TreeView (version 1.2.1).

### 4.11 Differentially Expressed Gene (DEG) Analysis

Principal component analysis (PCA) was performed to assess the variance among young and old vestibular datasets by using the ‘DESeq2’ package in Seurat. The default statistical test in the ‘DESeq2’ package is the Wald test with Benjamini–Hochberg correction for multiple testing. DESeq2 uses a generalized linear model (GLM) to identify DEGs within multiple groups, and variance stabilizing transformation (VST) is used to assess the variance, revealing the biological patterns in the data. DESeq2 pseudo bulk differential expression pipeline was used to generate Venn diagram via ggplot2‐based ‘ggVennDiagram’ package. The Wilcoxon rank‐sum test with Bonferroni correction in Seurat was used to assess the differentially expressed genes in young and old samples and subsequently visualized as heatmaps and volcano plots. The top 50 DEGs were identified using the ‘FindMarkers’ function, using young HCs as the reference and old HCs as the test group to generate heatmaps using the ‘DoHeatmap’ function. The genes at least expressed in 25% of cells in the cluster were considered for this analysis and ordered according to Log2 fold change (Log_2_FC). The ‘EnhancedVolcano’ function was used to generate the volcano plots using a fold‐change cut‐off (FCcutoff) value of 0.25 and a *p*‐value (pCutoff) of 0.05.

### 4.12 Functional Enrichment Analysis

The biological relevance of the top DEGs in the old samples compared to the young samples was assessed using gene ontology (GO) enrichment and over‐representation analysis. EnrichGO in the ‘clusterProfiler’ package in Seurat was used to conduct this analysis. This algorithm uses the Hypergeometric test with the Benjamini‐Hochberg method for multiple testing corrections. The top genes that were downregulated with aging (Log_2_FC<0) were used to assess the biological processes (BP) and cellular components (CC). Pairwise semantic similarity was computed for clustering the GO terms, and data were visualized as dot plots, emap plots, and cnet plots. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed to assess the pathways enriched in old vestibular HCs (Log_2_FC<0). DESeq2 was used to generate a pseudobulk data matrix as described above in the DEG analysis. The ‘enrichKEGG’ function in the ‘clusterProfiler’ package was used for this analysis. This algorithm also uses the Hypergeometric test with the Benjamini‐Hochberg adjustment.

### 4.13 Comparative Pathway Analysis of Vestibular and Cochlear HCs

Young and old vestibular and cochlear HCs were subsetted based on the known marker genes, and raw gene counts were aggregated per biological replicate to generate pseudobulk matrices. Genes were aligned across conditions, variance stabilized, and normalized via DESeq2. Genes and their corresponding Gene Ontology terms related to aging pathways were obtained from the Gene Ontology Browser of the Mouse Genome Informatics. These curated pathway‐specific gene lists were used to compute Pearson correlation coefficients to assess the relationship between age‐related transcriptomic changes in cochlear and vestibular HCs. Each pathway‐specific correlation was visualized via scatter plots with overlaid linear regression lines illustrating the direction and strength of the association. Since there was no significant linear correlation, indicating differential transcriptomic response to aging, hierarchical clustering was subsequently performed to compare the age‐related gene expression patterns in cochlear and vestibular HCs. The gene‐pathway relationships across the groups were visualized via circos chord diagrams to highlight shared and unique transcriptomic changes associated with each aging pathway.

### 4.14 Histology

Temporal bones were isolated from the young and old mice, and a hole was made in the apical cochlea, followed by overnight fixation with 4% PFA (Electron Microscopy Science, Cat: 15710), followed by decalcification with EDTA (E671001‐0500; Sangon Biotech). Tissues were thoroughly washed with 1x PBS, cleared with xylene, and rehydrated with a series of ethanol. Then, tissues were embedded in paraffin wax, and sections 8 µm thick were made using a microtome. H&E staining was performed using the Fisher Scientific Gemini AS automated slide stainer. The slides were loaded onto the Gemini AS basket and immersed in xylene for 3 min (x3), followed by a series of ethanol washes (100%, 95%, and 70%), 2 min each. Next, the slides were immersed in hematoxylin for 2 min, rinsed with water, and clarifier two was added (20 s) followed by 1 min rinse with water. Blueing reagent was added for 1 min, followed by 1 min water rinse. Slides were then submerged in 70% and 95% ethanol (2 min each). Then the slides were immersed with counterstain eosin for 1 min, and the slides were then immersed in 100% ethanol (2 min x3) followed by incubation in xylene (2 min x3) and mounting. Images were taken using Olympus VS120 virtual slide scanner. Individual cell length measurements were taken along the sensory epithelia from two technical replicates per biological replicate using VS120‐ASW software. Measurements of individual cells per technical replicate were averaged, and the values from the two technical replicates were then averaged for each biological replicate. Measurements from young and old groups were analyzed using an unpaired Student's *t*‐test in GraphPad Prism.

### 4.15 Immunostaining and Confocal Imaging

Temporal bones were isolated from the young and old mice, and a hole was made in the apical cochlea, followed by overnight fixation with 4% PFA (Electron Microscopy Science, Cat: 15710) at 4°C, followed by decalcification with EDTA (E671001‐0500; Sangon Biotech). For the whole mount preparations, the vestibule and cochlea were microdissected from the temporal bones, then permeabilized in 1x PBST (0.3% Triton‐X‐100 in PBS) for 30 min, followed by blocking with 10% normal goat serum (Sera care, Cat: 5560‐0007) for 1 h at room temperature. Tissues were incubated with primary antibodies overnight at 4°C on a rocker. The samples were thoroughly washed with 1x PBST for 30 min and incubated for 40 min at room temperature with secondary antibodies and counterstains such as DAPI and Phalloidin. The tissues were subsequently washed with 1x PBST for 40 min and carefully mounted with Fluoromount mounting media. For cryosections, the tissues were fixed overnight with 4% PFA in PBS solution at 4°C and decalcified in EDTA (E671001‐0500; Sangon Biotech). Tissues were washed with PBS post‐fixing and cryoprotected in a sucrose gradient of 15% and 30%. The sections were then embedded in OCT (Fisher Healthcare, Cat: 4585) and kept on dry ice. 6 µm‐thick sections were made using Cryostat (Leica CM 1950). We used primary antibodies to immunolabel the following markers: anti‐4HNE, anti‐ESPN, anti‐CCDC39, anti‐CCDC40, anti‐MYO6, anti‐MYO7A, anti‐acetylated‐β‐Tubulin, anti‐SOX2, anti‐OCM. Goat anti‐rabbit Fluor 568, donkey anti‐mouse 568, goat anti‐rabbit Fluor 488, goat anti‐mouse Fluor 488 secondary antibodies, and Phalloidin Flour 488, Phalloidin Flour Plus 405, DAPI counterstains were used (Table S3). For cochlear and vestibular comparative experiments, samples were processed and imaged at the same time. Confocal images were taken via Zeiss LSM 700 upright microscope, Zeiss LSM 700 inverted microscope, Zeiss LSM 980 inverted confocal microscope, and Nikon‐AXR confocal microscope. All the confocal z‐stack images were processed using FIJI (2.16.0). Cell counts were obtained from 10,000 µm^2^ region of interest (ROI), and manual cell counting was performed based on the marker expression of type I (MYO7A+/SOX2‐/DAPI+) and type II HCs (MYO7A+/SOX2+/DAPI+) as described in the results. For quantification of the percentage of degenerative changes in hair bundles, confocal images from young and old utricles and cristae were used. Total HCs and the HCs with obvious degenerative signs, such as fusion or stereocilia loss, were counted and presented as a percentage in a bar graph. Individual HC bundles counted are also presented in the figure and the legend. For ESPN, mean fluorescence intensities were obtained from 10,000 µm^2^ ROIs, background corrected, and normalized to the young group to obtain the relative mean intensity. The statistical analysis was performed using an unpaired Student's t‐test in GraphPad Prism. For CCDC39 and CCDC40, intensity measurements were taken along the kinocilia and averaged per sample. The values were then normalized to the young group to obtain relative mean intensity, and the statistical analysis was performed using an unpaired Student's t‐test in GraphPad Prism. For 4‐HNE, the HC layer in sections was selected using freehand selection tools in FIJI, and fluorescence intensities were obtained, background corrected, and values were normalized to the young group. Statistical analysis was performed in GraphPad Prism using an unpaired Student's t‐test.

### 4.16 RNAscope In Situ Hybridization

Temporal bones were isolated from the young and old mice, and a hole was made in the apical cochlea, followed by overnight fixation with 4% PFA (Electron Microscopy Science, Cat: 15710), followed by decalcification with EDTA (E671001‐0500; Sangon Biotech). Tissues were thoroughly washed with 1x PBS, cleared with xylene, and rehydrated with a series of ethanol. Then, tissues were embedded in paraffin wax, and sections 6‐8 µm thick were made using a microtome. Gene expression validations were performed using RNAscope in situ hybridization following the manufacturer's instructions for RNAscope 2.5 HD Red Assay from Advanced Cell Diagnostics (ACD Bio, Cat: 322360). In brief, paraffin‐embedded tissue sections were baked in the HybEZ oven at 60°C followed by 10 min incubation with xylene and ethanol to dewax and dehydrate, respectively. Sections were then subjected to hydrogen peroxide and protease treatment before incubation with probes for 2 h at 40°C. Subsequently, amplification, detection, and counterstaining with DAPI were carried out before the samples were mounted. Images were acquired via Zeiss 700 inverted confocal microscope, and the z‐stacks obtained were presented in maximum‐intensity projection. Following this procedure, 9 probes were used to assess the gene expression, including *Espn*, *Tmc1*, *Atp2b2*, *Fbxo2, Pou4f3*, *Homer2*, *Hspb1*, *Atoh1*, and *DapB* (negative control). Confocal z‐stacks were projected using maximum intensity projection using FIJI. The HC layer was manually defined as a ROI using the freehand selection tool. RNAscope red signals were thresholded, and the total ROI area and the signal area were measured to obtain signal density, which was expressed as an area fraction (signal area divided by total ROI area). Values were then normalized to the young group, and statistical analyses were performed using unpaired Student's t‐test in GraphPad Prism for each gene.

### 4.17 FM1‐43FX (*N*‐(3‐Triethylammoniumpropyl)‐4‐(4‐(Dibutylamino) Styryl) Pyridinium Dibromide) Dye Uptake Assay

As described previously [33], the inner ears were harvested from the young and old mice and transferred to DMEM supplemented with 10% FBS, and the utricle and cristae were microdissected efficiently. The tissues were immersed in 10 µM FM1‐43 (Invitrogen, Cat: F35355) for 1 min 30 s, followed by washes with DMEM. The tissues were fixed with 4% PFA for 20 min, washed with PBS, and mounted. The images were acquired using Zeiss 980 confocal microscope. Images were processed using FIJI, and optical sections were made using the Orthoslicer tool in Imaris. Intensity measurements were taken from two 5000 µm^2^ ROIs of utricles and cristae using FIJI, respectively. Intensity values were background corrected and averaged per biological replicate and normalized to the young group to obtain the relative fold change. Young and old groups were analyzed using unpaired Student's *t*‐test in GraphPad Prism.

### 4.18 Senescence‐Associated β‐Galactosidase (SA‐β‐Gal) Staining and Imaging

According to the user manual, senescence‐associated β‐gal (SA‐β‐gal) Staining was performed using senescence‐associated β‐gal (Cell Signaling #9860) kit. The temporal bones were fixed in the 1X fixative solution provided in the kit for 30 min, as previously described [45]. Then the cochlea and the vestibular system were microdissected. According to the manufacturer's protocol, 1x staining solution, X‐Gal, and β‐galactosidase staining solutions were prepared. The cochlear and vestibular whole mounts were incubated in the staining solution overnight at 37°C. Samples were mounted and imaged using an Olympus VS120 virtual slide scanner. The whole mounts were then cryo‐sectioned and imaged utricular sensory epithelia using an Olympus VS120 virtual slide scanner.

### 4.19 Statistical Analysis

All statistical analyses and data visualizations were performed in GraphPad Prism (version 10.1.2), R Studio (version 4.2.3), Cluster 3.0 (version 1.59), and JAVA TreeView (version 1.2.1). Data are presented as mean ± standard error of the mean (SEM). Detailed data preprocessing, sample sizes (*n*), and biological replicates are provided in the figure legends or methods section. Statistical significance was calculated by two‐tailed unpaired Student's *t*‐test, or two‐way ANOVA Sidak's multiple comparisons test, where applicable. A *p*‐value of <0.05 is considered statistically significant. The statistical significance of data was denoted on graphs by asterisks (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001) or ns (not significant).

## Author Contributions

**Samadhi Kulasooriya**: conceptualization, methodology, investigation, visualization, writing – original draft, funding acquisition, writing – review and editing, formal analysis, data curation. **David Z. He**: conceptualization, supervision, funding acquisition, writing – review and editing, investigation, methodology. **Celia Bloom**: investigation, writing – review and editing. **Zhenhang Xu**: investigation. Shu Tu: investigation. **Mi Zhou**: investigation. **Benjamin J. Borgmeier**: investigation, writing – review and editing. **Huizhan Liu**: investigation, methodology. **Bechara Kachar**: supervision, writing – review and editing. **Sarath Vijayakumar**: investigation. **Litao Tao**: supervision, resources.

## Funding

This work was supported by the National Institute on Deafness and Other Communication Disorders (NIDCD), National Institutes of Health (R01 DC016807) to D.H., National Institute on Deafness and Other Communication Disorders (NIDCD), National Institutes of Health (IRP fund Z01‐DC000002) to B.K., and Dr. Richard. J. Bellucci Pre‐doctoral research award to S.K. by Bellucci De Paoli Family Foundation and Creighton University School of Medicine.

## Ethics Approval

All experimental procedures involving animals were reviewed and approved by the Institutional Animal Care and Use Committee of Creighton University (protocol # 2301045).

## Conflicts of Interest

All authors declare no conflicts of interest.

## Supporting information

**Supporting File 1**: advs76340‐sup‐0001‐SuppMat.pdf.

**Supporting File 2**: advs76340‐sup‐0002‐Table S1.xlsx.

**Supporting File 3**: advs76340‐sup‐0003‐Table S2.xlsx.

**Supporting File 4**: advs76340‐sup‐0004‐Data.zip.

## Data Availability

All relevant data are included in this paper and the supporting materials. The single‐cell RNA sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession numbers GSE283534 (young CBA/J) and GSE283708 (old CBA/J). Publicly available software, standard packages, and algorithms were used for the transcriptomic analysis, including Cell Ranger (RRID: SCR_017344), Seurat, and built‐in tools (RRID: SCR_016341). No custom code or algorithms were generated.

# Supplementary material for: Molecular and Cellular Hallmarks of Age‐Related Vestibular Hair Cell Degeneration
**Source:** Adv Sci (Weinh). 2026 Jun 26:e76340. Online ahead of print. doi: 10.1002/advs.76340
**Supplement:** Supplementary file 1 — Supporting File 1: advs76340‐sup‐0001‐SuppMat.pdf.

Supporting information for

**Molecular and Cellular Hallmarks of Age-Related Vestibular Hair Cell Degeneration**

Samadhi Kulasooriya et al.

**This PDF file includes:**

Figures S1 to S8

Supplementary figure legends

Table S3

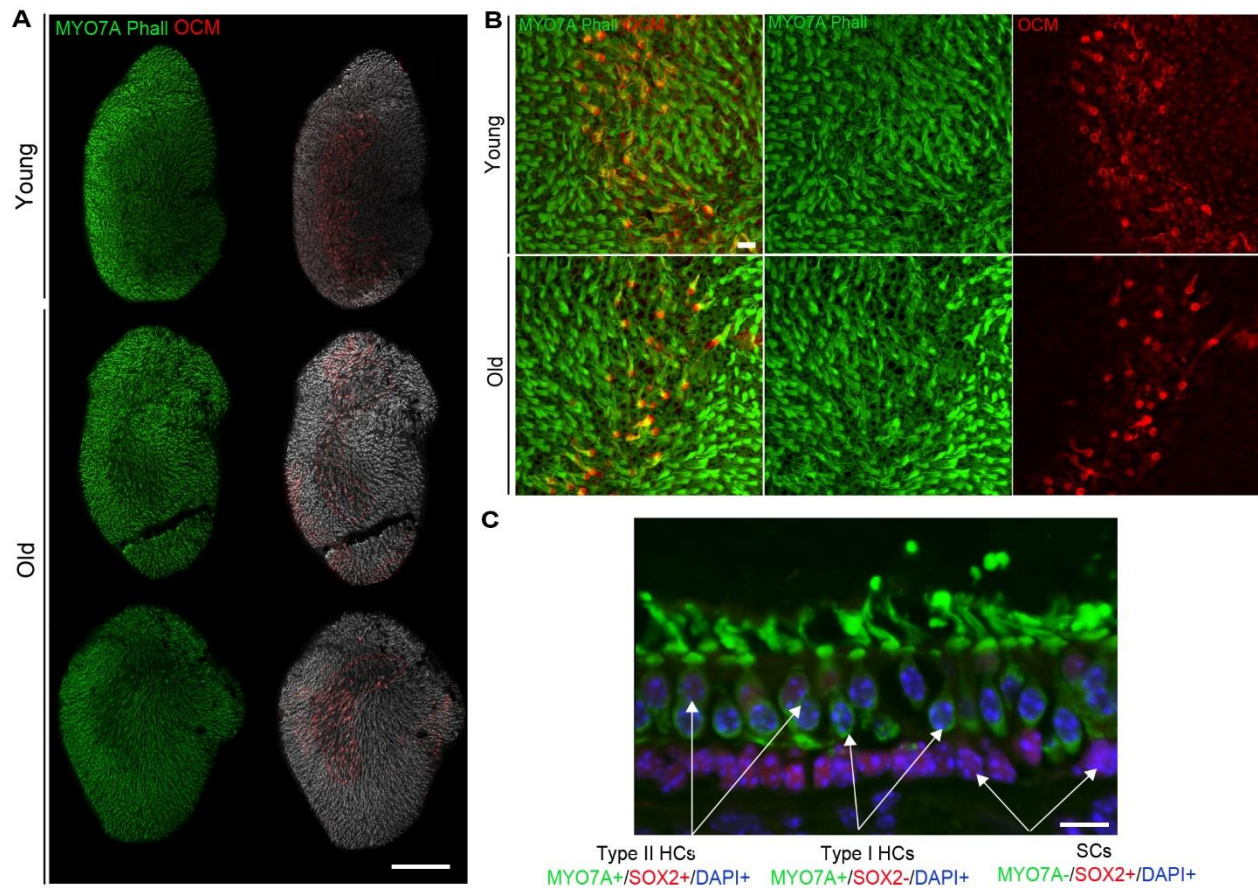

**Figure S1. (A and B)** Low (20x) and high (60x) magnification images of young and old utricles immunostained with anti-MYO7A, phalloidin, and anti-oncomodulin (OCM) labeling hair cells, hair bundle and striolar region, respectively. Scale bar, 100  $\mu\text{m}$  and 10  $\mu\text{m}$  respectively. **(C)** Orthogonal view of utricle whole mount acquired by Imaris indicating identification of type I (MYO7A+/SOX2-/DAPI+), II HCs (MYO7A+/SOX2+/DAPI+) and supporting cells (SCs) (SOX2+/DAPI+). Scale bar, 10  $\mu\text{m}$ .

dimensional graph for visualization. **(D and G)** Dot plots indicating the expression of known marker genes and gene signatures used for cluster annotation. The dot size represents the percentage of cells expressing the genes from each cluster, whereas the color indicates the expression level. Expression levels are normalized via z-score normalization. Thus, the average expression is zero, and positive or negative values indicate expression above or below average. **(E and H)** Feature plots demonstrating the HC-specific pan marker gene expression in the HC clusters identified in the UMAPs. **(F and I)** Number of type I and II HCs identified from young and old vestibular samples for the downstream analysis.

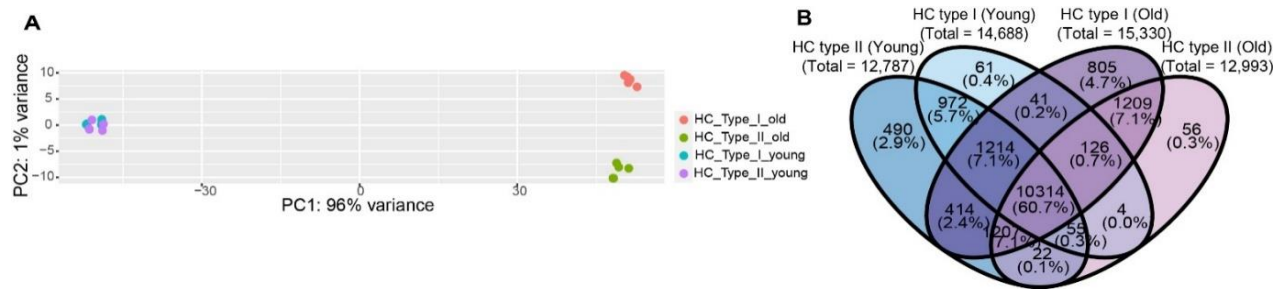

**Figure S3: (A)** PCA analysis of young and old type I and II HC from the biological replicates. DESeq2 in Seurat was used with the default Wald test, and multiple testing was corrected using the Benjamini-Hochberg method. Variance stabilizing transformation (VST) was applied to assess the variance among different conditions. **(B)** Venn diagram indicating the number of shared and unique genes expressed in type I and II HCs.

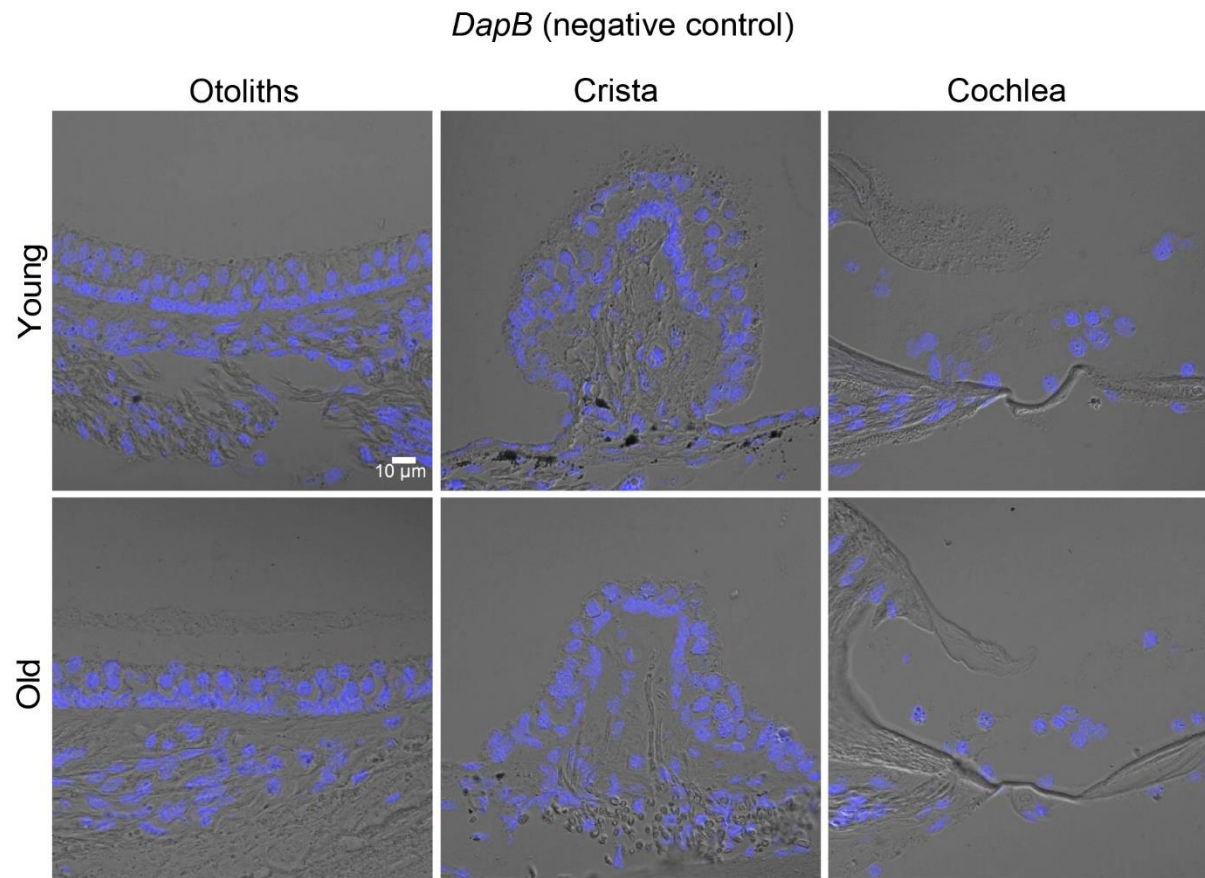

**Figure S4:** Representative images of *DapB* (negative control) for RNAscope *in situ* hybridization.

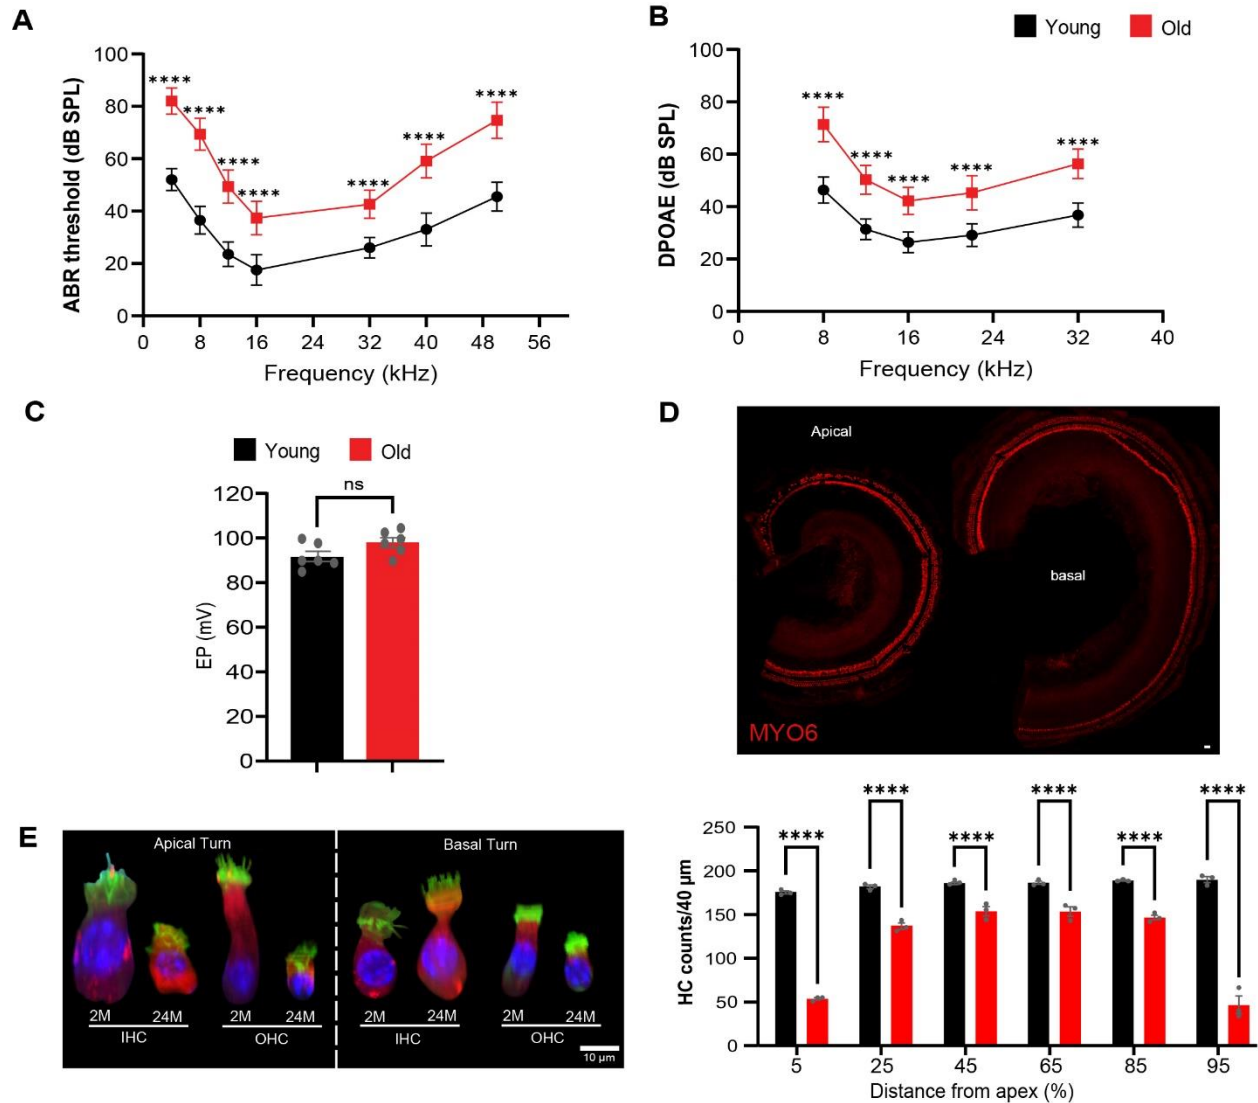

**Figure S5: Age-related auditory functional and morphological changes.** (A) Auditory brainstem response (ABR), (B) distortion product otoacoustic emissions (DPOAE) in young ( $n = 9$ ) and old ( $n = 17$ ) mice, and (C) endocochlear potential (EP) in young ( $n = 6$ ) and old ( $n = 6$ ) CBA/J. ABR and DPOAE. Data are shown as SEM, individual data points represent independent biological replicates, \*\*\*\* $p < 0.0001$ , ns - non-significant by unpaired t-test and two-way ANOVA Sidak's multiple comparisons test respectively. (D) Representative images of the cochlea immunolabeled with anti-MYO6 and the HC quantification along the tonotopic organization. Scale bar 20  $\mu$ m. Data are shown as SEM, individual data points represent independent biological replicates, \*\*\*\* $p < 0.0001$ , ns - non-significant by two-way ANOVA Sidak's multiple comparisons test respectively. (E) Orthogonal images of individual HCs demonstrating cellular hypertrophy and atrophy in IHC and OHCs from apical and basal turns with aging. Orthogonal images were acquired using the orthoslicer tool in Imaris software, and the background was removed using Adobe Photoshop.

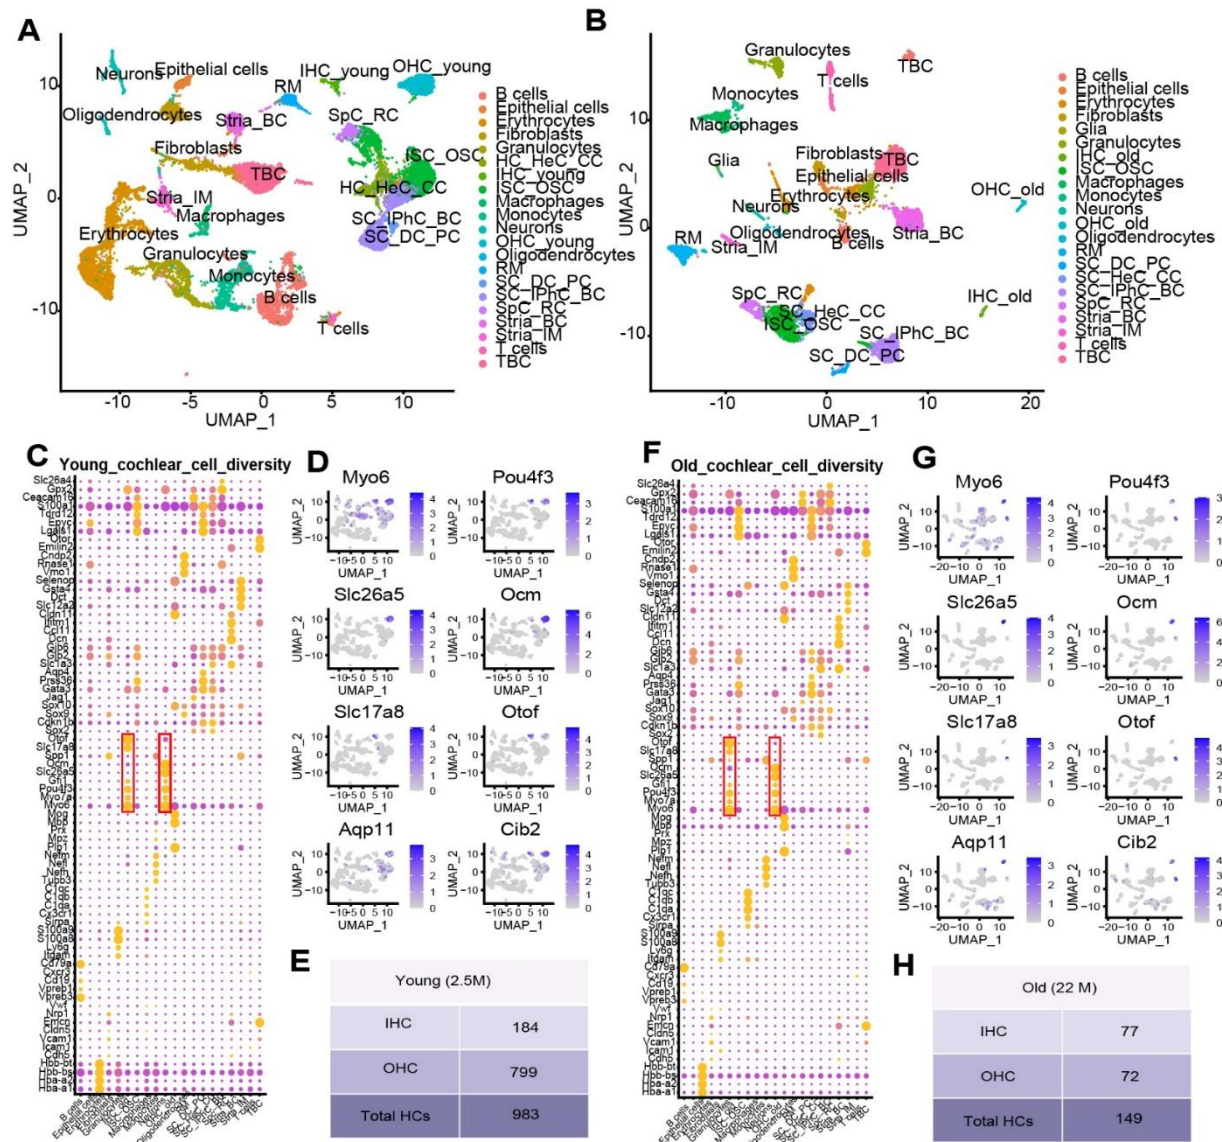

**Figure S6:** Young (2.5M) and old (22M) cochlear cell type distribution. **(A and B)** Uniform manifold approximation and projection (UMAP) plot shows the distribution of different cell types in young and old cochlear samples. **(C and F)** Dot plots indicating the expression of known marker genes used to identify the cell types and subsequent cluster annotation shown in B and C. The dot size represents the percentage of cells expressing the genes from each cluster, whereas the color indicates the expression level. Expression levels are normalized via z-score normalization. Thus, the average expression is zero, and positive or negative values indicate expression above or below average. **(D and G)** Feature plots demonstrating the HC-specific pan marker gene expression in the HC clusters identified in the UMAPs. **(E and H)** Number of inner and outer HCs identified from young and old cochlear samples for the downstream analysis.

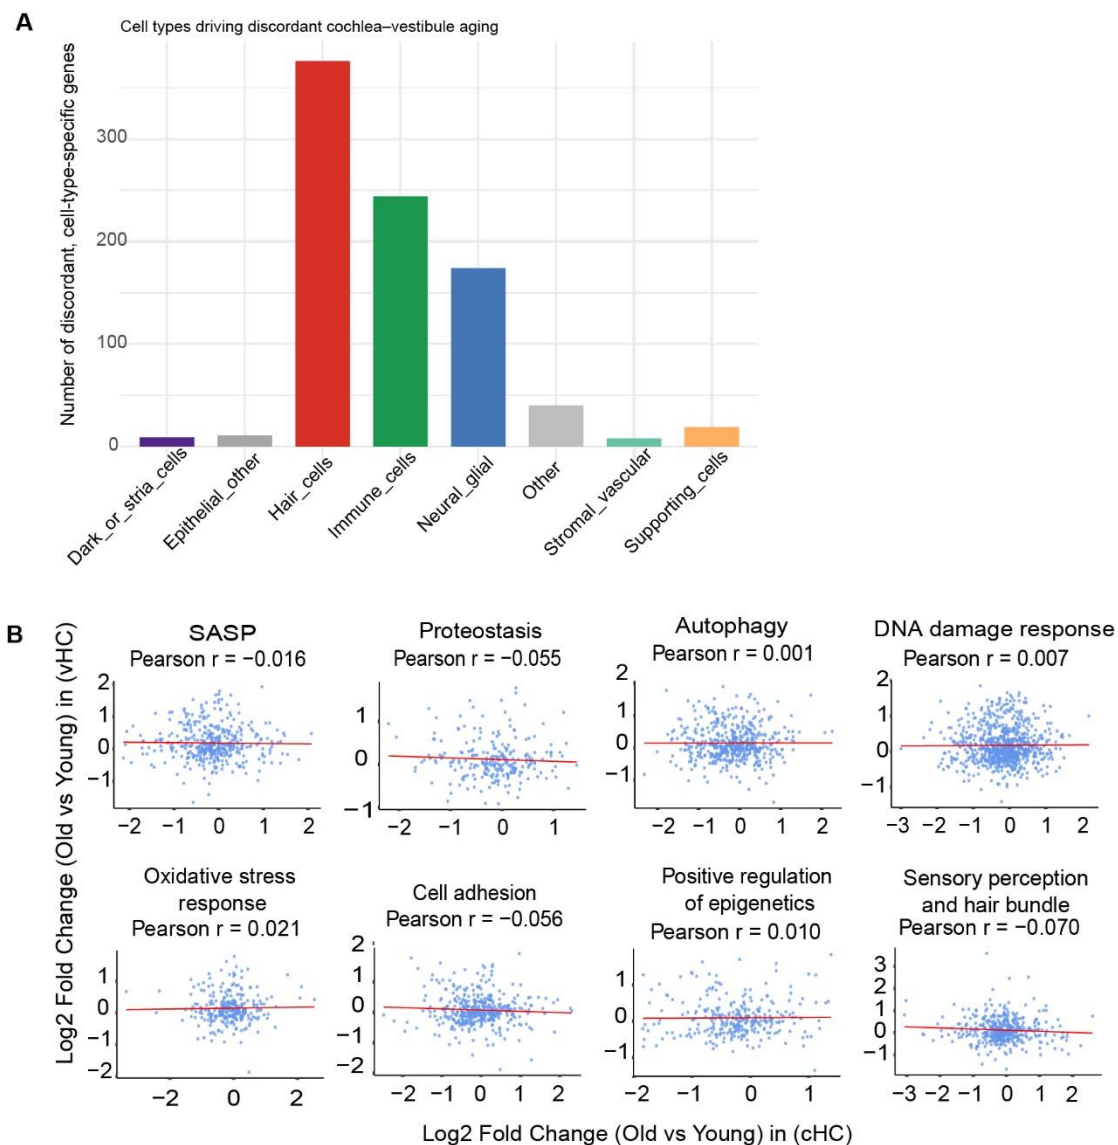

**Figure S7: (A)** Cell types that drive the highest number of discordant genes contribute to differences in global transcriptomic changes in the cochlea and the vestibular system **(B)** Linear correlation of age-related transcriptomic changes related to aging pathways in cochlear and vestibular HCs.

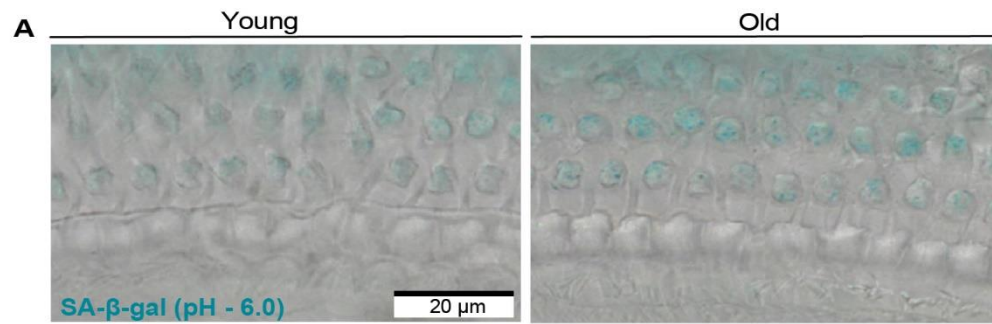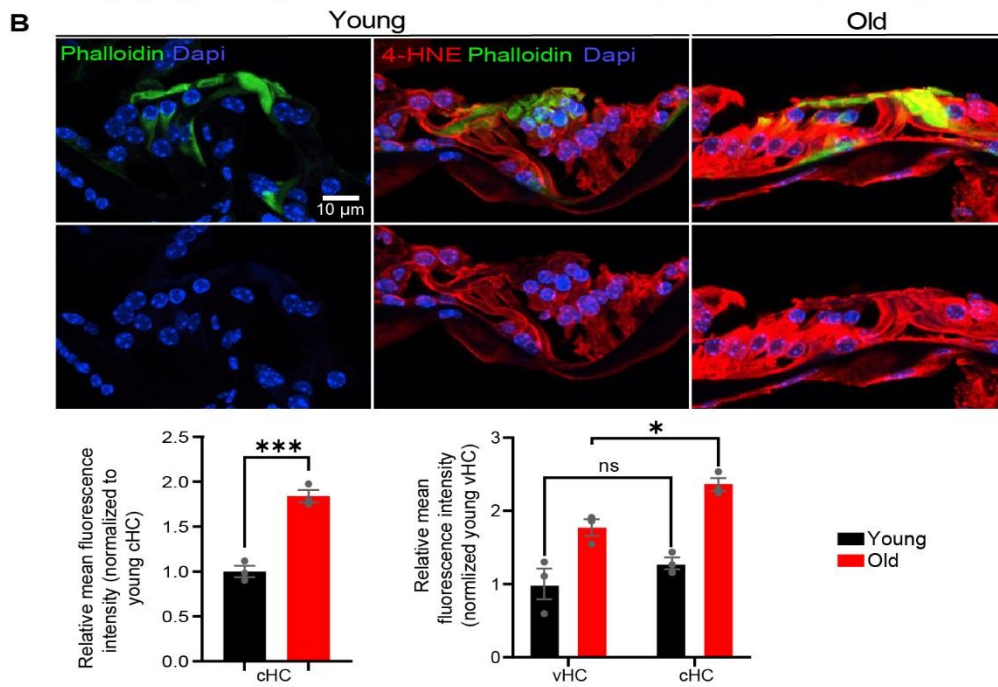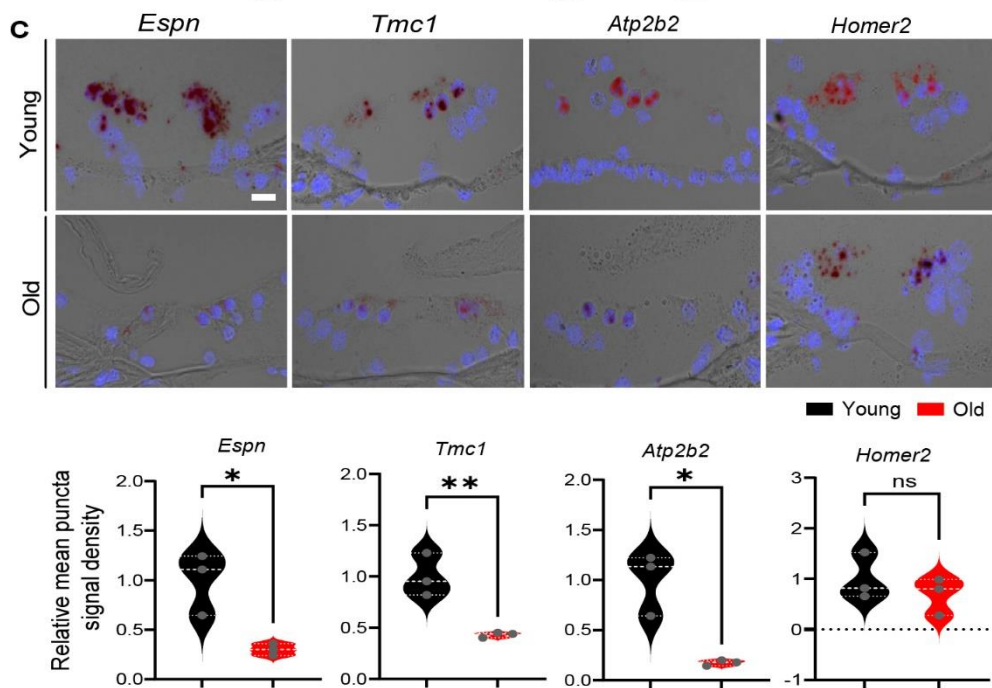

**Figure S8:** (A) Senescence-associated  $\beta$ -galactosidase (SA- $\beta$ -gal) activity at pH 6.0 in the cochlear HCs, indicating cellular senescence. (B) Representative images of 4-HNE expression in the cochlear HCs and quantifications. Left panel shows the relative mean fluorescence intensity of old cHCs normalized to young, while the right panel shows relative mean fluorescence intensity of young and old cHCs normalized to young vHCs. Both vestibular and cochlear samples were processed and immunostained at the same time to allow direct comparison. Mean intensity was quantified using FIJI. Data shown as mean  $\pm$  SEM, ns-non-significant, \* $p < 0.05$ , \*\*\* $p < 0.001$  by unpaired (left) and paired (right) t-test. (C) RNAscope *in situ* hybridization of some key genes identified from the comparative analysis and their quantifications (n=3 per age group). Scale bar, 5  $\mu$ m. Puncta signal density was quantified for each gene using FIJI. Data shown as mean  $\pm$  SEM, ns-non-significant, individual data points represent independent biological replicates, \* $p < 0.05$ , \*\* $p < 0.01$  by unpaired Student's t-test.

**Table S3: Antibodies and RNAscope probes**

| <b>Antibody</b>                   | <b>Manufacturer</b>       | <b>Catalog Number</b> | <b>Dilution</b> |
|-----------------------------------|---------------------------|-----------------------|-----------------|
| <b>Primary:</b>                   |                           |                       |                 |
| Anti-ESPN                         | Protein tech              | 20717-1-AP            | 1:200           |
| Anti-CCDC39                       | Sigma Prestige Antibodies | HPA035564             | 1:200           |
| Anti-CCDC40                       | Bioss                     | bs-8091R              | 1:200           |
| Anti-MYO6                         | Proteus                   | 25-6791               | 1:200           |
| Anti-MYO7A                        | Proteus                   | 25-6790               | 1:200           |
| Anti-acetylated- $\beta$ -Tubulin | Sigma Millipore           | T6793                 | 1:200           |
| Anti-SOX2                         | Invitrogen                | 14-9811-82            | 1:300           |
| Anti-4-HNE                        | Abcam                     | ab46545               | 1:100           |
| Anti-Oncomodulin                  | Swant                     | OMG4                  | 1:200           |
| <b>Secondary:</b>                 |                           |                       |                 |
| Phalloidin FlourTM 488            | Invitrogen                | A12379                | 1:200           |
| Phalloidin FlourTM Plus 405       | Invitrogen                | A30104                | 1:200           |
| Goat anti-rabbit Fluor 568        | Invitrogen                | A11011                | 1:200           |
| Donkey anti-mouse Fluor 568       | Invitrogen                | A31570                | 1:200           |
| Goat anti-rabbit Fluor 488        | Invitrogen                | A32731                | 1:200           |
| Goat anti-mouse Fluor 488         | Invitrogen                | A11001                | 1:200           |
| <b>RNAscope Probes</b>            | <b>Manufacturer</b>       | <b>Catalog Number</b> | <b>Dilution</b> |
| <i>Espn</i>                       | Advanced Cell             | 1061141               | N/A             |
| <i>Tmc1</i>                       | Diagnostics (ACD)         | 520911                |                 |
| <i>Atp2b2</i>                     | Biotechne                 | 1262061               |                 |
| <i>Fbxo2</i>                      |                           | 524151                |                 |
| <i>Pou4f3</i>                     |                           | 1740841               |                 |
| <i>Homer2</i>                     |                           | 581231                |                 |
| <i>Gjb2</i>                       |                           | 51881                 |                 |
| <i>Hspb1</i>                      |                           | 488361                |                 |
| <i>DapB</i>                       |                           | 310043                |                 |

# Supplementary material for: Molecular and Cellular Hallmarks of Age‐Related Vestibular Hair Cell Degeneration
**Source:** Adv Sci (Weinh). 2026 Jun 26:e76340. Online ahead of print. doi: 10.1002/advs.76340

## Supporting information

### Figure 1 source data

#### 1A-C

#### 1D

1E

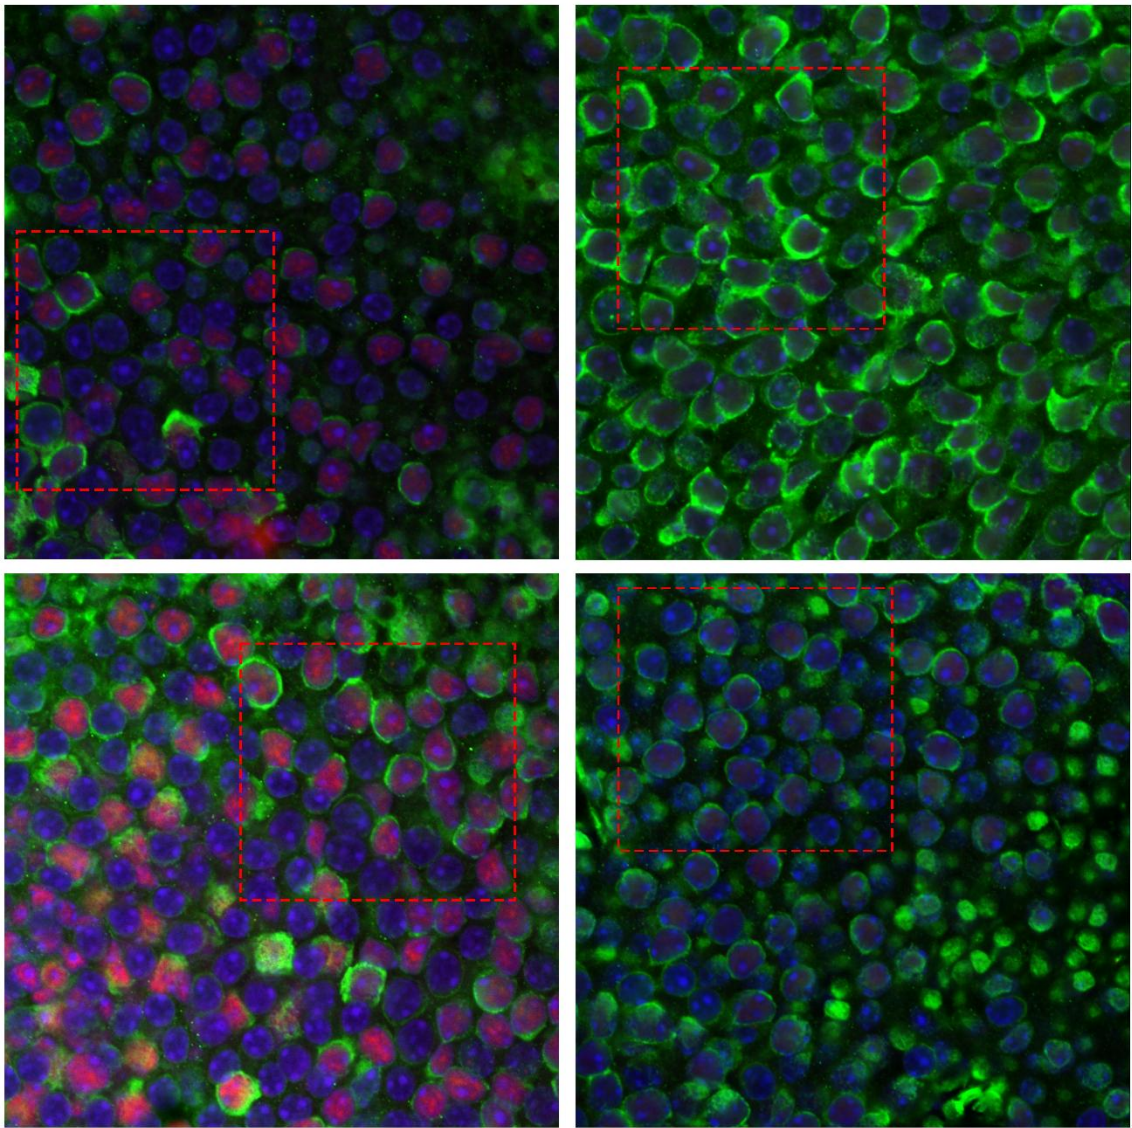

1F

1G

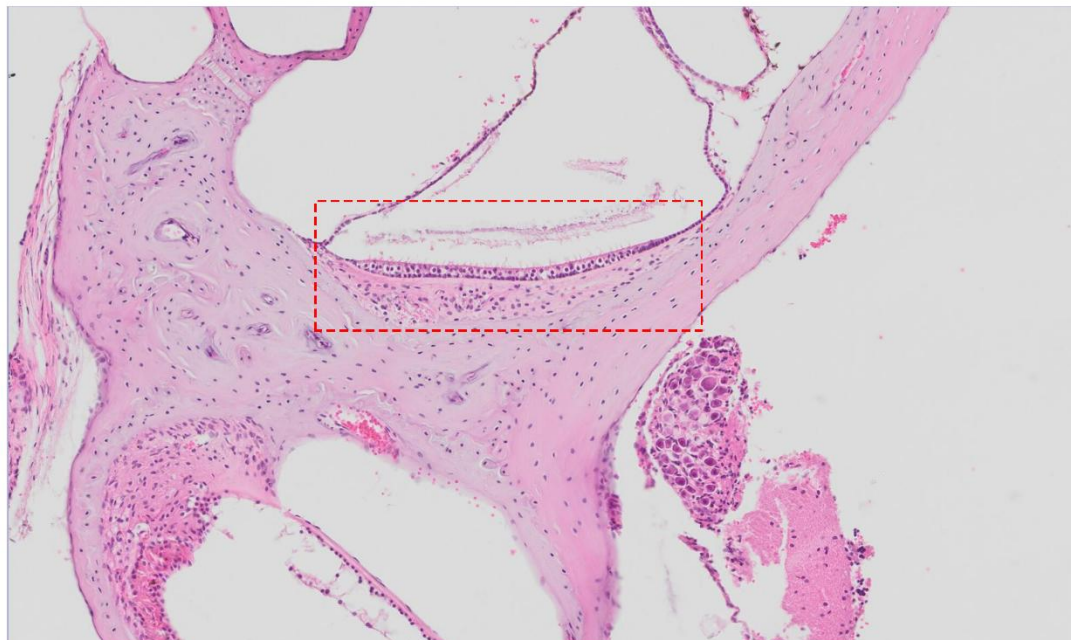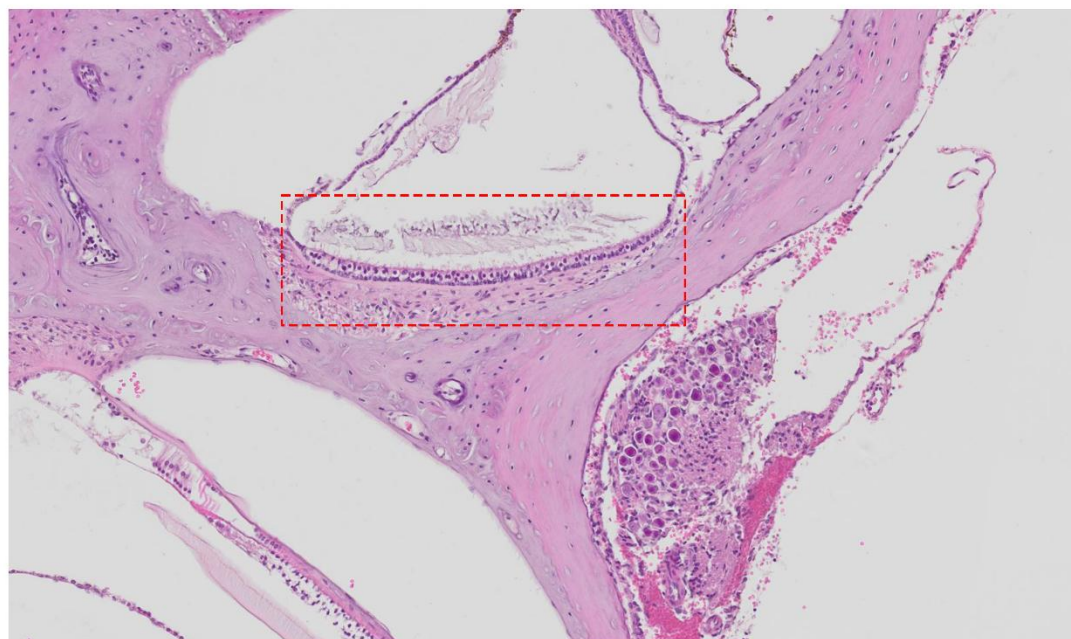

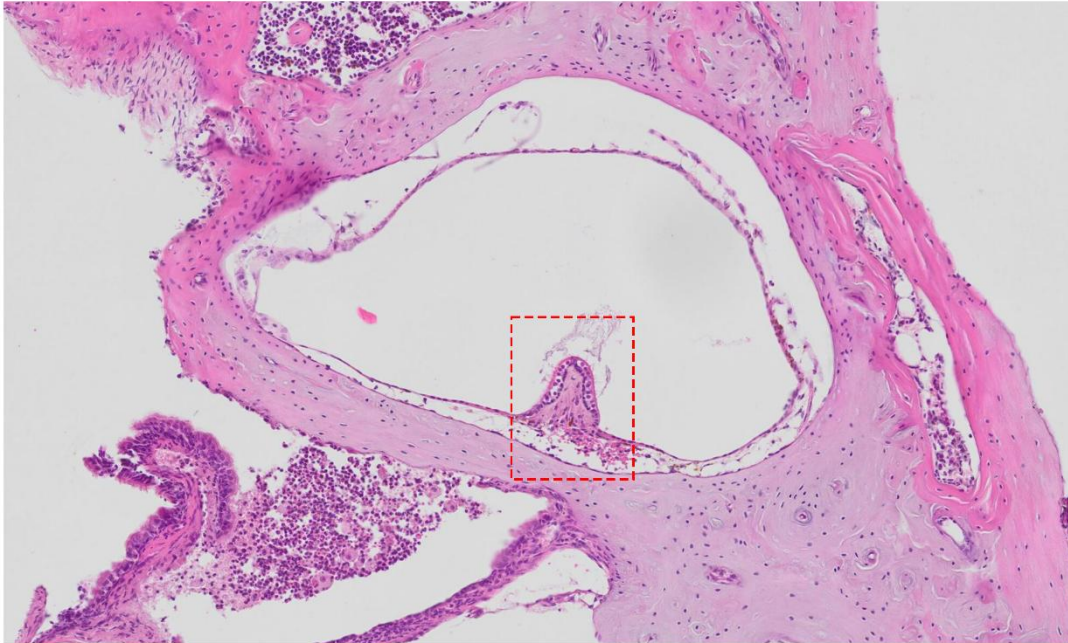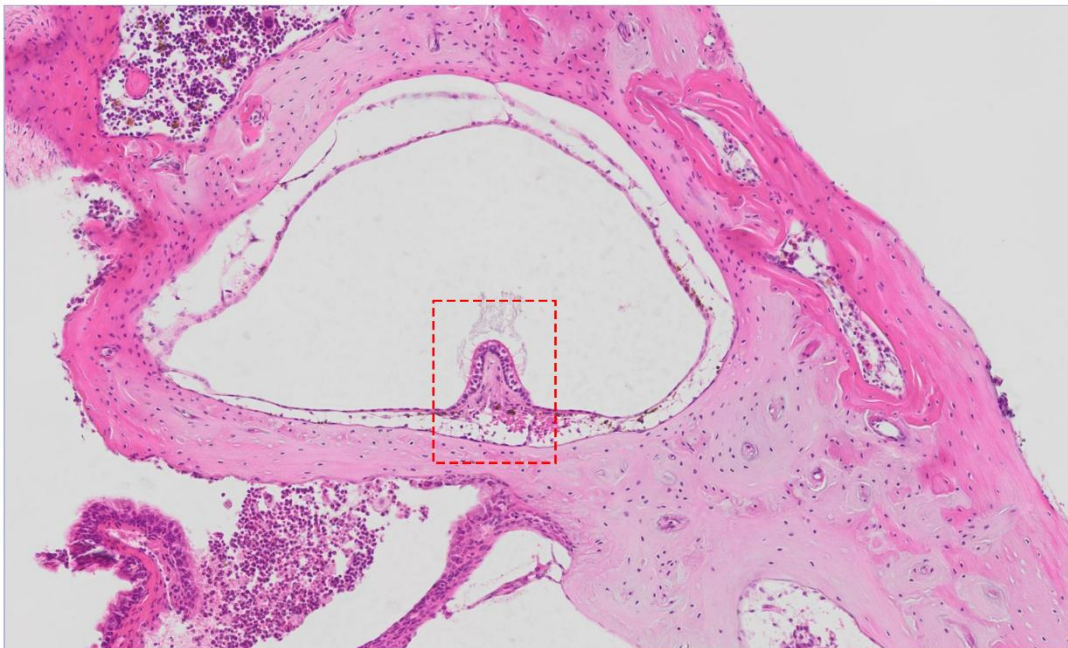

1H

**Figure 2 source data**

**2A**

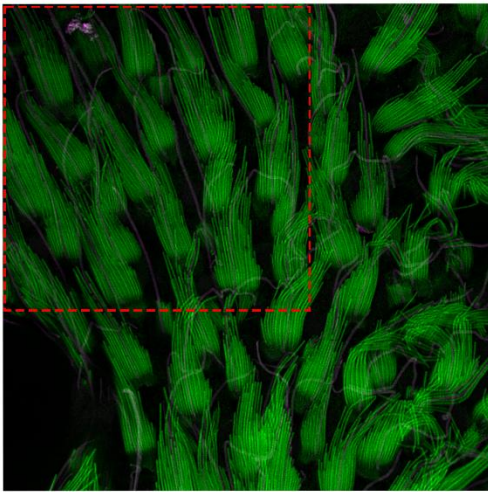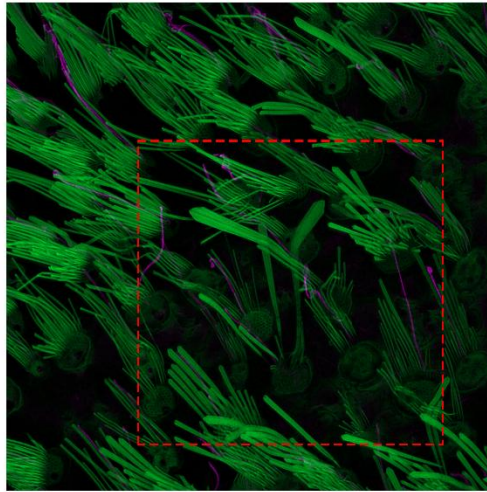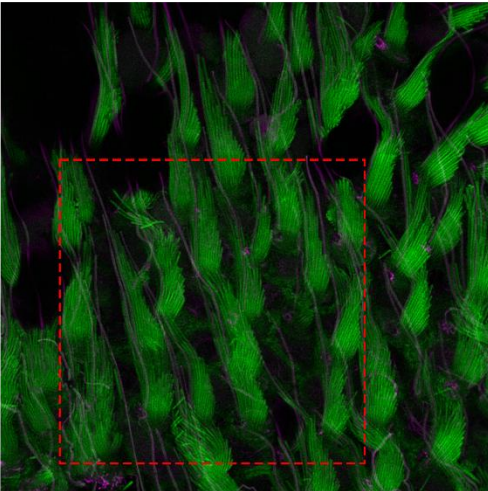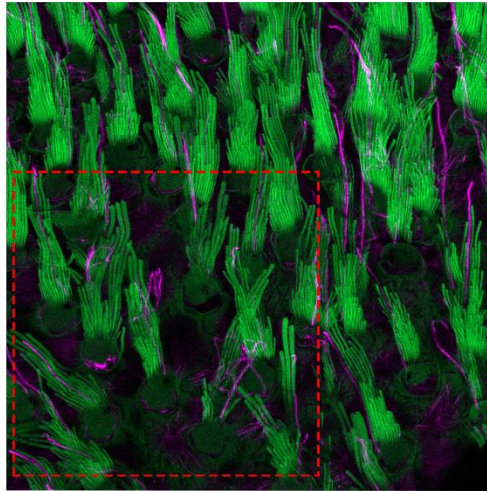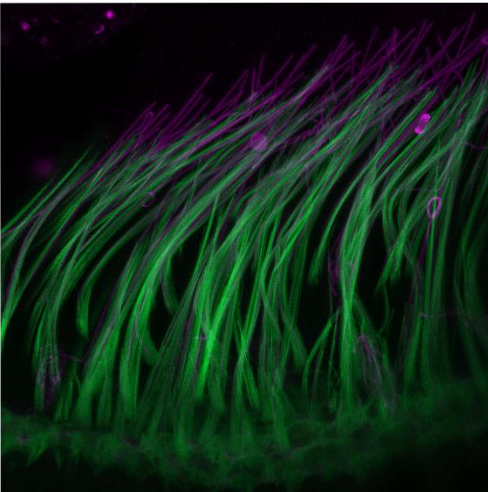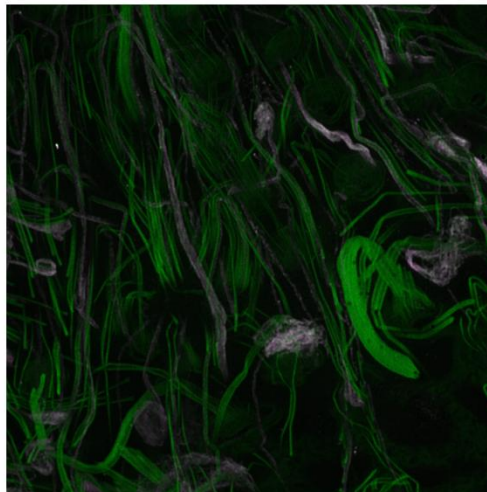

Note: The black regions within the young striolar and extarstriolar images is a result of uneven areas that was not fully captured within the acquired super-resolution z-stack not bundle or hair cell loss.

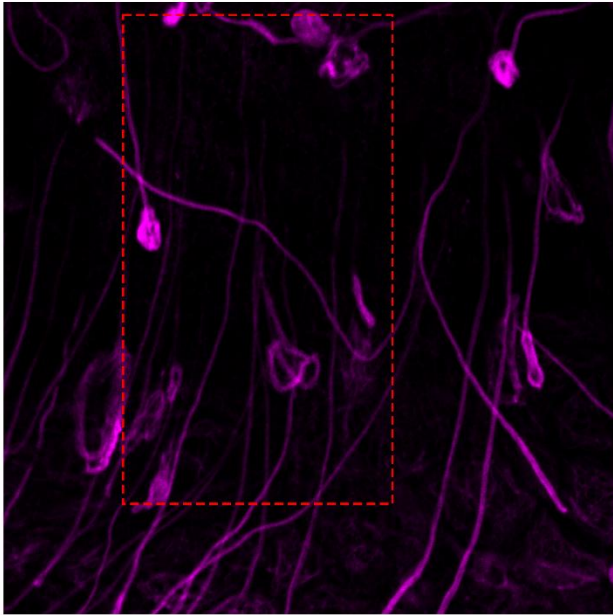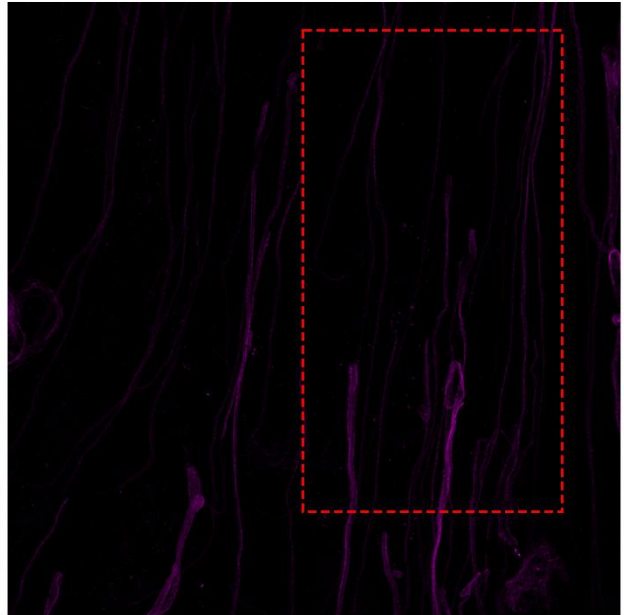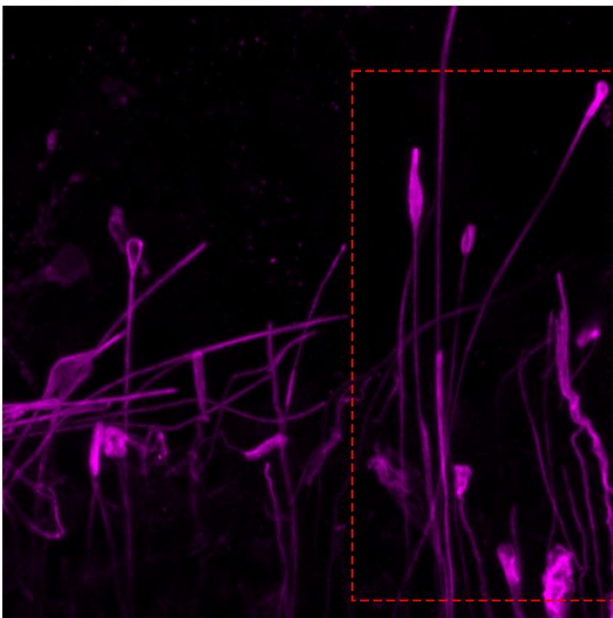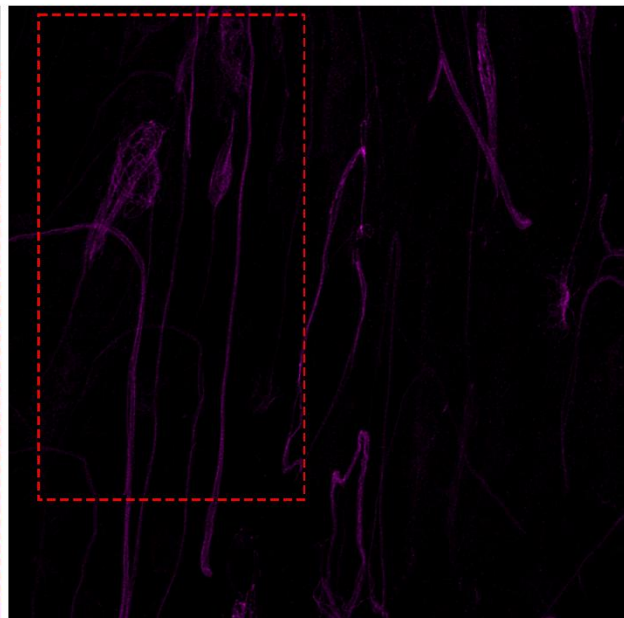

**2B**

2C

**Note: Cells marked by arrows around the edge of the tissue are not bundleless HCs.**

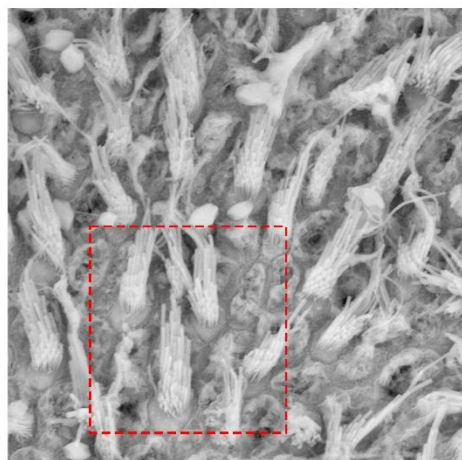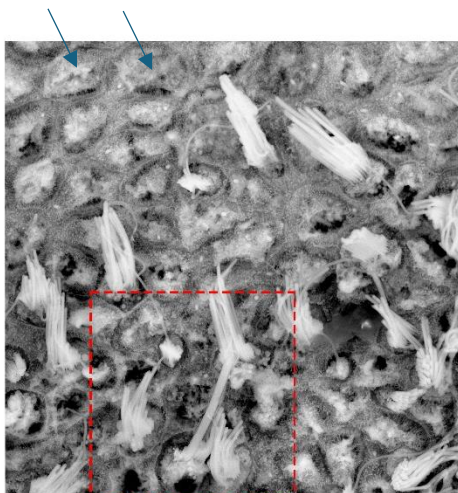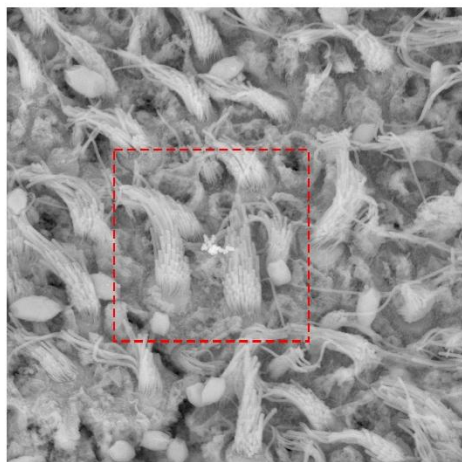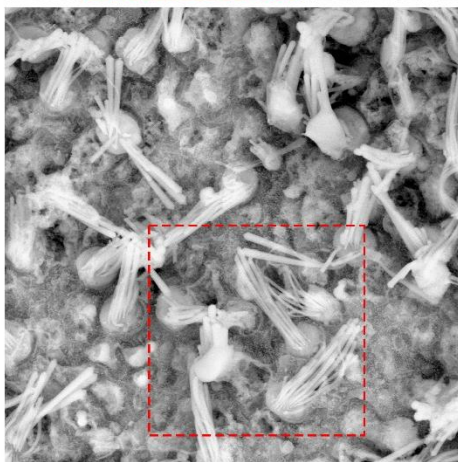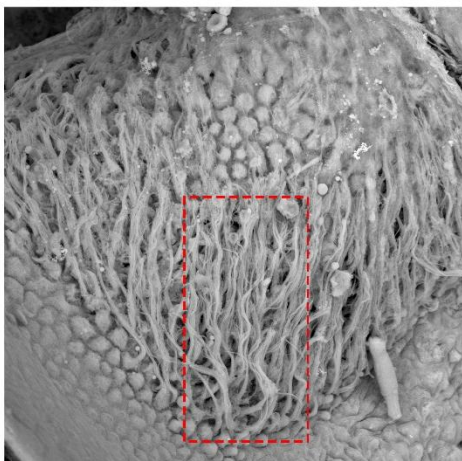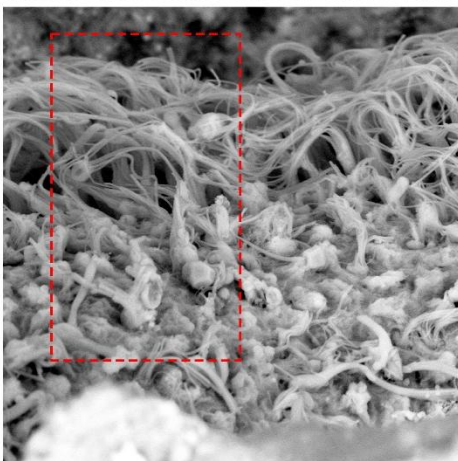

**2D, E**

2F

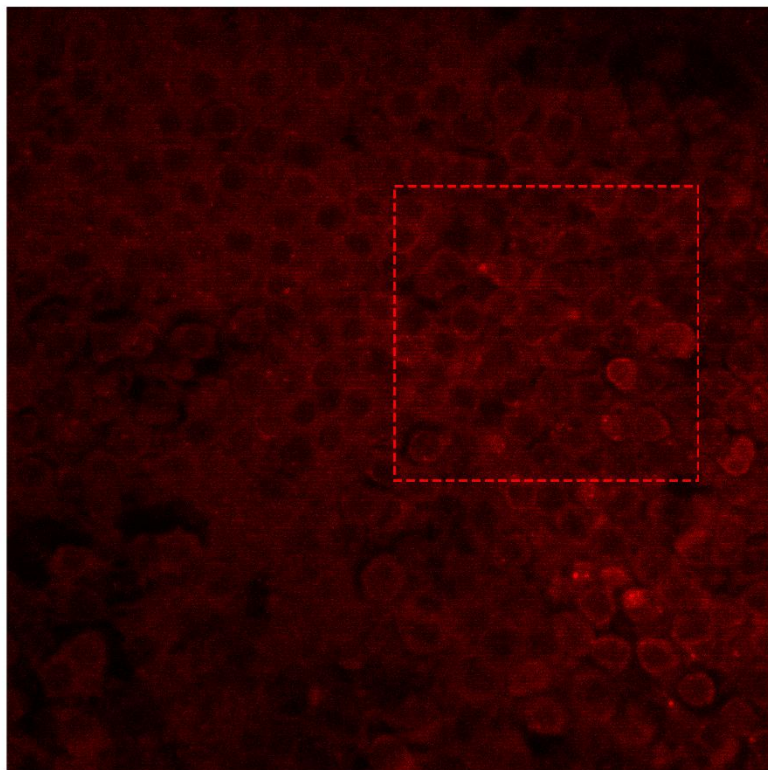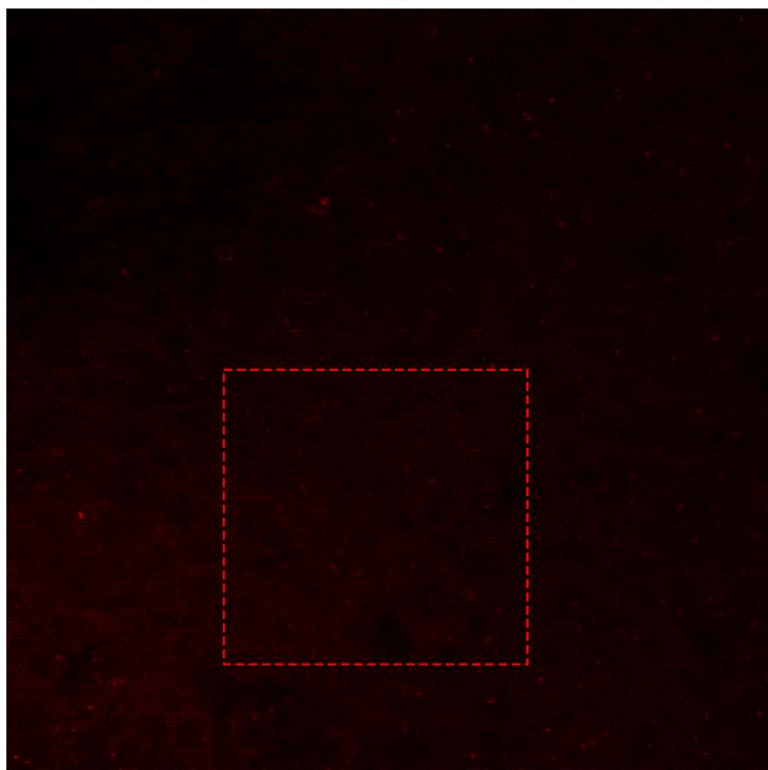

## 2G

## Figure 3 source data

### SASP

#### Oxidative stress response

### Inflammaging

#### Proteostasis

#### Autophagy

#### DNA damage response

#### Epigenetic alterations

#### Intercellular communication

**Figure 4 source data**

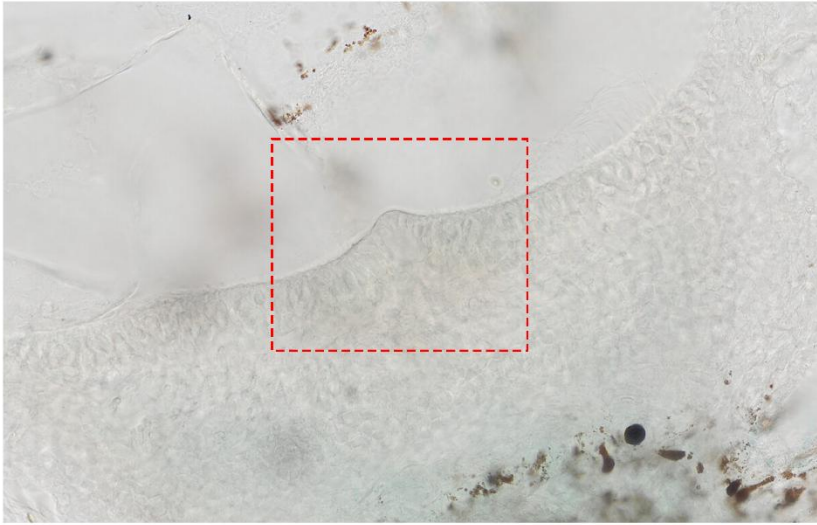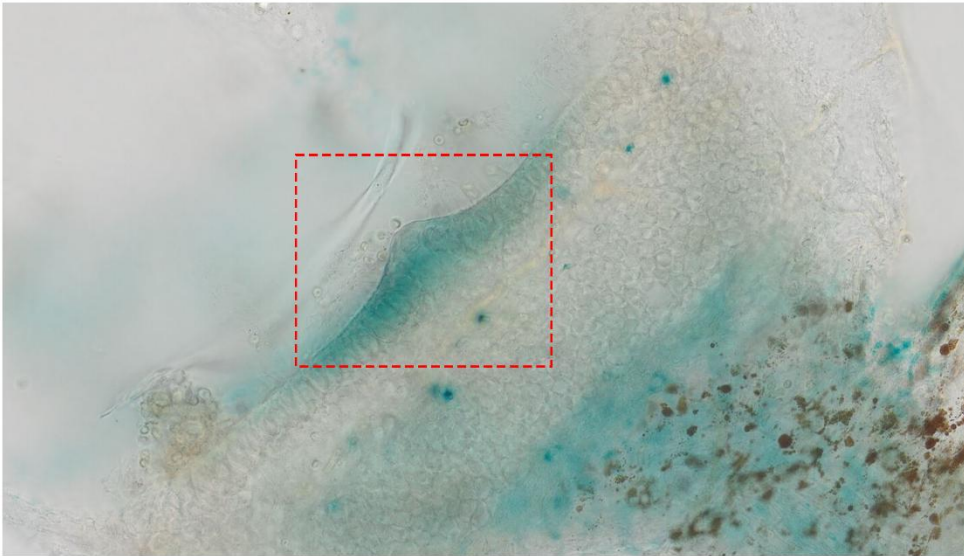

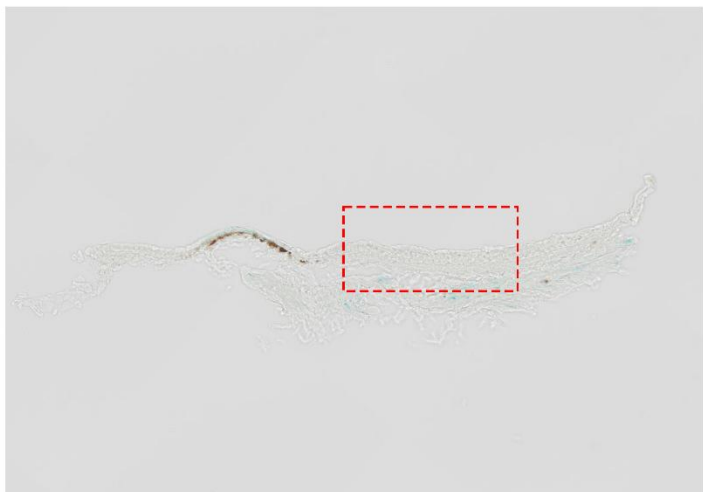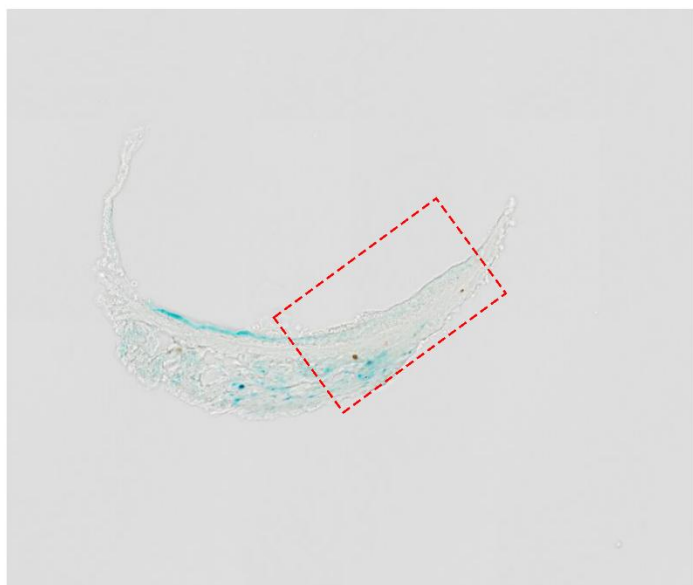

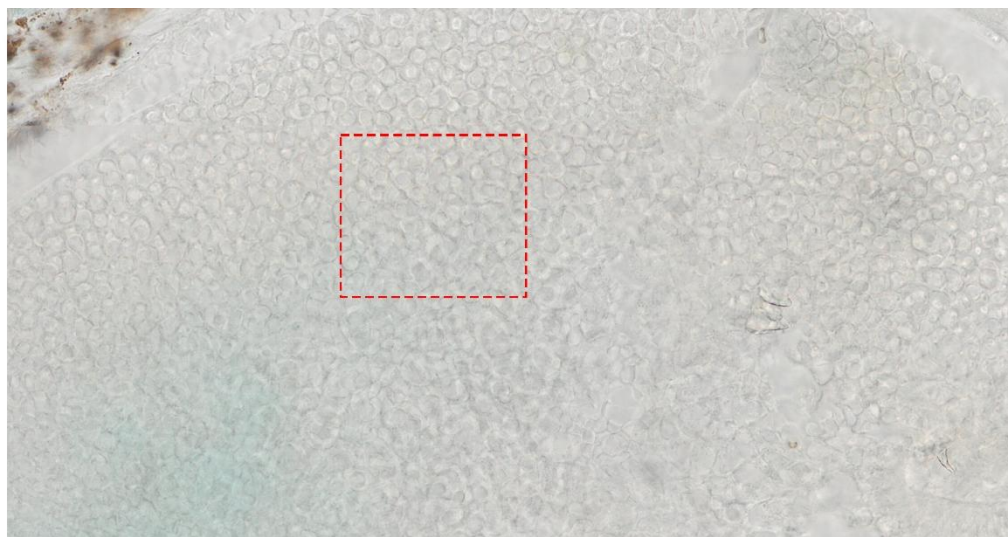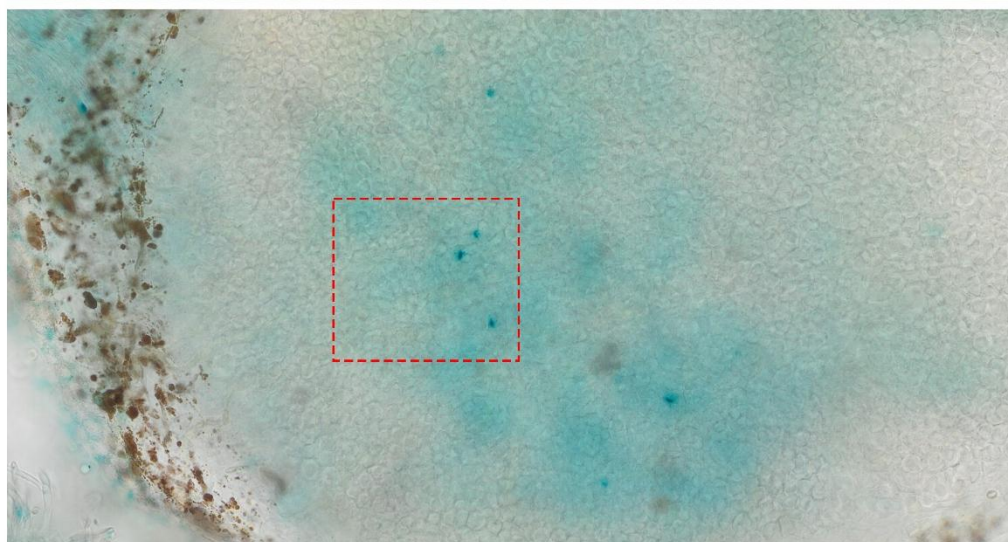

4B

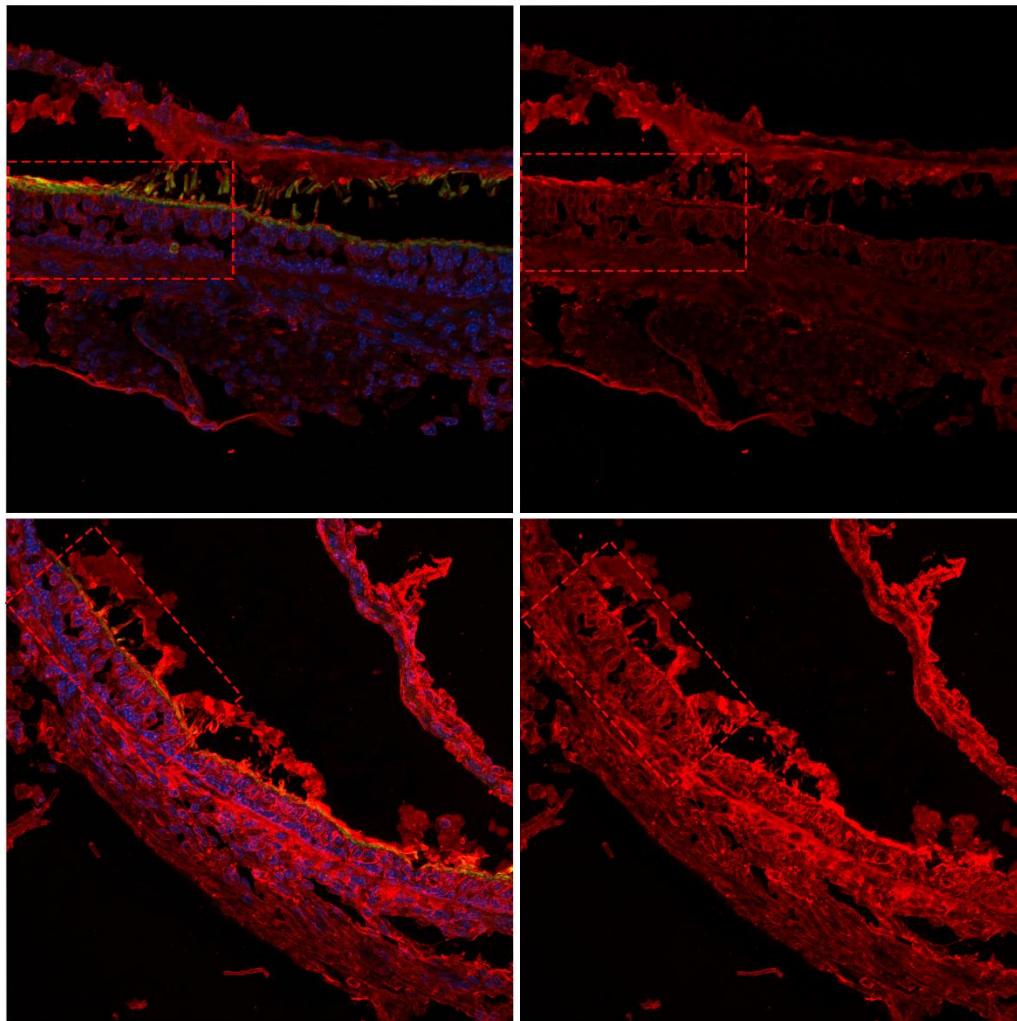

4C

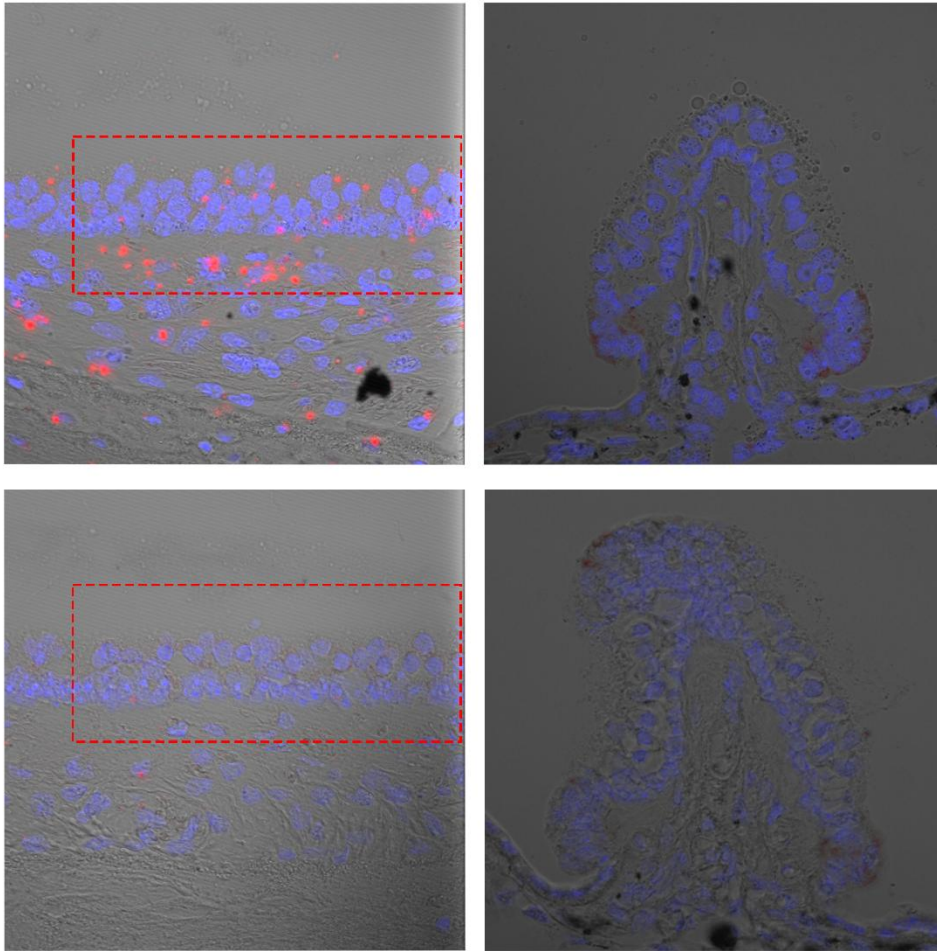

4D

4E

**Figure 5 source data**

**Figure 6 source data**

**6A-C**

6D-E

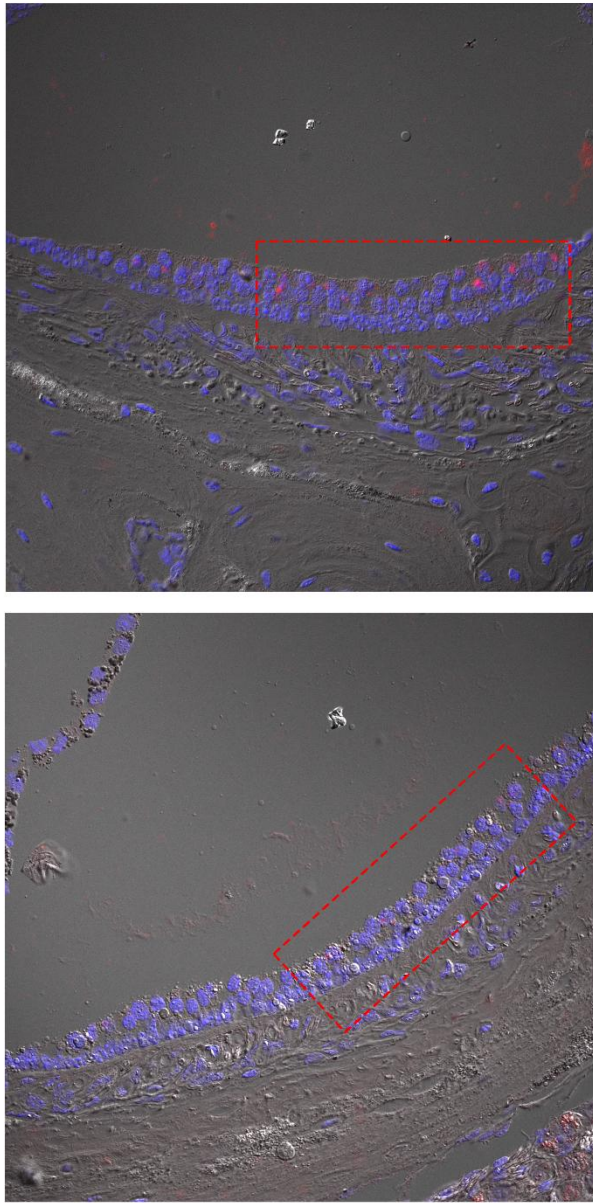

6F, G

**Figure 7 source data**

**7B**

Espn

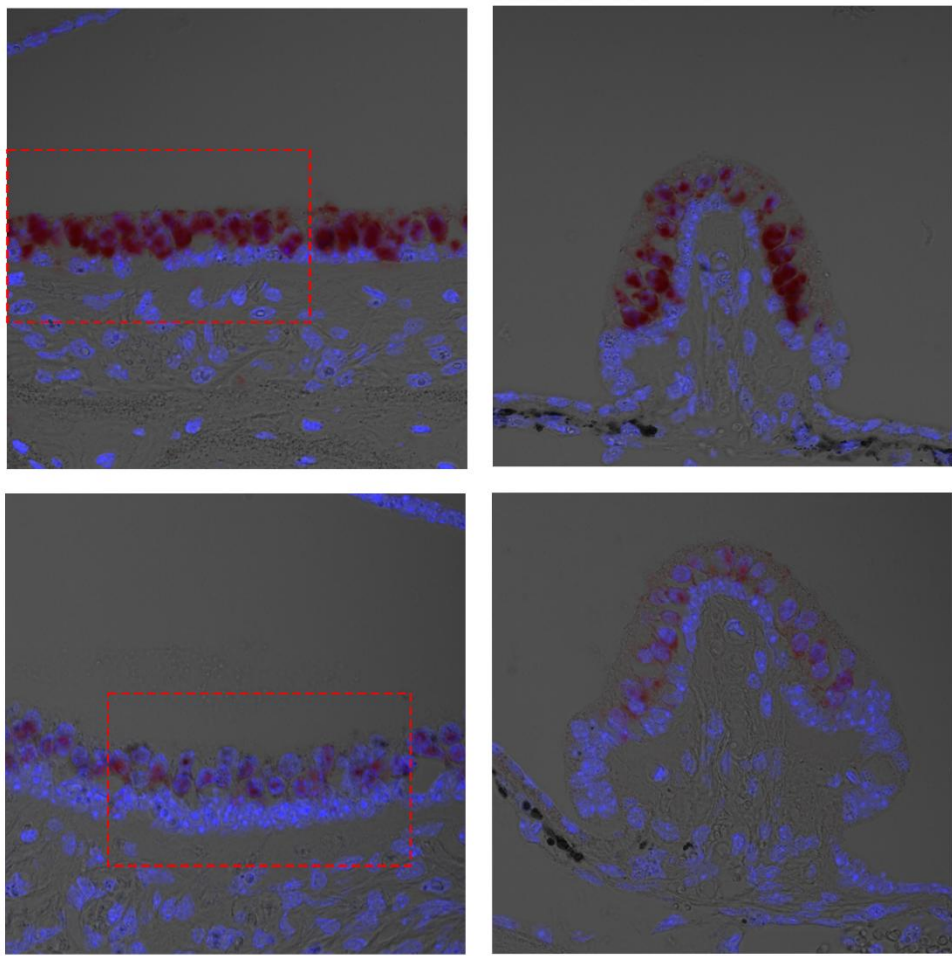

Pou4f3

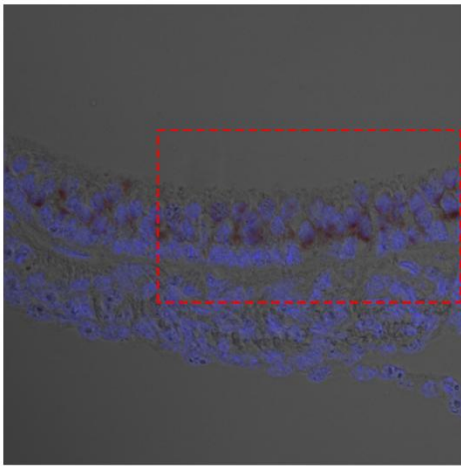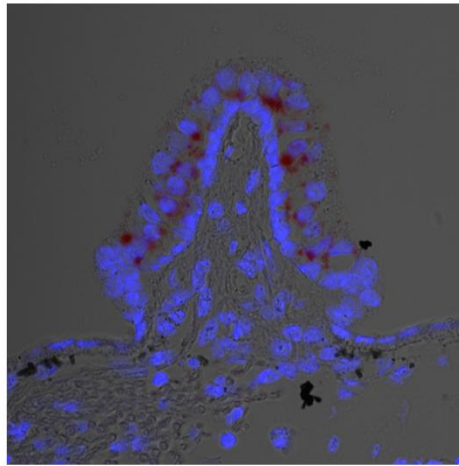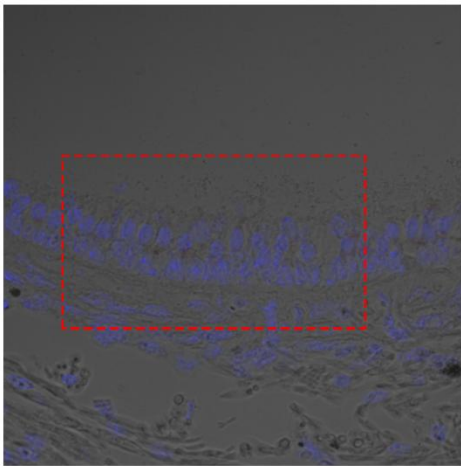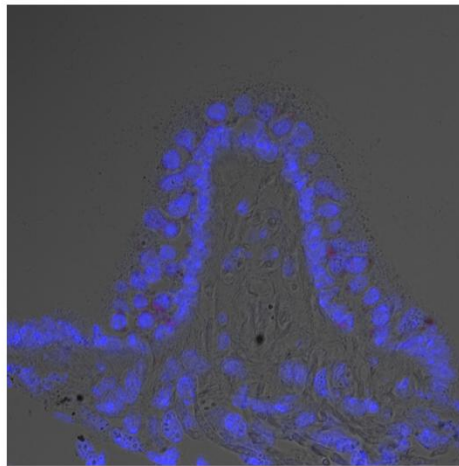

Fbxo2

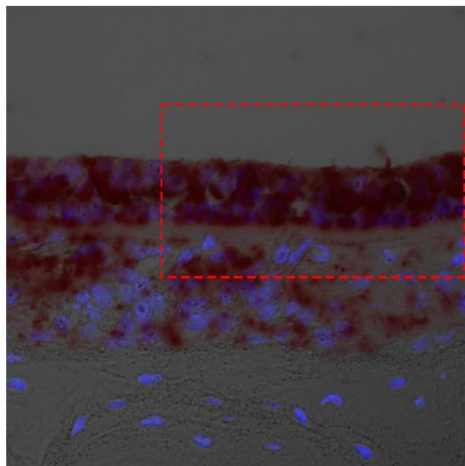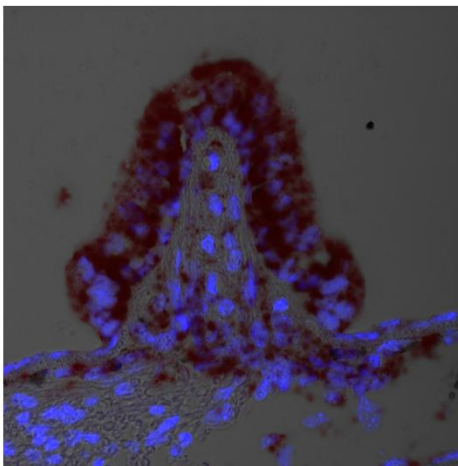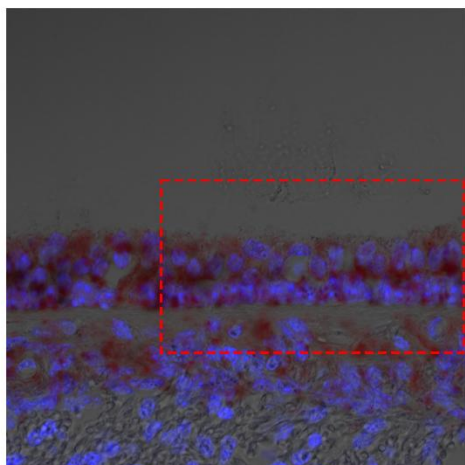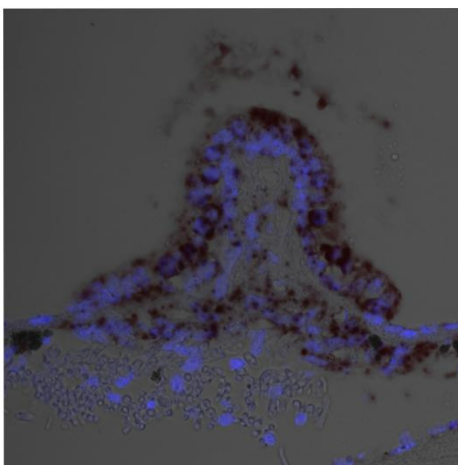

Tmc1

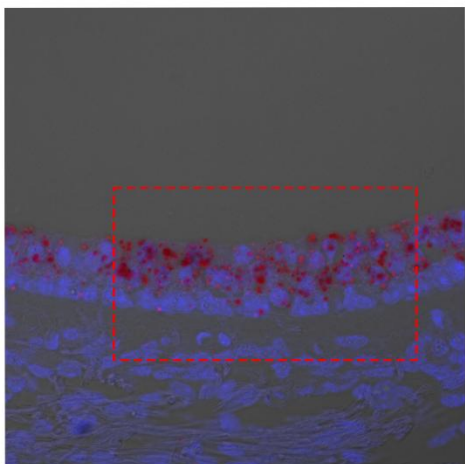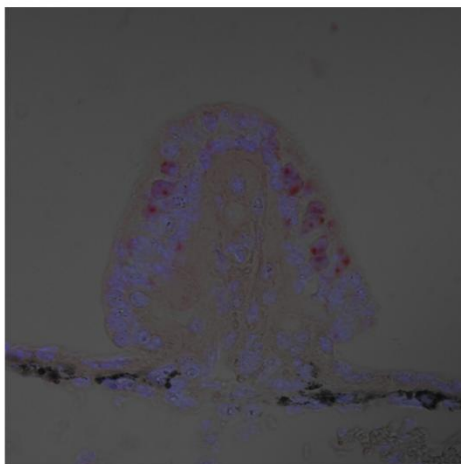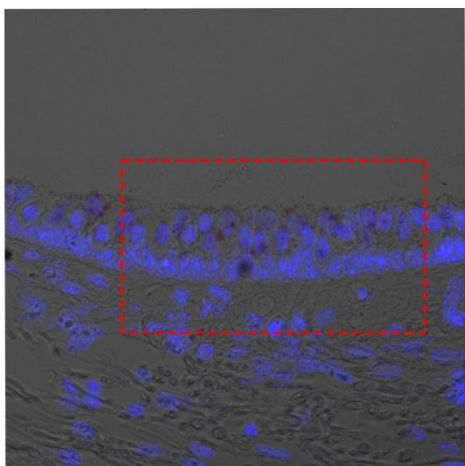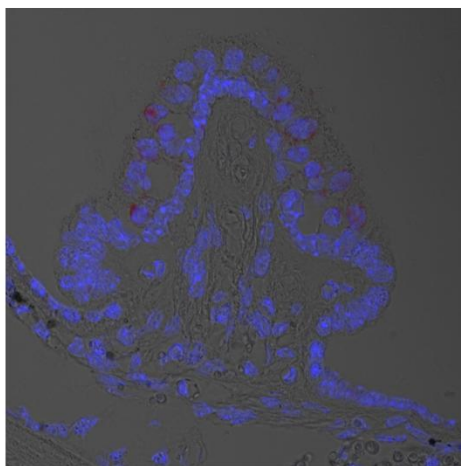

Atp2b2

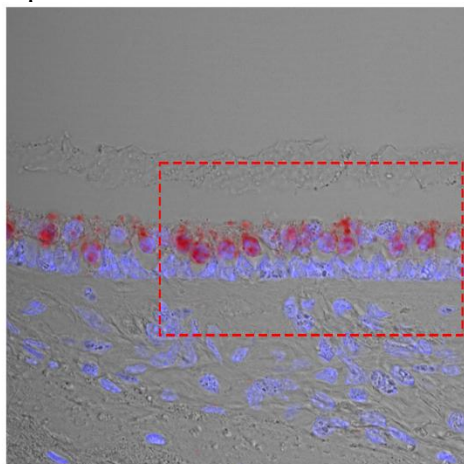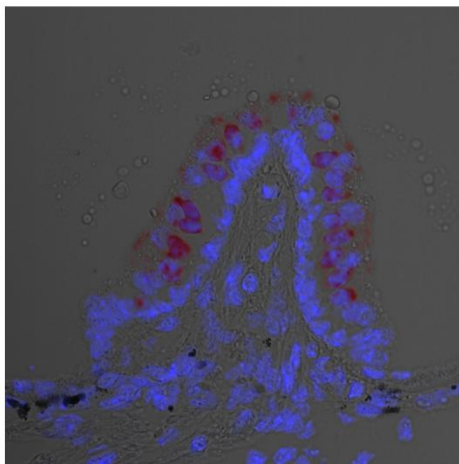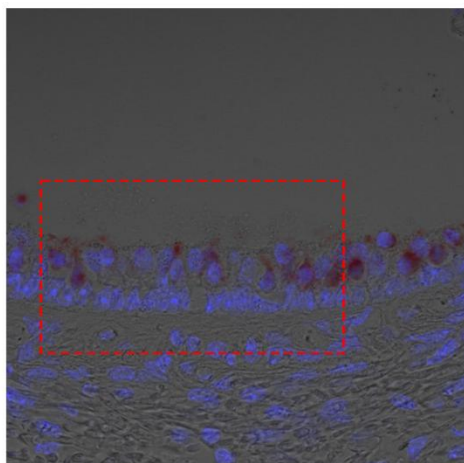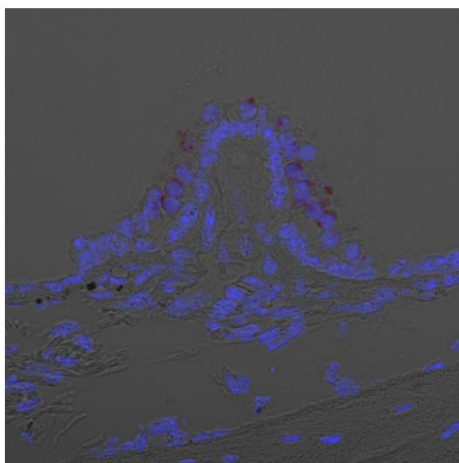

Homer2

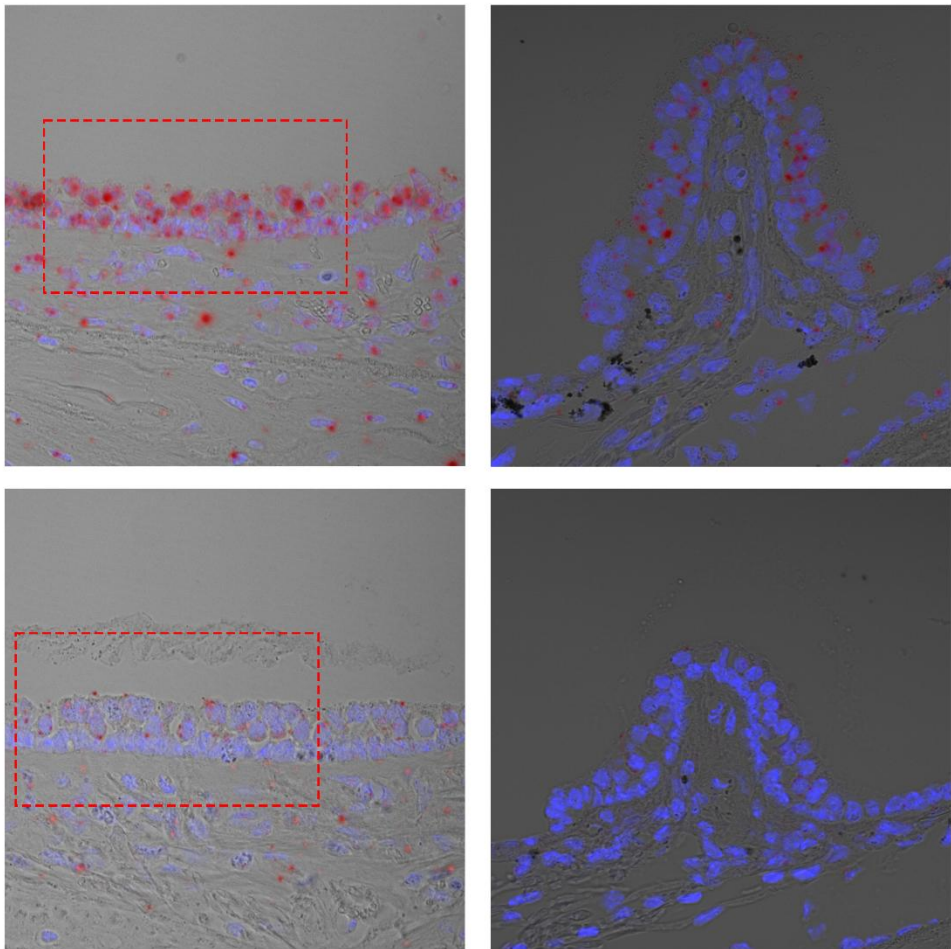

7C

7D

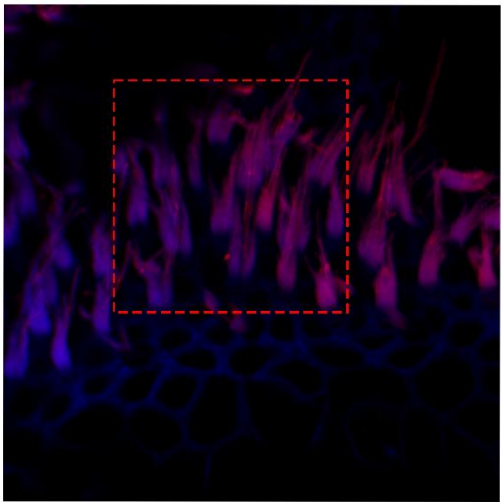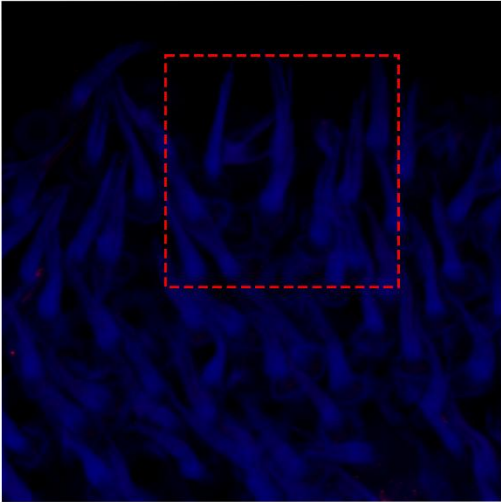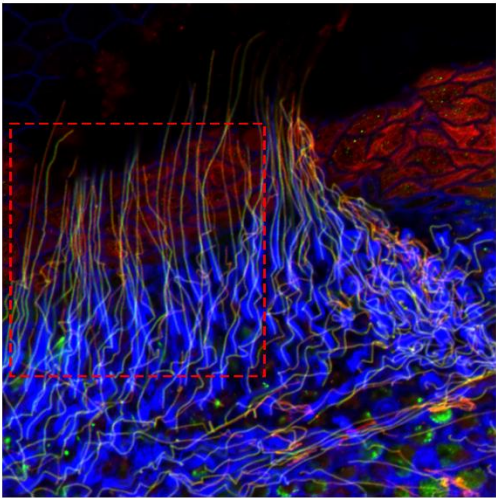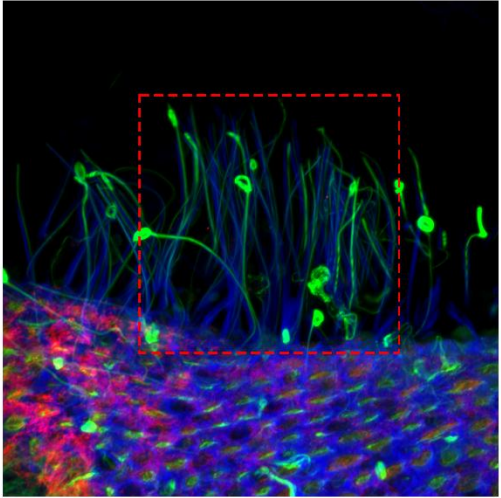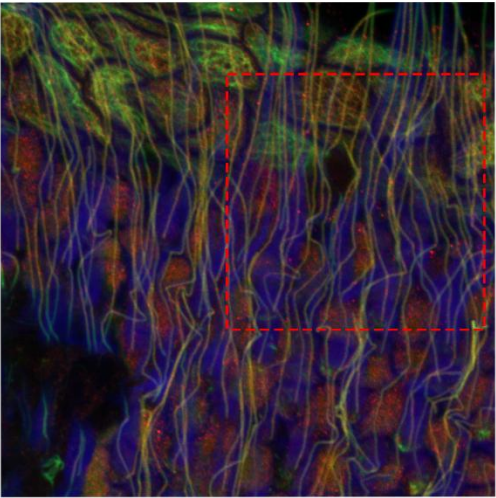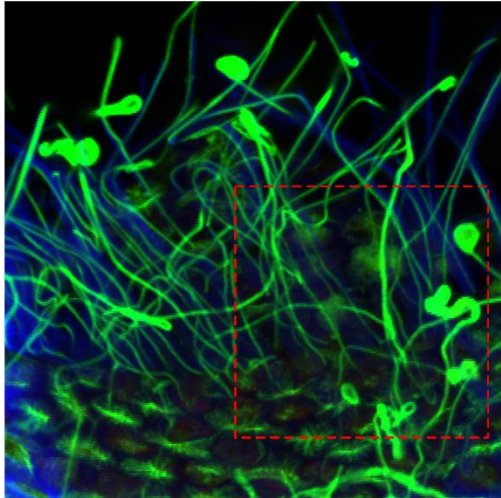

## Figure 8 source data

### SASP

### Proteostasis

## Autophagy

### DNA damage response/repair

### Oxidative stress response

### Intercellular communication and cell adhesion

## Epigenetics

### Sensory perception and hair cell functions

## Figure S1 source data

S1A, B

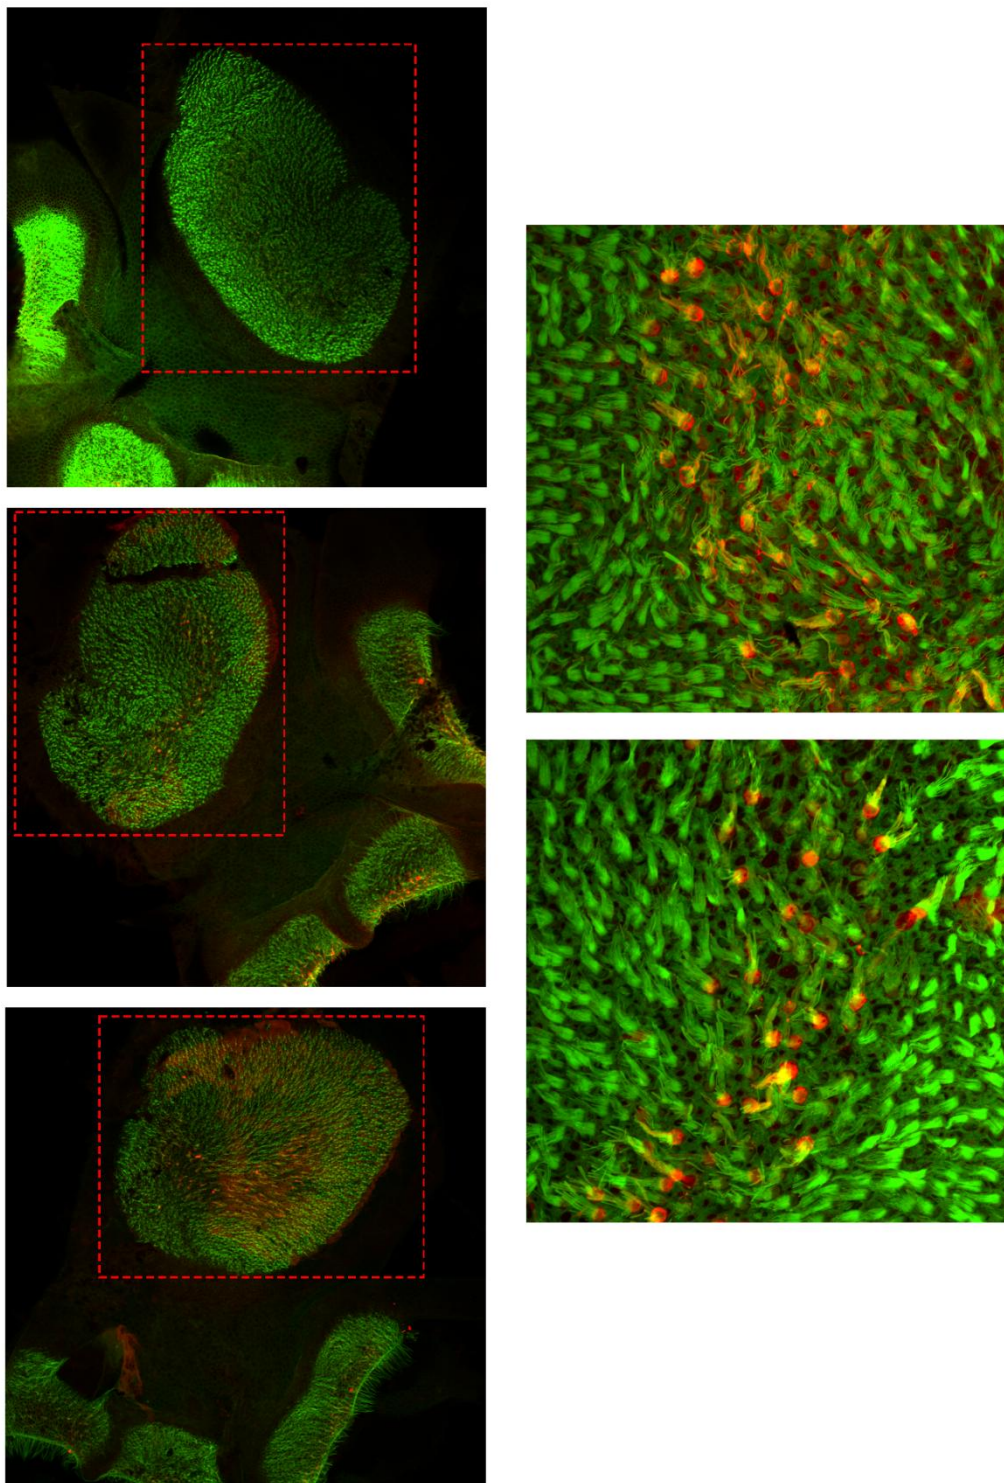

S1C

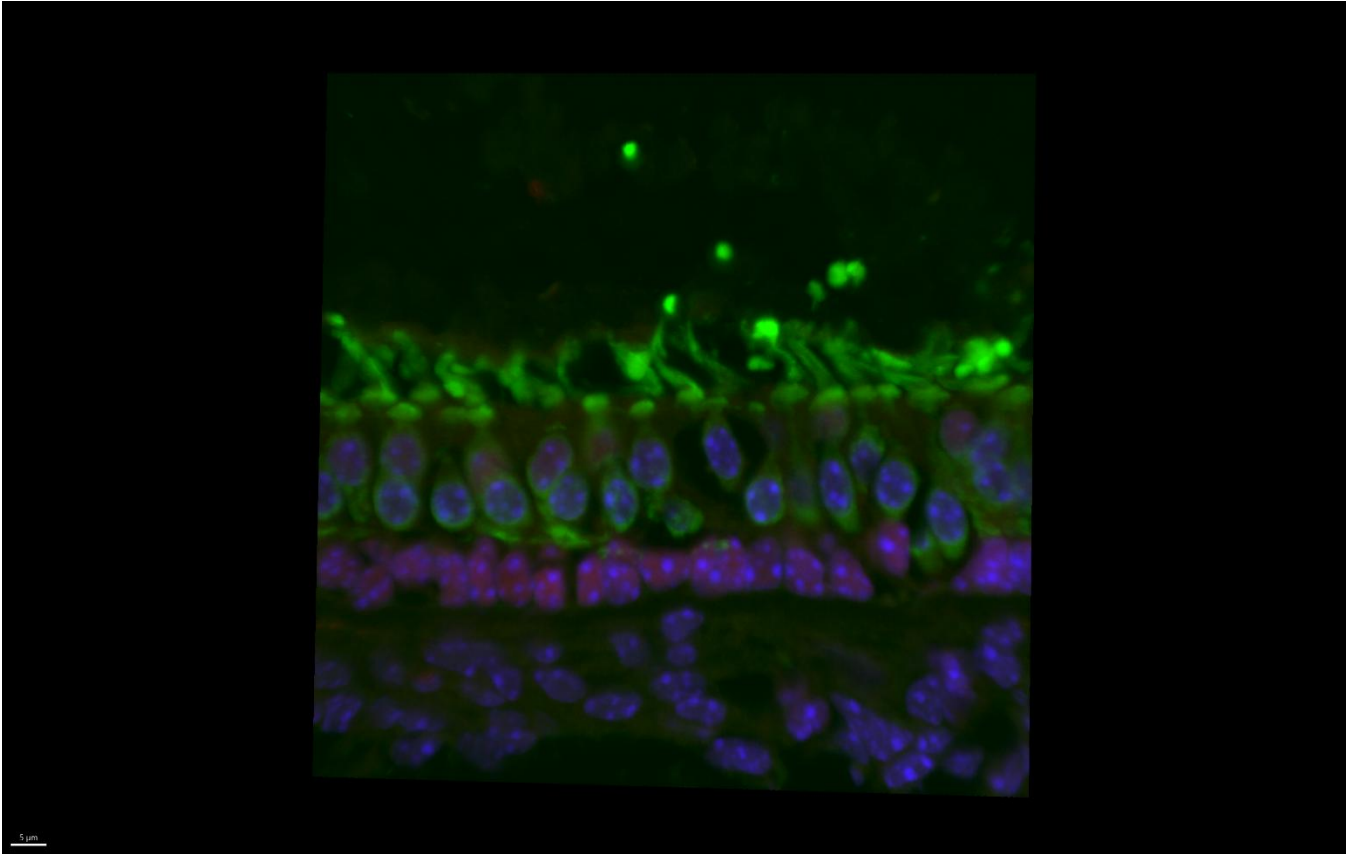

Figure S4 source data

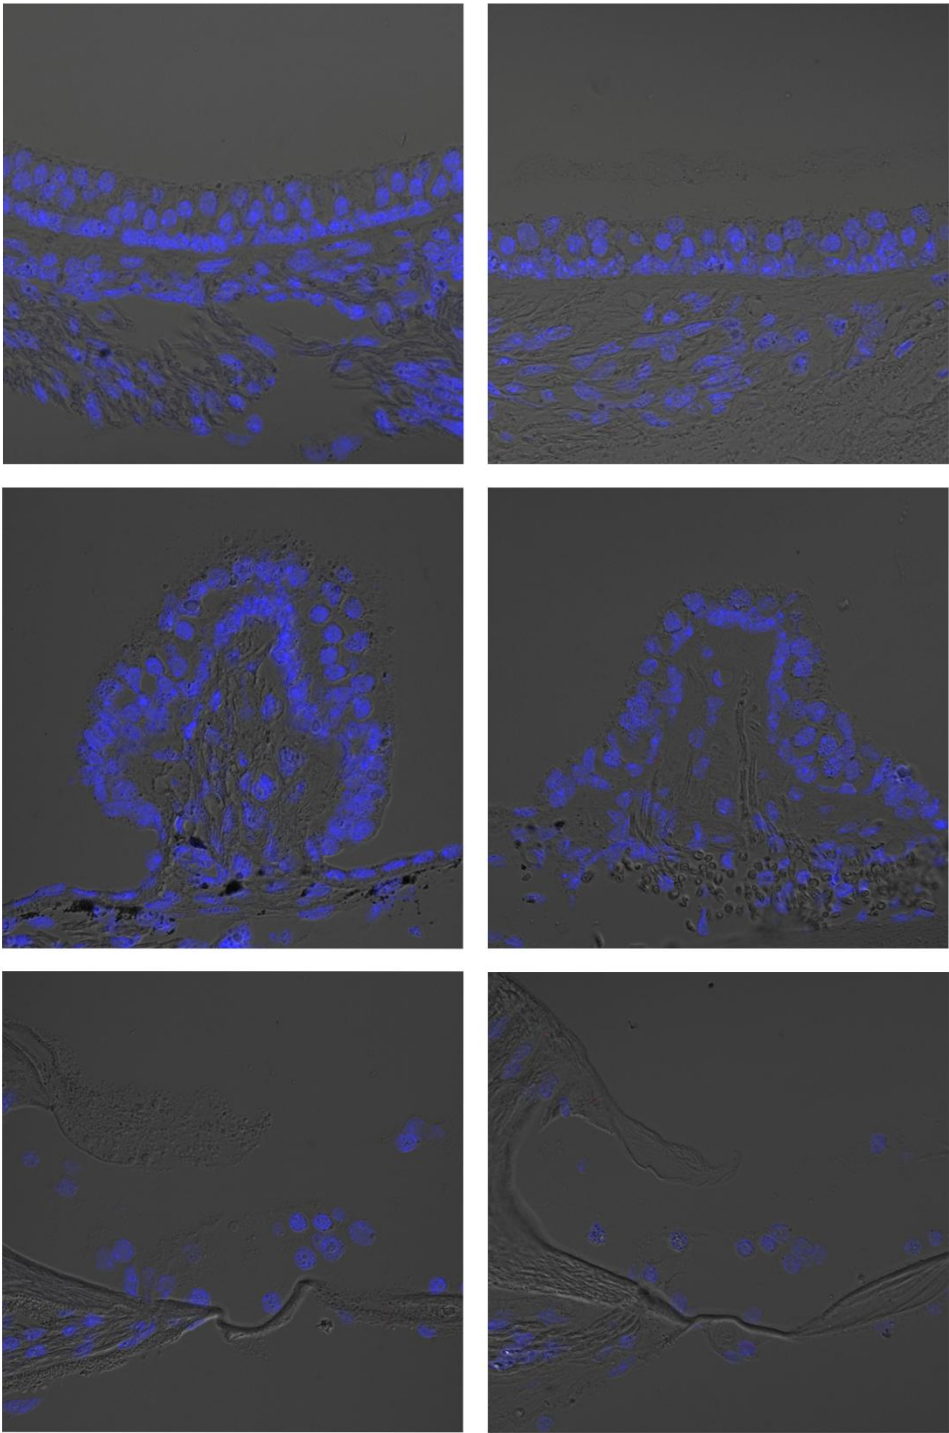

**Figure S5 source data**

**S5A**

**S5B**

### S5C

### S5D

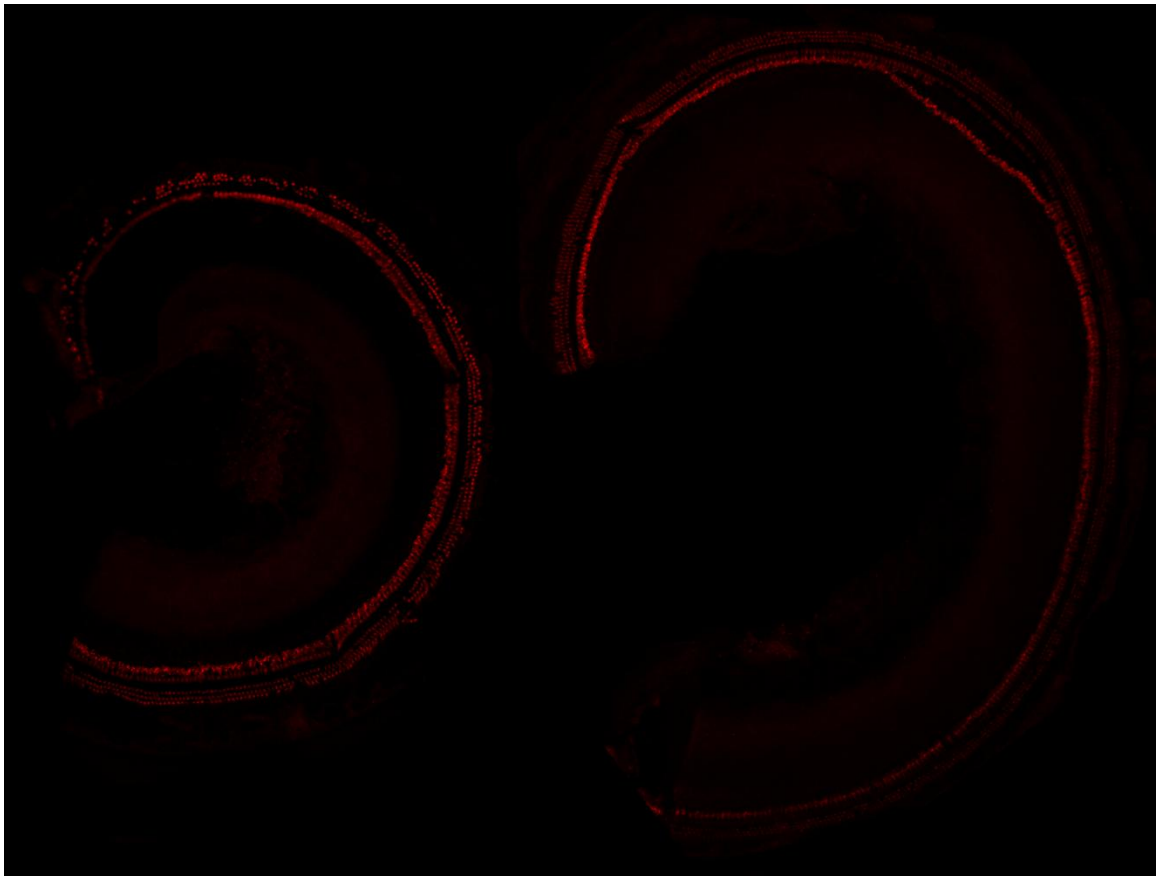

S5E

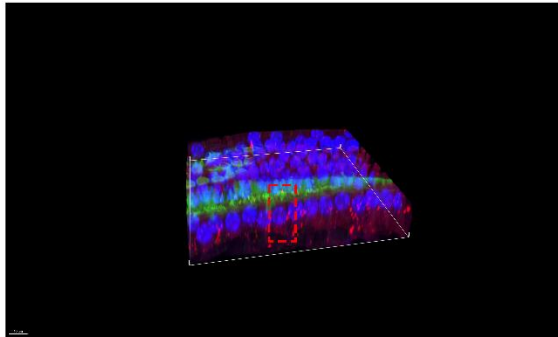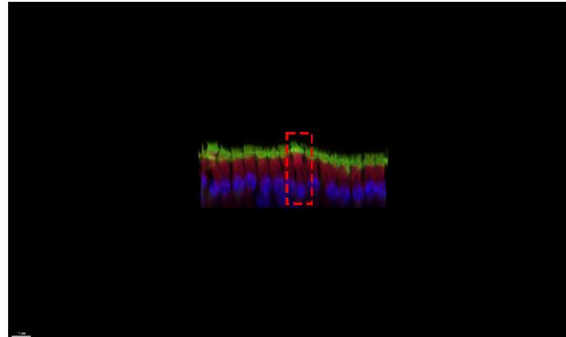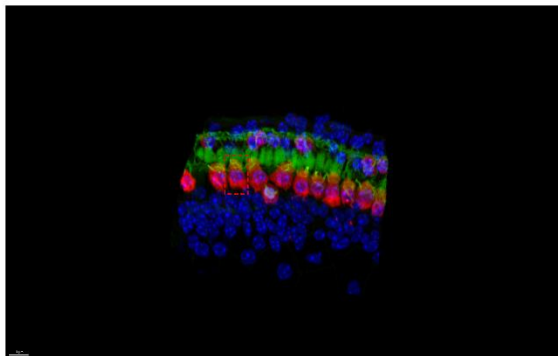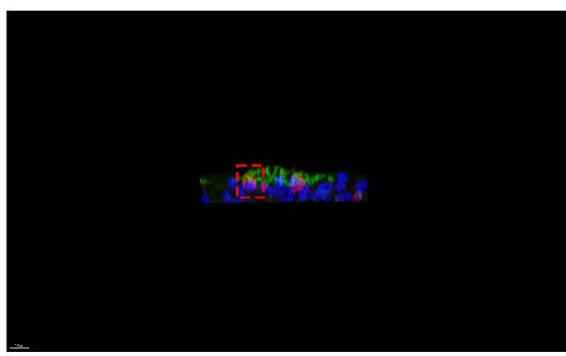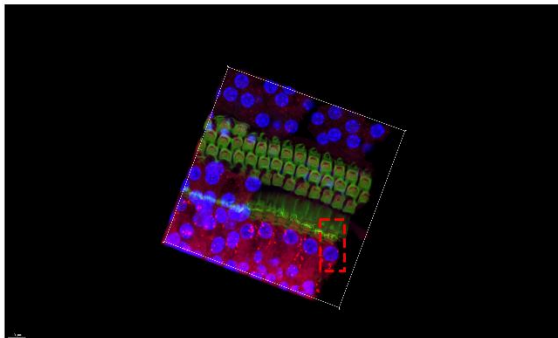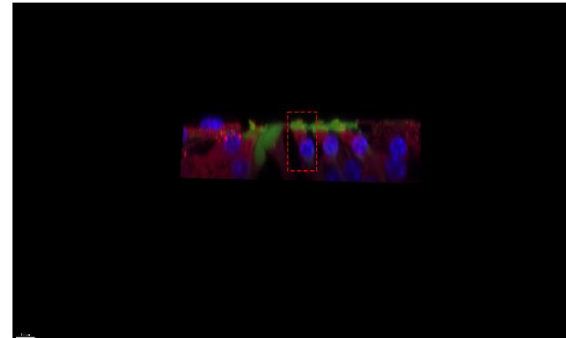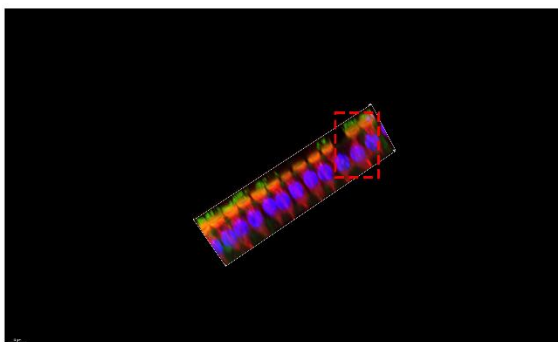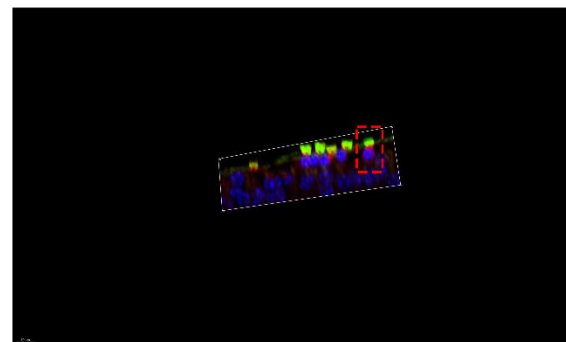

**Figure S8 source data**

**S8A**

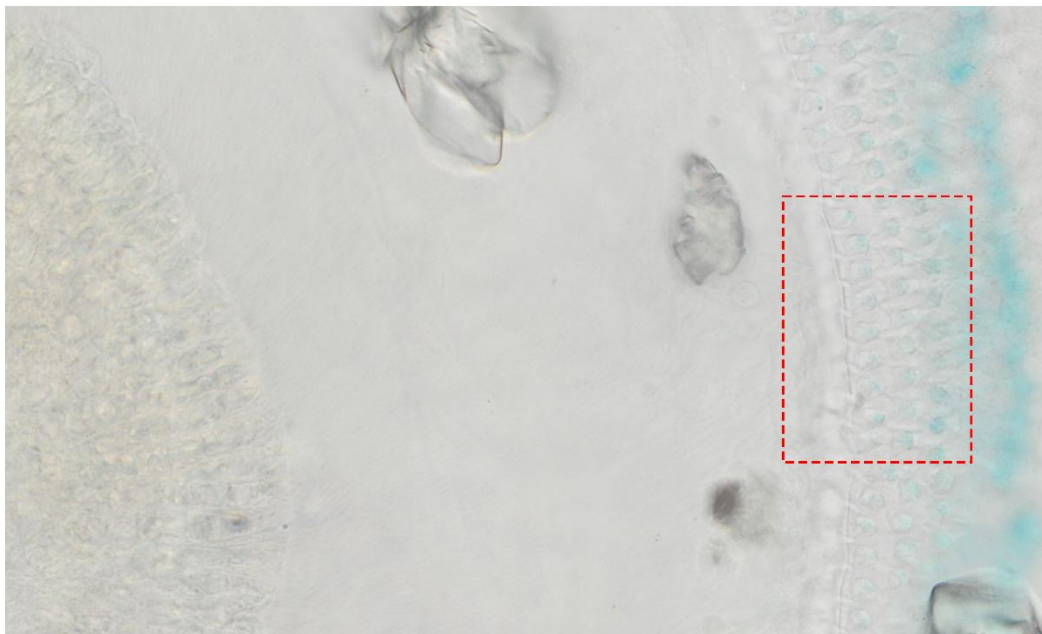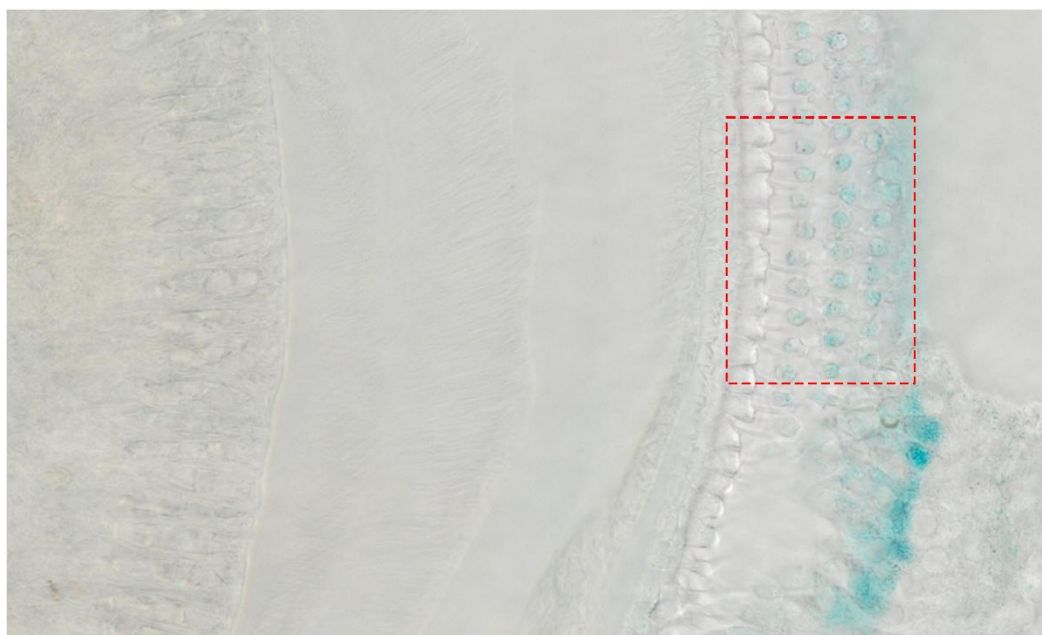

S8B

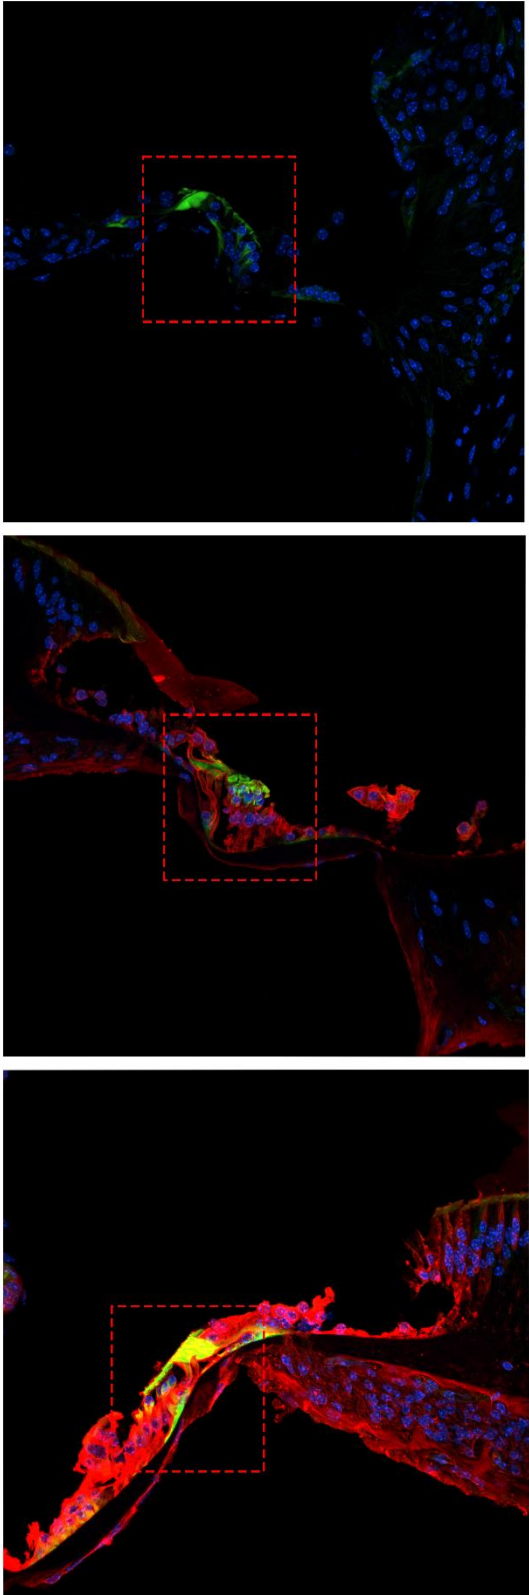

S8C

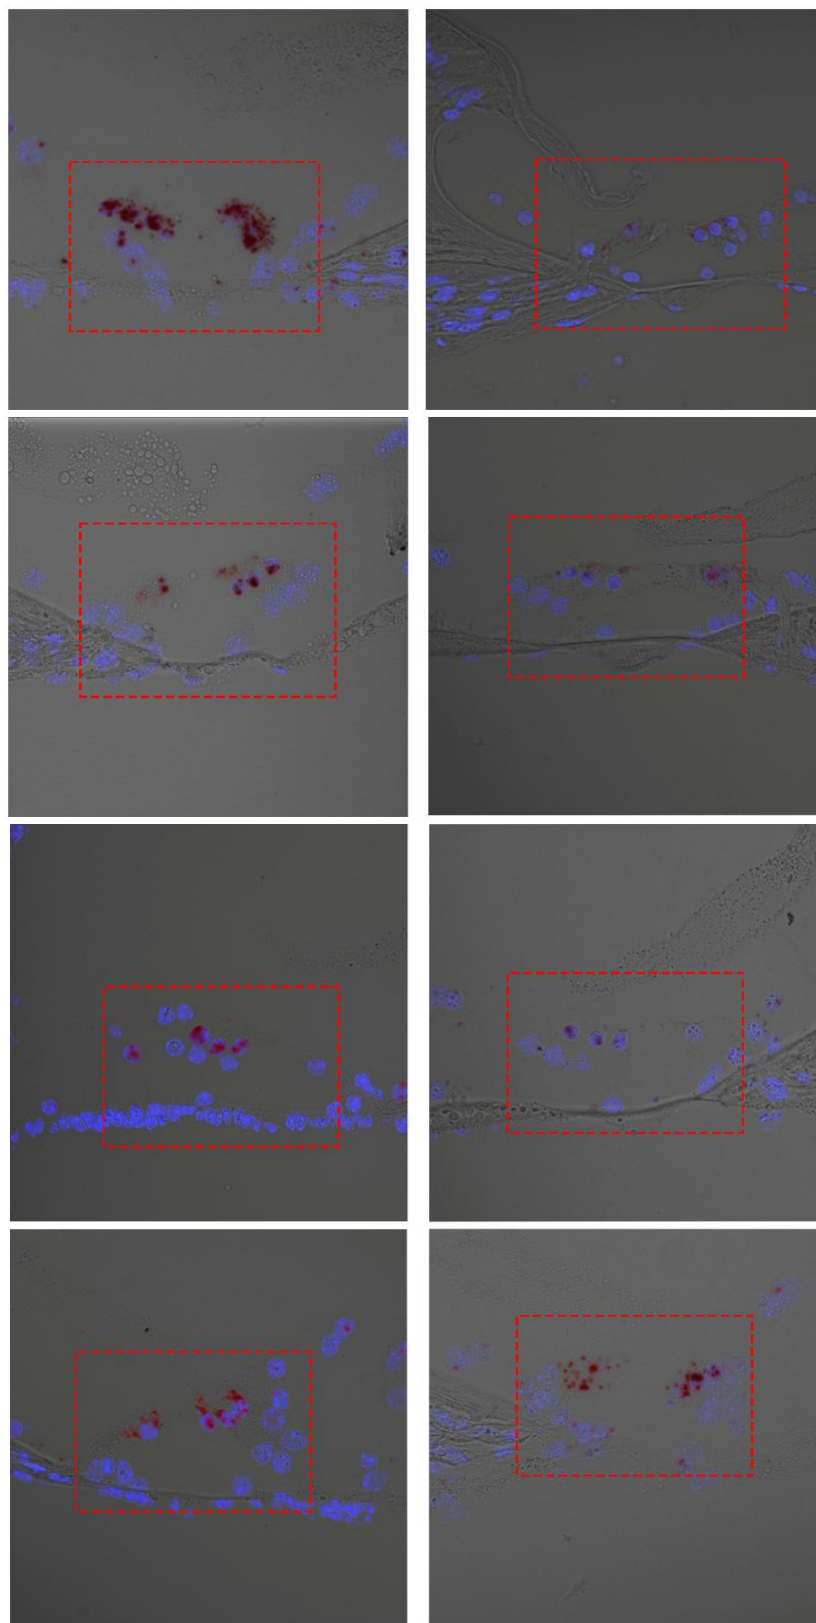

**Supplement:** Supplementary file 4 — Supporting File 4: advs76340‐sup‐0004‐Data.zip.

How the deposited data were processed for this re-analysis (not part of the article)

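Single-cell RNA sequencing libraries of old CBA/J mice were analysed, 5 of the cochlea and 5 of the vestibular organs. The paper used mice of both sexes, and several mice went into each library. Libraries of young mice were not analysed here, so no change with age was computed. The authors made the count of unique molecular identifiers (UMIs) per gene and cell barcode with CellRanger from reads aligned to mm10, and the deposited values are these raw counts in the barcodes called as cells, without normalization. The headers of the deposited files name version 5.0.1 for replicates 1 and 2 of both organs and version 6.1.2 for the others, while the paper names 6.1.2. As the versions are spread over both organs in the same way, they do not separate the organs.

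Replicates 1 and 2 of each organ were compared before they were averaged. Over the cells held by both, the counts of the same barcode had a median correlation of 0.956 in the cochlea and 0.970 in the vestibule, against 0.300 and 0.309 for other barcodes, and they differed by less than the sampling noise. Replicate 2 held 0.960 and 0.966 of the UMIs of replicate 1. The pair was counted as 1 sample, so that n was 4 per organ where 5 had been planned. The sums of the pair are the rounded mean of both files, and the cells, shares and thinned values are those of replicate 1.

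Cells were kept with at least 200 genes, at least 1000 UMIs and less than 25% mitochondrial UMIs, the limits in the paper. The paper also names ribosomal and blood content, for which its text gives no limit, and these were not applied. In Seurat 5.3.0 (R 4.3.3) the counts of each organ were log-normalized, and 2000 variable genes and 30 principal components were used to cluster the cells at resolution 1 without integration. Markers were fixed before the data were examined. A marker was enriched in a cluster where at least 25% of its cells had a UMI and the log2 fold over the other cells was at least 1, and at least 3 enriched markers of the 6 named a hair cell (HC) cluster. HCs were clustered again at resolution 0.5 to name type I and type II HCs, inner hair cells (IHCs) and outer hair cells (OHCs).

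The rules for leaving clusters unnamed were set after the clusters had been seen and with the paper's numbers of HCs known, and that leaving the mixed cochlear cells out brought the number of IHCs near the paper's was noticed when the rule was set. A cluster with HC markers was left unnamed where 5 or more of its 10 leading genes were among the 100 leading genes of another cluster. Mitochondrial and ribosomal protein genes were left out of this ranking. Before that exclusion the number of type I HCs was the same in the reported setting, but lower under several alternatives. Which subclusters are type I or type II rests on Sox2 against Adam11. Scrublet, run in scanpy 1.11.5, marked at most 3 cells in a library, too few for a caller that worked, and doublets were therefore not removed.

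Levels are counts per 1000000 UMIs of the HCs of a library, with the mean and SD of the 4 libraries. Shares of cells with a UMI are given beside those of macrophage-like cells, and again with each cell thinned to 1000 UMIs, for which no cell had to be left out. Intervals are exact binomial intervals at 95%, and a count of 0 was given the limit of 3 counts; both cover counting error only. At a claim, values are given for up to 3 of the most abundant and up to 3 of the least abundant genes that the paper names there, for the genes past the threshold with the largest change (up to 3 in each direction) and for those in Figures 6E and 7A. Over all genes, the 5 with the largest change in each direction were taken among those past the threshold whose libraries do not overlap between the organs, without genes over 4-fold higher in other cells. These rules were fixed before the data were examined. Gene positions are those of GENCODE M21 on GRCm38.

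For tests, UMIs were summed per library over the cells of a population with at least 5 cells and tested with edgeR 4.0.16, using TMM factors, its filter on low counts, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. Old cochlear HCs (cHCs) were compared with old vestibular HCs (vHCs), and type I with type II HCs. The standard error given with a log2 fold change is its size divided by the square root of the test's F statistic. For genes of few UMIs it can understate counting error. As the types were named from their expression, the second test was read only for genes the paper names, without the markers. This does not free its p-values from the clustering. The 8 lists of Figure 8 were tested with camera in limma 3.58.1 at a preset correlation of 0.01. On simulated counts with 200 genes changed by 2 on the log2 scale, the test of the organs called 95.1% of the 184 changed genes that passed its filter, and 6.91% of its calls were unchanged genes. For the types these values were 100% of 176 and 7.37%.

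Whether the replicate numbers pair the samples was checked with the correlation of deviations from the group means. Type I and type II HCs of 1 number come from 1 library, and their correlations were 0.286, 0.190, 0.257 and 0.247. Alternatives were other normalizations, DESeq2 1.42.0, no filter on low counts, a block for the replicate number, leaving out each library, thinned cells, and other limits, clustering, doublet removal and naming of cells. Every gene of the deposited count tables carries a name, and no column of values was left out.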

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

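All tests in this part were chosen only after the result was seen. Each level of a gene was looked at in the 4 libraries of a population, with the gap between the highest or lowest library and the nearest other one divided by the whole range and compared with the critical value at 95% of Dixon's test. Chance gives such a library in about 1 in 20 groups. Of 376 groups, 34 had one, all of them among the 373 gene levels (9.12%). Counting noise of few UMIs was tested with Poisson counts drawn around the mean of each group. Over 10000 draws the number had a median of 23 and lay between 8 and 42, and 1.49% of the draws gave 34 or more. The test as first written asked whether 34 lies within the range of 100 draws; of 100 sets of 100 draws, 82 reached it and the others did not, so that this test does not decide. Counting noise may give much of the number, and whether it gives all of it stays open.

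In cHCs, 16 of 102 levels had a library far from the others, and replicate 1 was that library in 12 of the 16 (75.0%). It was the highest for Actb (gap over range 0.908), B2m (0.981), Edem1 (0.919), Foxo3 (0.904), Gabarapl1 (0.906), Grhl2 (0.896), Nfe2l2 (0.893) and Tmc1 (0.976), and the lowest for Lrrc52 (0.901), Mbd2 (0.936), Otof (0.951) and Prkaa1 (0.887). The largest gaps in level were those of B2m, at 1369 CPM in replicate 1 and at most 25.35 CPM in the others, and of Otof, at 60.4 CPM in replicate 1 and at least 1590 CPM in the others. Among the remaining cochlear levels it was replicate 3 for Cox4i2 (1.0), replicate 4 for Atf6b (0.861) and replicate 5 for Kif3a (0.872).

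Replicate 1 of the cochlea has no named IHC, which may account for part of these levels. With OHCs alone in every library, replicate 1 still lay far from the others, on the same side, in 4 of the 12 genes, namely Actb, B2m, Grhl2 and Mbd2. With OHCs alone there are fewer UMIs and a wider spread, which by itself makes such a gap harder to see. The lack of IHCs is itself a product of the rule that left mixed clusters unnamed, since 25 cells of replicate 1 with IHC markers were set aside. With these clusters kept, replicate 1 was still apart in 5 of the 12 genes, namely Actb, B2m, Foxo3, Grhl2 and Nfe2l2, and Otof was at 1426 CPM in it. For the other 7 the naming rule is a candidate explanation, but Lrrc52 (0.824) and Gabarapl1 (0.813) ended just under the critical value. For Tmc1, replicate 1 was at 394.6 CPM beside 382.8 CPM in replicate 3, and the largest gap (0.813) was that of replicate 4, at 271.1 CPM. For Otof the largest gap (0.716) was that of replicate 5, at 2120 CPM. The gap of replicate 1 fell to 0.225 for Mbd2. For Prkaa1 (0.493) replicate 1 was then the highest library and no longer the lowest. Actb, B2m and Grhl2 stayed apart both ways, so that neither the lack of IHCs nor the rule accounts for them. Grhl2 rests on 10 UMIs, and the level of B2m depended on which cells of replicate 1 were called OHCs. Replicate 1 was also counted with another version of CellRanger than replicates 3 to 5, and 48.1% of its cells with HC markers were set aside; these properties belong to 1 cochlear library and were not separated. No biological explanation was tested, as the libraries are replicates of 1 condition.

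In type II HCs, 9 of 76 levels had a library far from the others. Replicate 1 was the highest for Atg16l1 (0.942), Atoh1 (0.866), Homer2 (0.860) and Tubb4b (0.841), and the lowest for Itgb1 (0.919). Replicate 3 was the highest for Dnaic1 (0.896) and the lowest for Mgmt (0.845), and replicate 4 was the highest for Nefl (0.898) and Smarca1 (0.906). In type I HCs, 1 of 78 levels did, with replicate 4 the highest for Prkaa2 (0.830), at 4.55 CPM on 13 UMIs in all.

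In vHCs, 8 of 117 levels had a library far from the others. Replicate 1 was the highest for Mpv17 (0.892), Prkaa1 (0.849) and Syt13 (0.858), replicate 4 for Ctcf (0.923) and Kif3a (0.960), and replicate 3 for Casp12 (1.0), which had 4 UMIs in all. Replicate 3 was the lowest for Pex10 (0.867) and replicate 5 for Tekt2 (0.925). No explanation for the levels in vHCs or in the 2 HC types was tested beyond counting noise.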

How the results depend on the processing

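The settings below were fixed before the data were examined, except 9 that were chosen after seeing the data: the file of replicate 2 in place of replicate 1, replicates 1 and 2 counted as 2 libraries, removal of the highest Scrublet scores, mixed clusters kept, mitochondrial and ribosomal protein genes ranked, OHCs alone, the version of the read counter as a term, libraries of the later version alone, and the number of cells and the ratio without each library. The cause of a change was not tested unless stated.

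Numbers of cells depended on how cells were chosen, while clustering resolutions of 0.5 and 2, Scrublet's own calls, the file of replicate 2 and the ranking of mitochondrial and ribosomal protein genes left all of them within their counting intervals. A minimum of 500 UMIs gave 1846 vHCs, of which 1626 were type I and 220 type II, and 298 cHCs, of which 180 were IHCs and 118 OHCs. A minimum of 2000 UMIs gave 1432 vHCs, 1217 type I and 215 type II HCs, and 111 cHCs, 52 IHCs and 59 OHCs. A limit of 10% mitochondrial UMIs gave 1392 vHCs, 1179 type I and 213 type II HCs, and 60 cHCs, 27 IHCs and 33 OHCs. The marker rule per cell gave 1995 vHCs, 482 type II HCs, 206 cHCs and 124 IHCs. Integration with RPCA gave 237 type II HCs. Counting replicates 1 and 2 as 2 libraries gave 1978 vHCs, 1660 type I and 318 type II HCs, and 267 cHCs, 166 IHCs and 101 OHCs. Removal of the highest Scrublet scores gave 1456 vHCs, 1231 type I and 225 type II HCs, and 186 cHCs and 113 IHCs. Mixed clusters kept gave 2273 vHCs, 2053 type I and 220 type II HCs, as 68 type II HCs became type I in the new clustering, and 229 cHCs and 149 IHCs.

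Leaving out each library in turn gave from 975 to 1570 vHCs, from 817 to 1334 type I HCs, from 158 to 236 type II HCs, from 72 to 136 cHCs, from 23 to 70 IHCs and from 49 to 72 OHCs, the lowest without replicate 3 in each case, by construction, as fewer libraries were counted. The ratio of type I to type II HCs lay between 5.00 and 5.65 over these fits. It was 7.39 with a minimum of 500 UMIs, 3.14 with the marker rule per cell and 9.33 with mixed clusters kept.

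The number of genes that differ between cHCs and vHCs was 2076. It was 3185 without the filter on low counts, where more genes were tested, 3438 with a minimum of 500 UMIs and 3839 with replicates 1 and 2 counted as 2 libraries. It was 1323 with a limit of 10% mitochondrial UMIs. With every HC thinned to 1000 UMIs, 683 genes passed, as only 2571 genes had enough counts; of the 2076 genes 850 could be tested there, 603 of them passed, and the fold changes had a slope of 1.02 on the original ones. The 8 fits that each left out one library gave from 1607 genes, without cochlea replicate 3, to 2659, without cochlea replicate 1. The other settings gave between 1592 genes, with OHCs alone, and 3026, with mixed clusters kept. DESeq2 gave 2115 genes, and 1985 of the 2076 were among them.

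The replicate numbers of the 2 organs were not taken as a pairing, as the correlations of deviations for equal numbers were 0.084, 0.079, 0.119 and 0.043 and not all over 0.1. With the replicate block, 1825 genes passed between the organs.

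Between type I and type II HCs, 54 of the named genes passed over all genes tested and 59 adjusted over the list alone. With every HC thinned to 1000 UMIs these were 30 and 32, where 121 genes had enough counts in place of 219. The fits that each left out one library gave from 38 to 53 and from 45 to 57. With the replicate block they were 81 and 87, and the block changed no other call of a gene list.

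Among single genes, the sign of B2m turned from higher in cHCs (3.13) to higher in vHCs in 9 settings. Its log2 fold change was -1.17 without cochlea replicate 1, -1.37 with RPCA, -1.30 with a minimum of 500 UMIs, -1.37 with 2000 UMIs, -1.84 without Scrublet's calls, -0.97 with the marker rule per cell, -1.35 with replicates 1 and 2 as 2 libraries, -1.85 without the highest Scrublet scores and -1.20 with libraries of the later version of the read counter alone. Leaving out each library gave from -1.17 to 3.71, and the high level rests on cochlea replicate 1. That library held 27 OHCs in the reported setting. It held 24 with RPCA, without Scrublet's calls and with the marker rule per cell. The number was also 24 with replicates 1 and 2 as 2 libraries and without the highest Scrublet scores. B2m turned in all of these settings with 24, so its level depends on which cells of replicate 1 are called OHCs. For Otof the value turned from 0.28 to -3.24 with OHCs alone, a setting that leaves out the cells in which Otof is a marker. For Tmod1 it turned from -0.96 to 1.96 with a minimum of 500 UMIs, 0.21 with the marker rule per cell, 2.08 with replicates 1 and 2 as 2 libraries, 1.69 without the highest Scrublet scores and 0.14 with mixed clusters kept. Of the other log2 fold changes between the organs over all settings, 2704 kept their sign and their side of the threshold, 69 lost and 74 gained an adjusted p under 0.05. Between the types 118 kept both, 6 lost and 2 gained it.

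No list of Figure 8 passed under camera, with an unadjusted p under 0.05 for 2 of them, and 1 of them, Autophagy, passed with an estimated correlation (adjusted p = 0.0268). Under fry 4 passed with the other sign, DNA damage response/repair (adjusted p = 0.000403), Epigenetics (0.000716), SASP (0.0326) and sensory perception and HC functions (0.0387). By construction fry sets a list against no change, and camera sets it against the other genes.

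Levels with TMM factors lay within 1 SD in all 402 comparisons. Leaving out a library moved the mean by over 1.5 times in 31 of 363 levels with over 3 UMIs, 18 of them in cHCs, as for B2m in cHCs, which fell from 352 to 13.3 CPM without replicate 1. Thinning moved 367 shares of cells with a UMI beyond their binomial interval and left 35 within it, as fewer UMIs per cell give lower shares. Depth limits cHCs most, with 732388 UMIs in all against 7379777 in vHCs: a gene without a UMI in cHCs can still be at 4.10 CPM.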

Differences from the paper's values

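For the numbers that the paper states in its text, none of the values reported at the claims was more than 1.5 times above or below the paper's, while some alternatives at the same limits on cells were. The values were 1489 type I HCs against the paper's 1651, 278 type II HCs against the paper's 230, a ratio of 5.36 against the paper's 7.2, and 150 cHCs against the paper's 149. The rules that leave clusters unnamed were set with the paper's numbers known, so the closeness of these numbers is not independent evidence. With the clusters that these rules leave out kept, a setting chosen after seeing the values, there were 2053 type I HCs, 68 of them named type II before, a ratio of 9.33 and 229 cHCs, the last over 1.5 times the paper's number. For the values read by eye, 70 IHCs and 80 OHCs were called against about 77 and about 72 in Fig. S6H, and 17523 and 15241 genes were seen in type I and type II HCs against about 15000 and about 13000 in Fig. S3B.

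Among the alternatives set before the data were examined, 3 gave values over 1.5 times from the paper's. The rule on markers per cell gave 482 type II HCs, a ratio of 3.14 and 124 IHCs. A minimum of 500 UMIs gave 298 cHCs, 180 IHCs and 118 OHCs. A limit of 10% mitochondrial UMIs gave 60 cHCs, 27 IHCs and 33 OHCs.

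Some settings came closer to the paper's values, different ones for different values, and none is taken for the paper's method. A minimum of 500 UMIs gave 1626 type I HCs, 220 type II HCs and a ratio of 7.39. Integration with RPCA gave 237 type II HCs and 149 cHCs. Removal of the cells that Scrublet marked gave 72 IHCs and 78 OHCs. Genes with a UMI in at least 3 cells were 14644 in type I and 12561 in type II HCs, and 14425 genes were seen in type I HCs drawn to the number of type II HCs. Counting replicates 1 and 2 as 2 libraries, a setting chosen after seeing the values, gave 1660 type I HCs, but 318 type II HCs and 267 cHCs. Removal of the highest Scrublet scores, also chosen after seeing the values, gave 225 type II HCs and 73 OHCs, but 1231 type I HCs and 186 cHCs.

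The paper names version 6.1.2 of CellRanger, and the headers of the deposited files of replicates 1 and 2 name 5.0.1.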

Other observations

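Of the tests in this part, those on the replicate pairs, on mixed clusters and their UMIs, with OHCs alone, with the version of CellRanger and on the directions under universal hallmarks were chosen only after the result was seen, and the alignment of Table S1 after its columns had been seen.

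Old cHCs and old vHCs differed in 2076 of 7700 genes. The 4 libraries of the organs did not overlap for 1652 of these, and for 2162 of the genes tested, where chance gives 2.86%. Of the 35 splits of the 8 libraries into 4 and 4, only the real one gave as many genes, and no other split gave any; 2812 genes had an unadjusted p under 0.05 in the real one. Free RNA from other cells would put most of the genes over 4-fold higher in the other cells of the organ where they are higher; 1.45% were, and 9.49% were higher there at all. In the other cells of either organ, 258 of the genes were over 4-fold higher. With HCs thinned to 1000 UMIs, 99.76% of those that could be tested had the same sign, and 603 of these 850 genes still passed. The rest of the 2076 had too few counts to be tested. For the 850 this argues only against unequal weights of cells in the sums. Thinning draws from the same cells, which keeps most signs by construction. It cannot decide whether the cells captured differ in quality or kind along with their UMIs. With OHCs alone, 96.6% of 1821 genes had the same sign and 1173 passed. Both versions of CellRanger stand in both organs alike, so that a term for them could not turn the contrast. With libraries of the later version alone, 3 against 3, 94.41% of the 2076 genes still passed with the same sign, which argues against the versions. The organs also differ in dissection and in the makeup of the tissue, which the design does not separate from the kind of HC.

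The 5 genes with the largest change towards cHCs were Slc26a5, 9230102O04Rik, Lmod3, Lrrc52 and Gcnt4. Slc26a5 had 394 UMIs in cHCs and 2 in vHCs, a ratio of 1985 at equal depth (95% exact interval 545.9 to 16450), and Lrrc52 had 107 and 2, a ratio of 539 (146 to 4509). The other 3 had no UMI in vHCs; set against a floor of 3 UMIs at equal depth, they were 305.6-fold, 215-fold and 90.69-fold higher in cHCs. Among the genes with the largest change towards vHCs were Gm4791, Gm45261, Tekt2 and Syt13, with no UMI in cHCs and, against the same floor, 59.31-fold, 46.31-fold, 35.16-fold and 21.47-fold higher in vHCs. The symbols of the genes named here do not occur in the paper's text.

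No list of Figure 8 passed between the organs under camera, so all 35 of the 35 splits gave a result as large; the largest other split gave 1 list. Between type I and type II HCs, 1 of the 8 splits that part every pair gave as many genes, the real one, and the others gave none. With 8 splits the share cannot fall under 0.05. The types are also clusters of the same counts, which favours the real split in advance.

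Replicates 1 and 2 of each organ held the same cells, with a chi-square per gene of 0.127 in the cochlea and 0.122 in the vestibule over the cells in both, where sampling noise gives about 1 and replicate 1 against 4 gave 35.5 and 55.5. This is consistent with a single library whose reads were counted 2 times, possibly with different reads or settings, as 162625 entries were higher in cochlea replicate 1 and 87897 in replicate 2.

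HC clusters with genes of supporting cells were set aside, with a median of 11406.5 UMIs in the vestibule and 13670 in the cochlea. If they were droplets with 2 cells, their median would lie near that of an HC and a supporting cell added together. In the vestibule the partner cluster, the one with most markers of supporting cells, was led by genes of mesenchyme, and the median was 1.80 times that of pairs simulated with it. Another partner, the unnamed cluster with most leading genes in common, was chosen for this reason after the first was seen and gave 1.73 times. In the cochlea it was 2.14 times. Against the named HCs the median was 2.82 times as high in the vestibule and 4.10 times in the cochlea. The set-aside cells of the cochlea carry IHC markers, while its named HCs include OHCs, with a median of 2761.5 UMIs. The subclusters named IHC had medians of 10373 and 1778 UMIs, so the cochlear ratios depend on which HCs are taken. Neither outcome that was written down for pairs came out. With all cells thinned to 1000 UMIs, the set-aside cells had 11.64 times as many markers of supporting cells per cell as the named HCs in the vestibule and 10.51 times in the cochlea. As the clusters were set aside for leading genes of another cluster, this was fixed in advance and is no test of single HCs with more UMIs. Pairs, larger groups of cells and HCs of high UMIs cannot be told apart by these values, since the UMIs of the cells in a droplet need not be typical, and HCs that carry genes of supporting cells themselves were not tested.

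The old columns of Table S1 followed the summed UMIs of these libraries, while the young columns followed neither them nor the old columns in the 1999 of 16815 rows held. A hypothesis is that young values stand beside another gene's name. It was tested by aligning the young rows with the gene order of the libraries on the type I column alone, in 3 attempts, of which all are given. The first searched windows for an offset and was void, as it could not place the old columns either. The second, with a cost of 2 for a skipped row, gave a total cost of 3185.8 within the 3175.9 to 3215.1 of 20 shuffles, and so did not separate by cost. There the type II minus type I difference, which the alignment did not use, had a rank correlation of 0.133 with that of the libraries, against 0.004 to 0.075 in the shuffles, and 6 young rows fell on the printed gene, against 0 to 1. The third, with a cost of 6, was set as the last attempt before it was run and gave 3523.9 against 4453.5 to 4525.2. In it the rank correlation of that difference was 0.464, against 0.019 to 0.083 in the shuffles. In the third alignment 3 young rows fell on the printed gene, as many as in the shuffle with most, against 1933 of the old rows aligned in the same way. The values may therefore be shifted in the copy of the table held here; whether they are so in the table as published was not tested.

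If the directions that the paper states for old against young vHCs came from the rows as printed, at least 90% should have the sign of the printed row. It was 15 of 20 genes, or 75.0%, which argues against this for the named genes as a whole. Under universal hallmarks, a division made after that result was seen, it was 15 of 15 (100%), and under cell-type-specific signatures 0 of 5. By the methods the first are drawn from Table S1 and the second come from a test of single cells, so the printed rows could be the source of the first group only. With the aligned rows the numbers were 12 of 14 and 3 of 5. The median size of the difference in the first group was 2.892 as printed and 0.265 as aligned, on the log2 scale. The SD of the difference was 3.34 over the 1999 genes as printed and 0.671 over the 1532 genes that were aligned, which alignment makes smaller by construction. Young libraries, which would settle this, were not analysed here.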
